# Knockout of vascular smooth muscle EGF receptor in a mouse model prevents obesity-induced vascular dysfunction and renal damage in vivo

**DOI:** 10.1007/s00125-020-05187-4

**Published:** 2020-06-17

**Authors:** Christian Stern, Barbara Schreier, Alexander Nolze, Sindy Rabe, Sigrid Mildenberger, Michael Gekle

**Keywords:** Diabetes mellitus, EGFR, Epidermal growth factor receptor, Renal damage, Serum response factor, Vascular dysfunction

## Abstract

**Aims/hypothesis:**

Obesity causes type 2 diabetes leading to vascular dysfunction and finally renal end-organ damage. Vascular smooth muscle (VSM) EGF receptor (EGFR) modulates vascular wall homeostasis in part via serum response factor (SRF), a major regulator of VSM differentiation and a sensor for glucose. We investigated the role of VSM-EGFR during obesity-induced renovascular dysfunction, as well as EGFR–hyperglycaemia crosstalk.

**Methods:**

The role of VSM-EGFR during high-fat diet (HFD)-induced type 2 diabetes was investigated in a mouse model with inducible, VSM-specific EGFR-knockout (KO). Various structural and functional variables as well as transcriptome changes, in vivo and ex vivo, were assessed. The impact of hyperglycaemia on EGFR-induced signalling and SRF transcriptional activity and the underlying mechanisms were investigated at the cellular level.

**Results:**

We show that VSM-EGFR mediates obesity/type 2 diabetes-induced vascular dysfunction, remodelling and transcriptome dysregulation preceding renal damage and identify an EGFR–glucose synergism in terms of SRF activation, matrix dysregulation and mitochondrial function. EGFR deletion protects the animals from HFD-induced endothelial dysfunction, creatininaemia and albuminuria. Furthermore, we show that HFD leads to marked changes of the aortic transcriptome in wild-type but not in KO animals, indicative of EGFR-dependent SRF activation, matrix dysregulation and mitochondrial dysfunction, the latter confirmed at the cellular level. Studies at the cellular level revealed that high glucose potentiated EGFR/EGF receptor 2 (ErbB2)-induced stimulation of SRF activity, enhancing the graded signalling responses to EGF, via the EGFR/ErbB2–ROCK–actin–MRTF pathway and promoted mitochondrial dysfunction.

**Conclusions/interpretation:**

VSM-EGFR contributes to HFD-induced vascular and subsequent renal alterations. We propose that a potentiated EGFR/ErbB2–ROCK–MRTF–SRF signalling axis and mitochondrial dysfunction underlie the role of EGFR. This advanced working hypothesis will be investigated in mechanistic depth in future studies. VSM-EGFR may be a therapeutic target in cases of type 2 diabetes-induced renovascular disease.

**Data availability:**

The datasets generated during and/or analysed during the current study are available in: (1) share_it, the data repository of the academic libraries of Saxony-Anhalt (10.25673/32049.2); and (2) in the gene expression omnibus database with the study identity GSE144838 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144838).

**Figure:**
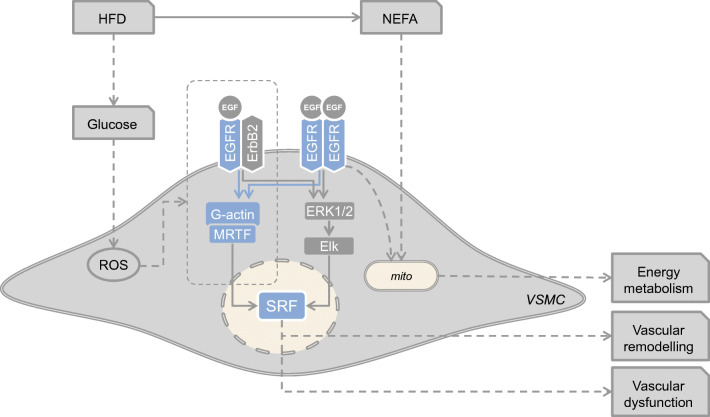
Graphical abstract

**Electronic supplementary material:**

The online version of this article (10.1007/s00125-020-05187-4) contains peer-reviewed but unedited supplementary material, which is available to authorised users.

## Introduction

The EGF receptor (EGFR; also named ErbB1) is a member of the ErbB-receptor tyrosine kinase family, which also includes ErbB2 (EGF receptor 2, which is able to form heterodimers with EGFR), ErbB3 and ErbB4. EGFR is activated by EGF or heparin-bound EGF (HB-EGF), modulating cell differentiation, migration and matrix homeostasis [1]. EGFR can also be transactivated, thereby contributing to cardiovascular dysfunction and remodelling [2, 3]. Recently, the relevance of vascular smooth muscle (VSM)-EGFR for structural and functional vascular remodelling, as well as for subsequent complete renal end-organ damage, was shown [4]. Furthermore, pharmacological EGFR inhibition can prevent vascular remodelling [5, 6].

A contribution of VSM-EGFR to obesity- and type 2 diabetes-associated and other vascular alterations [3, 7–11], as well as enhanced vascular EGFR activity during hyperglycaemia with pathophysiological relevance, has been described. In addition, systemic EGFR-kinase inhibitors improved vascular function in diabetic animals [8–14]. There is also some, albeit ambiguous, evidence for an impact of NEFA on EGFR [15–17]. Altogether, these findings raise a question regarding the pathogenetic importance of VSM-EGFR during obesity/type 2 diabetes.

Serum response factor (SRF) is a transcriptional regulator of vascular smooth muscle cells (VSMCs) [18, 19] linking growth factor signalling to pathological transformation into a proliferative phenotype [20, 21]. SRF is at the confluence of multiple signalling pathways via the extracellular signal-regulated kinase (ERK)1/2 or actin–myocardin-related transcription factor (MRTF) pathway [22]. In addition, SRF has been proposed to regulate cellular energy metabolism [23, 24] and to mediate glucose- and lipid-induced gene expression alterations in VSMCs and diabetic nephropathy [25]. Thus, SRF represents a potential integration hub of EGFR and glucose-induced signalling during obesity/type 2 diabetes.

Recently, we established a knockout mouse model with inducible deletion of the EGFR in VSMCs [26] and showed the physiological and pathophysiological importance of VSM-EGFR in vivo [4, 26]. The present study investigates the role of VSM-EGFR during high-fat diet-induced obesity/type 2 diabetes regarding vascular remodelling, gene expression and renal damage using this genetic model.

## Methods

All mouse experiments were approved by the local government (Landesverwaltungsamt Sachsen-Anhalt, Germany, Az.: 505.6.3-42502-2-1389 MLU_G; Veterinäramt Stadt Halle, Germany; Bescheid T16/2019) and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals, the ARRIVE guidelines and with consideration of the 3R-principle.

### Animals

Mice were kept at constant temperature of 22 ± 2°C, relative humidity of 30–60%, under a 12/12 h light–dark cycle with ad libitum access to water and standard chow. Recently, we generated and described an inducible knockout (KO) for EGFR in VSMCs via the Cre/loxP system by mating *Egfr*^*flox/flox*^ C57BL/6 mice (originally provided by M. Sibilia, Institut für Krebsforschung - MedUni Wien, Vienna, Austria) with *Smmhc-Cre*^*+/*^*-* C57BL/6N mice (B6.FVB-Tg(Myh11-cre/ERT2)1Soff/J, originally provided by S. Offermanns, Max Planck Institute, Bad Nauheim, Germany; *Smmhc* is also known as *Myh11*) [4, 26]. In the *iEgfr*^Δ/ΔVSMC^ littermates Cre-recombinase is located on the Y chromosome, expressed under control of the *Smmhc*-promoter and can be activated in VSMCs by intraperitoneal injection of tamoxifen (1 mg of 50 μl Miglyol 812/mouse per day for 5 consecutive days). As controls, wild-type (WT) mice without LoxP-sites but carrying Cre-recombinase under the control of the *Smmhc* promotor and treated with tamoxifen were employed. All experiments were performed in male animals. High-fat diet (HFD) was started 7 days after tamoxifen application in mice, at 6 weeks of age. Genotyping was performed on tail biopsies by PCR as previously described [2]. Breeding of the animals and assignment to experimental groups was performed randomly by place holder numbers before information regarding the animals was obtained. During further experimentation the genotype of the animals was blinded by pseudonymisation (assignment of numbers). Owing to the differences in weight gain the type of diet could not be blinded.

### Cell culture

HK-2 (a human proximal tubule epithelial cell line, CRL-2190) and HEK293 (human embryonic kidney cell line, CRL-3216) were obtained for this project from ATCC, USA. Both cell types were cultivated in DMEM/Ham’s F-12 medium (FG 4815, Biochrom, Berlin, Germany), supplemented with 10% FCS. Medium was changed to DMEM without FCS prior to addition of stimuli. A7r5 cells (also obtained for this project from ATCC, CRL-1444) were cultivated in DMEM. The cells were authenticated by the supplier (ATCC) and kept in separate cultures after arrival to avoid cross-contamination. Verification was continued by cell morphology monitoring throughout the project. The mycoplasma contamination status was negative as determined by routine mycoplasma detection PCR.

Primary culture of murine VSMCs was obtained from KO and WT mice, as described by Ray et al [27]. Thoracic and abdominal aorta was excised in 0.9% sterile NaCl, cleared of blood as well as surrounding tissue and rinsed several times. Subsequently the aorta was transferred to DMEM (+10% FCS), reduced mechanically to small pieces and digested in collagenase 2 (in DMEM, 4–6 h at 37°C, 5% CO_2_). Thereafter cells were gently dispersed and rinsed with medium. After 5 min centrifugation at 300 *g* at room temperature the cell pellet was resuspended in 5 ml fresh medium and centrifuged a second time. Finally, the cells were seeded in plastic dishes in DMEM containing 10% serum and incubated for 5 days at 37°C, 5% CO_2_.

### Measurement of aortic ring force

Aortic rings were equilibrated in modified aerated Krebs–Ringer solution (20% O_2_, 5% CO_2_) at 37°C for 30 min. At the beginning and the end of the equilibration the physiological salt solution was changed once, followed by the application of a strain resulting in a force of 12 mN [4, 26]. This strain resulted in a similar change in vessel circumference (delta length [dL]) and similar effective pressure values in both genotypes and was applied for 10 min prior to the first substance application. Wall stress and effective pressure were calculated as described by Mulvany and Halpern [28]. After each measurement the chambers were flushed five times with Krebs–Ringer solution, achieving an approximately 100,000-fold dilution of the substance, before a new reagent was tested. This did not apply for the relaxants carbamoylcholine chloride (carbachol) and *S*-Nitroso-*N*-acetyl-dl-penicillamine (SNAP). These substances were given at the point of stable force development of the previously administered vasoconstrictor. Vasoconstriction was induced by phenylephrine, U46619 (both for pharmacomechanical coupling) or KCl (electromechanical coupling).

### Pressurised mesenteric arteries

Pressure myography was performed using a DMT system (Aarhus, Denmark) [4]. After mice were killed, the mesenteric bed was removed and transferred to cold (4°C), gassed (20% O_2_, 5% CO_2_) physiological salt solution. Mesenteric (third or fourth order) arteries were mounted on glass cannulas to allow perfusion at physiological pressures (inlet pressure 60 mmHg, outlet pressure 45 mmHg). Vessels were superfused continuously with Krebs–Henseleit solution (20% O_2_, 5% CO_2_; pH, 7.4; 37°C) composed of (mmol/l): 119 NaCl, 4.7 KCl, 25 NaHCO_3_, 1.2 KH_2_PO_4_, 1.6 CaCl_2_, 1.2 MgSO_4_, 0.03 EDTA and 11.1 glucose. The wake-up procedure was carried out according to the manufacturer’s instructions by stepwise pressurising to 20, 40, 60, 80 or 100 mmHg using servo control system. The diameter of the vessels was measured with a video microscope (Zeiss Axiovert, Oberkochen, Germany) and a data acquisition and analysis system (Danish Myo Technology A/S, DK-8382 Hinnerup, Denmark). After 45–60 min equilibration a 60 mmol/l KCl challenge was performed before any other interventions.

### Harvesting of organs

Mice were killed by cervical dislocation, and livers, kidneys, lungs, hearts and aortas were excised, carefully freed from adjacent tissue, and partially weighed. Tibia length was measured for normalisation of organ weights. Parts of the tissues were immediately snap frozen in liquid nitrogen while parts were fixed in 5% paraformaldehyde solution. Tissues were dehydrated in increasing concentrations of methanol or isopropanol. After embedding in paraffin, 4 μm sections were cut [4].

### Histomorphometric analysis of aorta, heart, kidney and cardiomyocytes

Morphometric analysis was performed as described before [2, 4] in a blinded way (pseudonymisation by number assignment). For media-to-lumen ratio, media thickness was measured at ten different locations within the vessel wall and divided by the internal circumference of the aorta as described by Liang et al [29]. Fibrosis was analysed by staining with Sirius red followed by quantitative microscopic determination of the relative fibrotic area. Perivascular fibrosis was normalised to the respective vascular cross-sectional area [30]. Interstitial fibrosis was normalised to the area of tissue under investigation [31, 32]. Sections were investigated in a double-blinded manner. Glomerular damage was assessed as Bowman and glomerular area, glomerular cellularity (nuclei per glomerulus) and glomerulosclerosis in kidney sections stained with periodic acid–Schiff’s (PAS) reagent or H&E. At least 30 glomeruli per kidney were evaluated, and the values are given as the mean score per animal. The degree of glomerulosclerosis was determined using a semiquantitative scoring method [33]. Glomeruli were selected randomly and scored as follows: grade 0, normal; grade 1, sclerotic area 25% of total glomerular area; grade 2, sclerotic area 25–50%; grade 3, sclerotic area 50–75%; grade 4, sclerotic area 75–100%. The degree of proximal tubular vacuolisation was also determined using a semiquantitative scoring method: 35 images per kidney cortex (PAS staining) were selected randomly and scored as follows: grade 0, <10% vacuolisation; grade 1, 10–20%; grade 2, 20–30%; grade 3, 30–40%; grade 4, 40–50% and grade 5, >50%.

### Next generation sequencing and gene enrichment analysis

Total RNA was isolated as described [34, 35]. Sequencing of aortic samples was performed with an Illumina HiSeq2000 at the Core Unit DNA Technologies of the Medical Faculty, University of Leipzig (Leipzig, Germany). Libraries were prepared with indexed adapters, and clusters were generated on the cluster flow cells. cDNA fragments were hybridised to the lawn of complementary primers followed by bridge amplification. Paired-end sequencing by synthesis (SBS) was performed via reversible terminator-based method. A quality check was performed on raw data (fastQC, v0.11.3, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) before adapter clipping and quality trimming (cutadapt, v1.8.1) [36] and a further quality check (fastQC) followed by alignment against the murine genome (assembly GRCm38/mm10). Initial mapping was done with Bowtie2 (2.2.5) [37] followed by Tophat2 (2.0.14) [38] using Bowtie to align spliced reads. Finally counting was done with featureCounts (1.4.6) [39] and genes were annotated with BiomaRt v93 (R package v2.36.1) [40]. Normalisation and differential expression analysis were performed using R package EdgeR (3.20.8) [41] from Bioconductor (https://www.bioconductor.org/). For the analysis with EdgeR, the counts were normalised using the trimmed mean of M values (TMM) method. A false discovery rate (FDR) of 0.001 was used to determine if genes were significantly regulated. Sequencing of kidney samples was performed on an Illumina System by Novogene (Cambridge, UK). Raw data quality check, adapter clipping and quality trimming were performed externally by Novogene, followed by the previously described analysis pipeline. The raw data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144838.

mRNA enrichment analysis was performed using g:Profiler (http://biit.cs.ut.ee/gprofiler/ [42]) and GOrilla (http://cbl-gorilla.cs.technion.ac.il/ [43]). Transcription factor binding site (TFBS) enrichment within the promotor regions (–950 to +50 and –450 to +50) of differentially expressed mRNAs was evaluated by Pscan (http://159.149.160.88/pscan/ [44]). Ingenuity Pathway Analysis (IPA) software (Qiagen, Hilden, Germany) was used for functional analysis (canonical pathways, upstream regulator and downstream effects analyses; these features are not included in g:Profiler or GOrilla) on the lists of regulated genes (results of the differential expression analyses). Their Ensembl identifiers were mapped to networks available in the software database. For the canonical pathway analysis, enriched pathways were ranked according to how relevant they were for the genes provided as input. Multiple testing was performed using the Benjamini–Hochberg (B–H) procedure. Analyses were corrected for multiple testing as described for the corresponding tools.

### Reporter gene analysis

Reporters for *Srf* (sequence GGATGTCCATATTAGGA), *Egr1* (sequence CGCCCCCGCG), *Ap1* (also known as *Jun*; sequence TGAGTCAG) or *Nfkb* (sequence GGGACTTTCC) transcription factors were purchased from Qiagen. We used the CignalTM System (www.qiagen.com/lu/products/discovery-and-translational-research/functional-and-cell-analysis/gene-reporter-assays/cignal-reporter-assay-kits/#productdetails) with Monster-green fluorescent protein (MGFP, improved synthetic version of the green fluorescent protein with enhanced fluorescence and reduced cytotoxicity) as reporter. The respective transfection control was red fluorescent protein (RFP) under the control of a constitutive cytomegalovirus (CMV) promoter. After transfection with Polyfect (Qiagen), cells were incubated as described in the figure legends and reporter activity was determined as recommended by the manufacturer by digital fluorescence microscopy (Cytation 3, BioTek, Bad Friedrichshall, Germany or the PerkinElmer [USA] Operetta CLS high content screening system). To determine the cellular responses, first transfected cells were identified according to their red fluorescence and their number, and mean fluorescence intensity, area, circularity and fluorescence integral were determined. Second, the mean green fluorescence intensity of the red cells as well as the green fluorescence integral of red cells was determined. Finally, red cells that were also green were identified and their number, mean fluorescence intensity, area, circularity and fluorescence integral was determined. SRF activity is expressed either as the ratio of fluorescence (green) derived from the serum response element (SRE)-GFP reporter over transfection control RFP fluorescence, when the comparison over several passages was relevant, or as per cent of the control in the same experiment after correction for RFP fluorescence.

### Quantitative RT-PCR

Total RNA for RT-qPCR was isolated using InviTrap spin tissue RNA mini kit (Invitek Molecular, Germany) following manufacturer’s instructions. DNA contamination was removed (DNAse I, New England Biolabs, USA) and reverse transcription was performed using random primers and SuperScript II reverse transcriptase (Invitrogen, Life Technologies, USA) according to the manufacturer’s instructions. A 1 μL aliquot of the obtained cDNA was used in RT-qPCR (AriaMx Real-Time PCR System, Agilent Technologies, Germany). Primer sequences are available in electronic supplementary material (ESM) Table 1. qPCR efficiency was >90%. The relative mRNA expression of the genes of interest was calculated according to the $$ {2}^{-{\Delta \Delta \mathrm{C}}_{\mathrm{t}}} $$ method, using the 18S RNA signal for normalisation. Each sample was analysed in triplicate. Values are expressed as mean difference between WT and KO ± SEM.

### Immunoblotting

For protein expression level determination, cells were lysed with CST lysis buffer (20 mmol/l Tris, pH 7.5 [Illinois Tools Works companies], 150 mmol/l NaCl [Applichem], 1% Triton X-100 [Sigma-Aldrich], 1 mmol/l EDTA [Merck], 1 mmol/l EGTA [Sigma-Aldrich], 184 mg/l Na-orthovanadate [Sigma-Aldrich], 2.5 mmol/l Na-pyrophosphate [Sigma-Aldrich], 1 mmol/l β-glycerolphosphate [Sigma-Aldrich]), centrifuged at 13,000 *g* for 10 min and protein amount was determined with Bradford assay. Equal amounts of the proteins were denaturated with 6x Laemmli buffer (0.5 mol/l Tris pH 6.8 [Roth], 10% SDS [Roth], 10% glycerol [Sigma-Aldrich]) at 95°C for 5–10 min. Proteins were separated by 10% SDS-PAGE and transferred onto a nitrocellulose membrane. After blocking with 5% nonfat dry milk powder in Tris-buffered saline with Tween20 (TBS-Tween) (20 mmol/l Tris base, pH 7.4 [Illinois Tools Works companies], 150 mmol/l NaCl [Applichem], 0.05% Tween-20 [Sigma-Aldrich]) membranes were incubated with first antibody (see below) diluted in 5% BSA in TBS-Tween overnight. Horseradish peroxidase (HRP)-coupled secondary antibodies, 1:1000 in 5% skimmed (nonfat) dry milk powder in TBS-Tween were used. After removal of non-bonded secondary antibody, three washing steps in TBS-Tween were performed. Finally Clarity Western ECL Substrate (BioRad, Munich, Germany) was added and the peroxidase activity-based light emission was recorded by an imaging system (Image Quant LAS4000, GE Healthcare, UK). All antibodies were purchased from Cell Signaling Technologies, Frankfurt, Germany (phosphoERK1/2 #9101, ERK1/2 #9102, EGFR #2232, EGFR XP #4267, ErbB2 #4290, SRF #5147, β-actin #4967, early growth response (EGR)1 #4153, GAPDH #2118, anti-rabbit-HRP #7074). Densitometry analysis was performed with Quantity One software from BioRad (Feldkirchen, Germany) and the relative expression values calculated using β-actin or GAPDH expression as housekeepers.

### Determination of albumin, creatinine, glucose and lactate

Glucose consumption and lactate production were assessed using commercially available kits (Glucose [HK] assay kit, Sigma, Darmstadt, Germany and Lactate Reagent, Trinity Biotech, via Menarini Diagnostics, Berlin, Germany) according to the manufacturer’s instructions [34]. Albumin was determined by ELISA (Bethyl Laboratories, Montgomery, TX, USA). Creatinine was determined enzymatically by the creatinase method (Diazyme, Dresden, Germany).

### Determination of mitochondrial potential, reactive oxygen species and oxygen consumption rate

Assessment of alterations of mitochondrial potential was performed using a mitochondrial membrane potential assay kit (Cayman Chemical, USA) that employs mitochondrial potential-dependent dye JC-10. After incubation of the cells as indicated, 50 μl of JC-10 dye was added per 1 ml media and the plate was immediately placed into a digital fluorescence microscope (Cytation 3, BioTek, Bad Friedrichshall, Germany) heated to 37°C. Fluorescence of JC-10 (excitation 405 nm; emission 529 nm for JC10-aggregates indicating healthy mitochondria and 590 nm for JC-1 monomers indicating reduced mitochondrial potential) was determined after 30 min. The surrogate parameter for mitochondrial potential is the 529/590 nm ratio, with higher values indicating higher (more negative) mitochondrial membrane potential. Oxygen consumption rate (OCR) was determined by Seahorse technology using the manufacturer’s assay kit (Seahorse XFe96 Analyzer, Agilent Technologies, Waldbronn, Germany). OCR was normalised for cell density by nuclear staining with Hoechst 33342 (2 μmol/l). Formation of reactive oxygen species (ROS) was estimated from the changes in MitoSox fluorescence (Life Technologies, Darmstadt, Germany; excitation 510 nm; emission 580 nm) normalised to the cellular protein amount [45].

### Chemicals

AG1478 (inhibitor of EGFR), AG879 (inhibitor of ErbB2) and tiron (scavenger of ROS) were obtained from Merck (Germany), U0126 (inhibitor of ERK1/2 activation) and latrunculin B (sequesters G-actin and prevents F-actin assembly) from Cayman Chemicals (USA), Y27632 (inhibitor of Rho kinase) from Tocris Bioscience (USA).

### Statistics

Data are presented as mean ± SEM. A two-way ANOVA: standard-fat diet (SFD) vs HFD and WT vs KO was performed. Followed by post hoc testing, Student’s *t* test or Mann–Whitney rank sum test were used as applicable according to pre-test data analysis by SigmaPlot 12.5. A *p* value <0.05 was considered significant. *n* = number of animals or cell culture dishes. Biometrical planning was performed under consideration of the 3R-principle with α = 0.05 and β = 0.8, resulting in sample sizes between 8 and 11. For cell culture experiments, at least three different passages were used. Data from all experiments that proceeded technically according to plan were included into the analyses.

## Results

### Animal studies

#### Systemic variables

Vascular EGFR expression is reduced substantially in VSM-*Egfr* KO mice [4, 26]. KO mice showed no difference in body weight, tibia length or blood glucose compared with WT littermates (Fig. 1). HFD led to similar increases in body weight and blood glucose in both genotypes (Fig. 1g,h) but induced a larger increase of renal weight in KO mice (Fig. 1i–m).

**Fig. 1:**
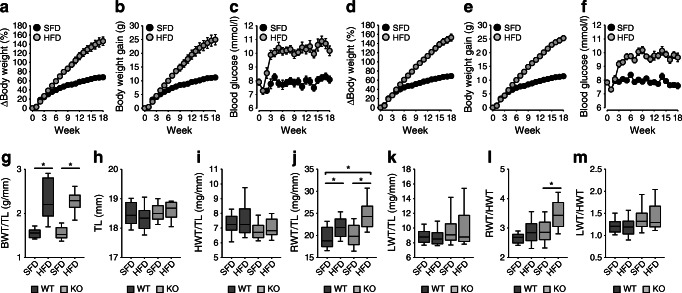
Influence of HFD on body weight, blood glucose and organ weight. (**a**–**f**) Change in body weight, body weight gain and blood glucose levels in WT animals (**a**–**c**) and KO animals (**d**–**f**). Weeks are counted from the start of feeding HFD. (**g**–**m**) Organ weight values obtained at week 18. Number of animals: WT-SFD *n* = 23; WT-HFD *n* = 24; KO-SFD *n* = 38; KO-HFD *n* = 40. *p < 0.05 vs respective control, unless indicated differently. BWT, body weight; HWT, heart weight; LWT, lung weight; RWT, renal weight; TL, tibia length

#### Functional vascular parameters

Isometric force measurements in aortic rings revealed a smaller response to the α1-adrenergic agonist phenylephrine in KO animals following SFD feeding (Fig. 2a,b). The same was true for the thromboxane analogue U46619 (Fig. 2g) but not for depolarisation by KCl (Fig. 2h). HFD reduced phenylephrine-induced force generation of WT but not of KO rings (Fig. 2a,b). Endothelium-dependent relaxation induced by carbachol was reduced by HFD in aortic rings from WT, yet not from KO mice (Fig. 2c,d). There were no differences in endothelium-independent relaxation induced by SNAP (Fig. 2e,f).

**Fig. 2:**
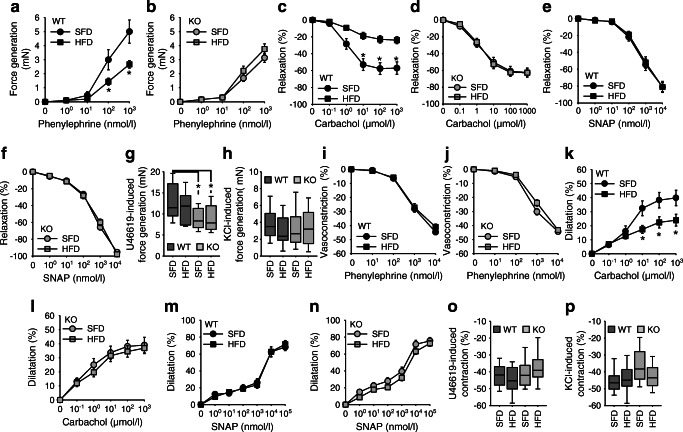
(**a**–**h**) Isometric force generation and relaxation of aortic rings in WT and KO mice fed an HFD or SFD, as shown. Number of animals: WT-SFD *n* = 8; WT-HFD *n* = 8; KO-SFD *n* = 12; KO-HFD *n* = 14. (**i**–**p**) Pressure myography in mesenteric arteries of WT and KO mice fed an HFD or SFD, as shown. *n* = 8 animals for each experimental group. All values were obtained at week 18. (**a**–**f**, **i**–**n**) *x*-axes are plotted on a log scale. *p* < 0.05 vs SFD, unless indicated differently

Pressure myography in mesenteric arteries showed no effect of diet or genotype on the response to phenylephrine, U46619 or KCl (Fig. 2i,j,o,p). HFD induced endothelial dysfunction in arteries from WT but not from KO mice (Fig. 2k,l), whereas relaxation induced by SNAP was not affected (Fig. 2m,n).

#### Aortic gene expression analysis

KO led to differential expression of 89 mRNAs following SFD feeding that showed only few gene ontology (GO) terms and no TFBS enrichment (the aorta raw data table can be found in our data repository; 10.25673/32049.2). 

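Expression in the aorta was measured by sequencing RNA from single mice in 14 libraries, after 18 weeks of feeding. These were 3 from WT-SFD, 4 from WT-HFD, 3 from KO-SFD and 4 from KO-HFD mice. The paper's text does not state whether mRNA was selected for the aorta libraries. In KO mice a tamoxifen-inducible Cre recombinase under the smooth muscle Smmhc promoter deletes the floxed part of Egfr, and WT mice carried the same Cre without loxP sites. The authors sequenced the libraries paired-end, aligned them to GRCm38/mm10 with Tophat2 and counted them per gene with featureCounts. The values used here are these counts as the authors deposited them, without normalisation. The paper's text does not state the strand setting, the annotation release used for counting or the handling of reads that map to several places. The total count per library was 7680588 to 10466922 in WT-SFD (median 8346864), 9081457 to 9944003 in WT-HFD (median 9489163), 6403699 to 8915275 in KO-SFD (median 7793529) and 6782444 to 13052870 in KO-HFD (median 9124375.5). Genes of small and structural RNAs took 18.4% of the count in mouse KO-HFD-1454 and up to 43.1% in mouse WT-HFD-1448. The 10 genes with the most counts took 24.1% to 36.3% of a library.
Counts were scaled by edgeR's TMM factors, which ran from 0.862 to 1.24, and are given as FPM, the unit of Fig. 3 (fragments assigned to a gene, scaled to a common library size). Of the 41128 genes in the file, 26846 had a count in at least 1 aorta and 14796 passed edgeR's filter on low counts. These were tested in a single fit of all 14 libraries with edgeR's quasi-likelihood test, and p values were adjusted over all genes by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.001, the limit in the paper's methods, and a single named gene at 0.05. The criteria printed in Fig. 3a,c were applied next to this: a Cohen's d beyond 2, a ratio of group means beyond 1.5 and a higher group mean above 5 FPM. The median standard error of a log2 fold change between the diets was 0.227. Scaling by library totals in place of TMM shifts the median gene by a log2 value of 0.112 for HFD in WT, by -0.103 for HFD in KO, by 0.293 for KO against WT on SFD and by 0.0769 for KO against WT on HFD, so directions are relative to the TMM scale.
No gene on chromosome 9, X, Y or the mitochondrial genome, or on chromosome 8 beyond Gm7191 at 97565603, had a count in any of the 30 aorta and kidney libraries. These regions hold 2693 of the 22026 protein-coding genes in the file (12.2%), and nothing can be said about their expression.

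**Figure D1:**
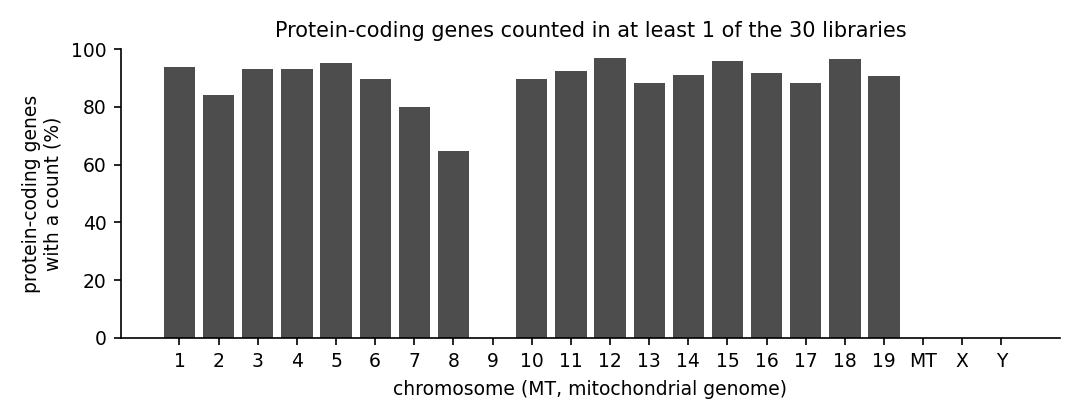
Share of the protein-coding genes of each chromosome (x axis) that had a count in at least 1 of the 30 libraries (y axis, per cent). The bars stand at 80.2% to 96.9%, except at 64.7% for chromosome 8 and at 0 for chromosome 9, X, Y and the mitochondrial genome.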

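Egfr (ENSMUSG00000020122; chromosome 11, 16752203 to 16918158), the targeted gene, was present at 46.7, 39.5 and 54.3 FPM in the 3 WT-SFD aortae and at 26.8, 35.5 and 28.0 FPM in the 3 KO-SFD aortae. On HFD, Egfr reached 65.1, 57.0, 51.2 and 57.0 FPM in WT and 27.5, 40.6, 39.7 and 33.4 FPM in KO aortae. These counts cover all exons of the gene, deleted or not, in all cell types of the tissue. Every KO aorta lay below every WT aorta on the same diet. The log2 fold change of Egfr in KO against WT was -0.64 on SFD (standard error 0.166, edgeR adjusted p = 0.531) and -0.70 on HFD (standard error 0.142, edgeR adjusted p = 0.13), with neither past the limit of 0.05 over all genes. With each SFD library left out in turn, the value on SFD stayed between -0.75 and -0.52. On SFD, 4 genes had an adjusted p under 0.001 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adcy1 (ENSMUSG00000020431; chromosome 11, 7063489 to 7178506) rose from 4.10 ± 0.921 FPM (SD, n = 3) in WT to 238 ± 46.5 FPM (SD, n = 3) in KO aortae, a log2 fold change of 5.84 (standard error 0.231, edgeR adjusted p = 2.0e-09). Gm10600 on chromosome 4 was higher in KO by 3.01 (edgeR adjusted p = 2.8e-04). Pisd-ps1 and Pisd-ps2 were lower, with log2 fold changes of -1.74 and -1.76 (edgeR adjusted p = 1.1e-04 and 4.4e-05). Gm10600 belongs to a cluster of similar genes and both Pisd-ps genes are copies of 1 parent gene, so that reads may have been counted on the wrong copy and these values are uncertain. At an adjusted p under 0.05, 12 genes passed (10 higher, 2 lower), and 967 had an unadjusted p under 0.05. Without mouse KO-SFD-1507, 1 gene remained in the count at 0.001. The alternative that moved this count most was DESeq2, with 16 genes. By the criteria of Fig. 3a, 131 of the 10480 genes that could pass were called, 79 higher and 52 lower in KO. This count rose to 771 without the limit on FPM, and also to 771 without mouse WT-SFD-1445. Between the 3 WT and 3 KO aortae, 622 genes were higher and 646 lower in every KO mouse, where chance gives 10% of the 14796 genes. Gene ontology and binding site enrichment were not recomputed with the tools the paper names.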

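A list of 58 genes of receptor tyrosine kinases was set against the genes that differed between KO and WT aortae on SFD. Of the listed genes, 38 had a group mean above 5 FPM and so could be called by effect size. 1 was among the 131 genes called, namely Egfr, which was lower in KO. By chance 0.475 would be called, an odds ratio of 2.14 (two-sided Fisher's exact test, p = 0.3805, against all 10480 genes above the limit). Among the 12 genes with an edgeR adjusted p under 0.05 there were 0 of the 45 receptor tyrosine kinases tested, with 0.0365 due by chance. For these 45 genes, 7 had an unadjusted p under 0.05 in KO against WT on SFD, and 0 had an adjusted p under 0.05 over all genes. Adjusted over the list alone, 0 passed on SFD, where the smallest edgeR adjusted p was 0.0747. On HFD, Egfr alone passed over the list (edgeR adjusted p = 0.00827). Ephb1, Mst1r and Ryk lie in the regions without counts. Genes of the MAPK cascade and the wider signalling terms were not tested as sets.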

We observed fourfold greater enrichment (adjusted *p* value <0.05) for: (1) transmembrane receptor protein tyrosine kinase activity (GO:0004714); (2) enzyme linked receptor protein signalling pathway (GO:0007167); (3) mitogen-activated protein kinase (MAPK) cascade (GO:0000165); (4) regulation of MAPK cascade (GO:0043408); and (5) signal transduction by protein phosphorylation (GO:0023014), all of which reflected *Egfr* KO. Enhanced expression of *Rgs5*, relevant for contraction regulation [46–48], in KO animals (aorta raw data table; 10.25673/32049.2) might explain altered responses to phenylephrine and U46619 (Fig. 2a,b,g). However, at present we can only propose this hypothesis because we did not perform further experiments to test the impact of *Rgs5* upregulation.

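Rgs5 (ENSMUSG00000026678; chromosome 1, 169655501 to 169695813), which encodes a regulator of G protein signalling, had 1393, 1626 and 1568 FPM in the WT-SFD aortae and 2042, 1681 and 2764 FPM in the KO-SFD aortae. The group means were 1529 ± 121 (SD, n = 3) and 2162 ± 551 FPM (SD, n = 3), a Cohen's d of 1.59 and a ratio of 1.41, so that Rgs5 met neither effect size limit on SFD. All KO values lay above all WT values, and a separation in either direction is due by chance in 10% of comparisons of 3 mice with 3. The log2 fold change was 0.50 (standard error 0.194) with an adjusted p of 0.709 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without mouse KO-SFD-1507 it was 0.32, the lowest value with 1 library left out, and the highest was 0.67. On HFD the difference in Rgs5 was larger, from 1711 ± 214 FPM (SD, n = 4) in WT to 2944 ± 392 FPM (SD, n = 4) in KO, with a log2 fold change of 0.78 (standard error 0.169, edgeR adjusted p = 0.176) and a Cohen's d of 3.90, which met the criteria of Fig. 3a. With DESeq2 and with only the 2 groups compared, Rgs5 passed 0.05 on HFD (DESeq2 adjusted p = 4.6e-04, edgeR adjusted p = 0.0319), while the other 10 alternatives did not, up to an edgeR adjusted p of 0.614 without mouse WT-HFD-1447. Adjusted over the genes named in the results text alone, Rgs5 passed 0.05 in edgeR on HFD and not on SFD. The change of the genotype effect with diet was 0.28 (standard error 0.257, edgeR adjusted p = 0.998).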

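In WT aortae, 0 of the 14796 genes tested differed between HFD and SFD at an adjusted p under 0.001 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.0674. An unadjusted p under 0.05 was reached by 2520 genes, of which 841 were higher and 1679 lower on HFD. All 4 HFD mice lay above all 3 SFD mice for 656 genes and below for 670, where chance gives 5.71% of the genes. By the effect size criteria, 223 of 10435 genes were called, 67 higher and 156 lower on HFD. Of the 35 splits of these 7 mice into groups of 3 and 4, 5 gave as many calls, the real split included. Mouse WT-SFD-1445 decided these numbers: without it, 332 genes had an edgeR adjusted p under 0.001 and 1713 were called by effect size. The remaining mice WT-SFD-1309 and WT-SFD-1310 were rich in adipocyte transcripts. The mean log2 CPM of adipocyte marker genes was 7.05 and 6.65 in them, 1.92 in mouse WT-SFD-1445 and 2.27 to 3.18 on HFD. Without mouse WT-SFD-1445, the diet and the adipocyte content thus cannot be told apart.
Egfr was expressed at 46.8 ± 7.41 FPM (SD, n = 3) on SFD and 57.6 ± 5.71 FPM (SD, n = 4) on HFD in WT aortae, a log2 fold change of 0.30 (standard error 0.154, edgeR adjusted p = 0.343). In KO aortae Egfr went from 30.1 ± 4.73 to 35.3 ± 6.09 FPM, a log2 fold change of 0.23 (standard error 0.156, edgeR adjusted p = 0.743). The diet effects on Egfr in the genotypes differed by -0.07 (standard error 0.218, edgeR adjusted p = 0.999). Leaving out 1 library at a time moved the WT value of Egfr between 0.19 and 0.42 and the difference between the genotypes between -0.19, without mouse WT-SFD-1445, and 0.04, without mouse KO-SFD-1452. Erbb2 (ENSMUSG00000062312; chromosome 11, 98412470 to 98437716) went from 17.5 ± 2.73 to 21.2 ± 1.52 FPM in WT, a log2 fold change of 0.28 (standard error 0.147, edgeR adjusted p = 0.352), with every HFD mouse above every SFD mouse. In KO, Erbb2 went from 17.4 ± 3.45 to 19.1 ± 0.976 FPM, or 0.13 (edgeR adjusted p = 0.841), and the difference between the genotypes was -0.15 (standard error 0.208, edgeR adjusted p = 0.998).

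**Figure D2:**
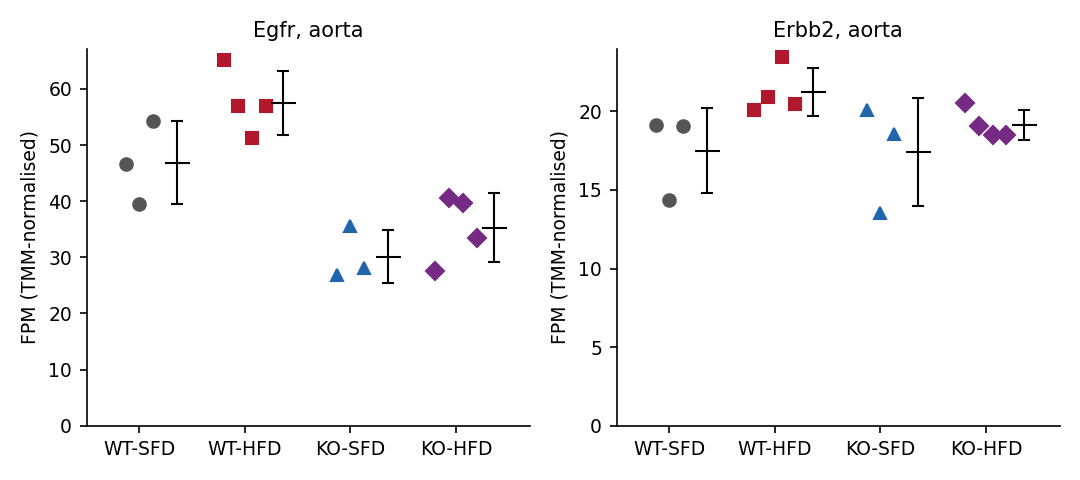
Egfr and Erbb2 in the aorta (y axes, FPM scaled by TMM) in each of the 4 groups (x axes), with 1 point per mouse and the group mean with its SD beside the points. Egfr lay between 39.5 and 65.1 FPM in WT mice and between 26.8 and 40.6 FPM in KO mice.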

HFD induced major changes in mRNA expression in WT aortae (Fig. 3a), with 240 mRNAs upregulated and 282 mRNAs downregulated, including a slight upregulation of *Egfr* and *ErbB2* in WT but not in KO mice (ESM Fig. 1). 

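In KO aortae, HFD against SFD gave 0 genes at an edgeR adjusted p under 0.001 as well, with 1162 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.526 from the quasi-likelihood test with Benjamini-Hochberg adjustment. By effect size, 74 of 10343 genes were called, 33 higher and 41 lower on HFD, which is 33.2% of the count in WT. Without mouse KO-SFD-1507 the KO count was 729. That mouse had an adipocyte marker mean (log2 CPM) of 1.94, against 6.33 and 5.04 in mice KO-SFD-1319 and KO-SFD-1452. The KO-HFD mice were at 1.19 to 2.83. When the genotype labels were exchanged among mice of the same diet, 57 of 100 labellings, the real one included, gave a difference between the genotypes' counts as large as the real 149. In KO, 511 genes were higher and 531 lower in all HFD mice than in all SFD mice. Of the genes called, 1 was higher on HFD in both genotypes (0.184 due by chance, two-sided Fisher's exact p = 0.1687) and 6 were lower in both (0.490 due by chance, two-sided Fisher's exact p = 8.0e-06). The 216 genes called in WT alone had a median log2 fold change of -0.71 in WT and -0.22 in KO, and 180 of them (83.3%) changed in the same direction in KO. These signed medians mix the 66 genes higher and the 150 lower in WT. A change that differed between the genotypes at an edgeR adjusted p under 0.05 was found for 0 of these 216 genes, with 59 at an unadjusted p under 0.05. Over all genes tested, 0 differed in this way at an adjusted p under 0.001 and 646 at an unadjusted p under 0.05.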

In KO aortae the number of mRNAs affected by HFD was only ~10% compared with WT. Results of gene set enrichment analysis (GSEA) and TFBS analysis (TFBSA) are presented in Fig. 3a, ESM Fig. 2 and in our online data repository (Table 1A, B; 10.25673/32049.2).

**Fig. 3:**
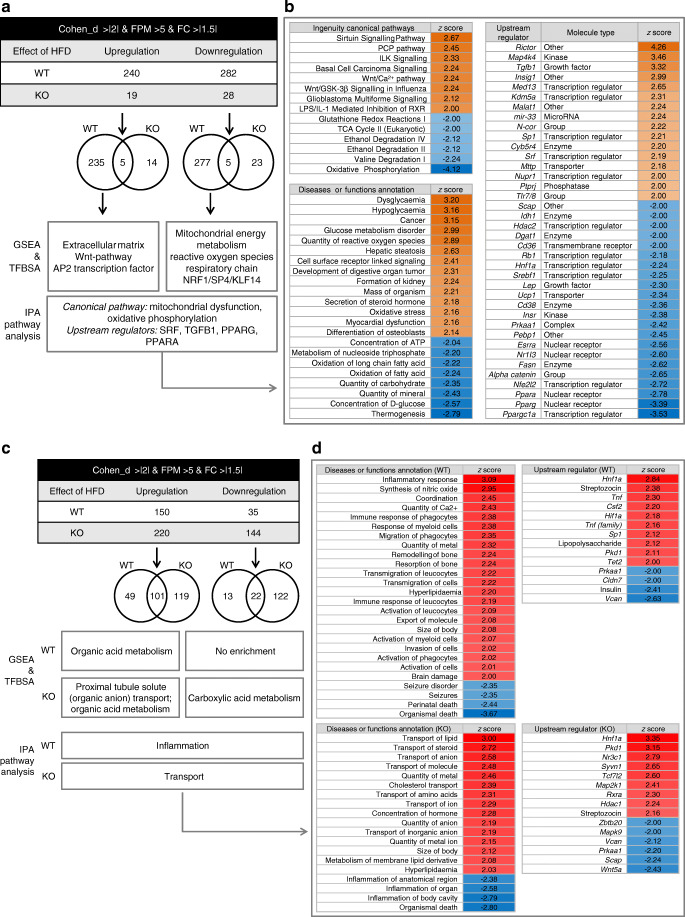
(**a**) Vascular gene expression analysis using mouse aortae. Overview of quantitative HFD effects in the two genotypes using the depicted constraints. Summary of qualitative effects according to GSEA, TFBSA analysis and IPA; *n* = 4 animals for each group. (**b**) IPA pathway analysis for up- and downregulated genes in WT animals. IPA analysis for regulated genes in KO animals yielded no significant results; *n* = 4 animals for each group. (**c**) Unbiased renal gene expression analysis. Overview of the quantitative HFD effects in the two genotypes using the depicted thresholds. Summary of the qualitative effects according to GSEA, TFBSA and IPA; *n* = 4 animals for each group. (**d**) IPA ‘Diseases or functions annotation and upstream regulator’ analysis for up- and downregulated genes in WT and KO animals; *n* = 4 animals for each group. AP2, activator protein 2; FC, fold change; FPM, fragments per million; KLF14, Krüppel-like factor 14; NRF1, nuclear respiratory factor 1; PPAR, peroxisome proliferator-activated receptor; TGFB1, transforming growth factor β1; *Alpha catenin*, also known as *Ctnna1*

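Sets of genes were tested in the aorta with limma's camera, with an assumed correlation of 0.01 between genes and p values adjusted over the sets and contrasts of the tissue. Of a list of 76 nuclear genes of oxidative phosphorylation, 67 could be tested, and all 67 were lower on HFD in WT aortae, with a mean log2 fold change of -0.81 (camera adjusted p = 1.9e-22). In KO aortae, 63 of the 67 were lower, with a mean of -0.51 (camera adjusted p = 2.0e-14). The diet effect on these genes differed between the genotypes by a mean of 0.31 (camera adjusted p = 8.1e-05), but leaving out mouse WT-SFD-1309 gave a camera adjusted p of 0.795 and leaving out mouse WT-SFD-1445 one of 4.4e-20. Fatty acid oxidation genes (18 tested of 20) had a mean log2 fold change of -1.27 in WT (camera adjusted p = 7.1e-08) and of -0.91 in KO (camera adjusted p = 6.8e-07), with 17 lower in each genotype and a camera adjusted p of 0.0855 for the difference. Genes that make or remove reactive oxygen species (20 tested of 26) had a mean of -0.38 in WT (camera adjusted p = 0.00384), -0.21 in KO (camera adjusted p = 0.226) and 0.17 for the difference between the genotypes (camera adjusted p = 0.0574). With fry, which uses the correlation between genes in the data, the smallest adjusted p among these contrasts was 0.152, and with an estimated correlation in camera it was 0.331, so that none of these calls held.
For single genes, 56 of the oxidative phosphorylation genes had an edgeR p under 0.05 when adjusted over the list alone in WT and 0 in KO, where 23 had an unadjusted p under 0.05. For fatty acid oxidation these numbers were 17 in WT and 13 in KO, and for the reactive oxygen species genes 8 in WT and 0 in KO, with 3 in KO at an unadjusted p under 0.05. Adjusted over all genes tested, 0 genes of the 3 lists passed 0.05 in either genotype. The genes Cat and Sod2 changed in WT by log2 values of -1.27 and -0.88 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0890 and 0.146) and in KO by -0.71 and -0.64 (edgeR adjusted p = 0.659 and 0.641).
These sets followed the adipocyte transcripts of each library. The mean log2 CPM of 20 adipocyte marker genes was 7.05 and 6.65 in mice WT-SFD-1309 and WT-SFD-1310 but 1.92 in mouse WT-SFD-1445, and 6.33, 5.04 and 1.94 in mice KO-SFD-1319, KO-SFD-1452 and KO-SFD-1507. On HFD it ran from 2.27 to 3.18 in WT and from 1.19 to 2.83 in KO. Ucp1 fell on HFD in WT from 280 ± 289 FPM (SD, n = 3) to 16.3 ± 10.3 FPM (SD, n = 4), and Adipoq from 116 ± 99.1 to 9.40 ± 4.13 FPM. With this marker mean as a covariate, the oxidative phosphorylation genes had a mean log2 fold change of -0.24 in WT (59 of 67 lower, camera adjusted p = 5.7e-08) and of 0.03 in KO (44 of 67 higher, camera adjusted p = 0.310), and their difference was 0.27 (camera adjusted p = 5.0e-08, fry adjusted p = 0.264). Mitochondrially encoded subunits and 9 listed genes, among them Cox4i1 and Cox5a, had no counts.

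**Figure D3:**
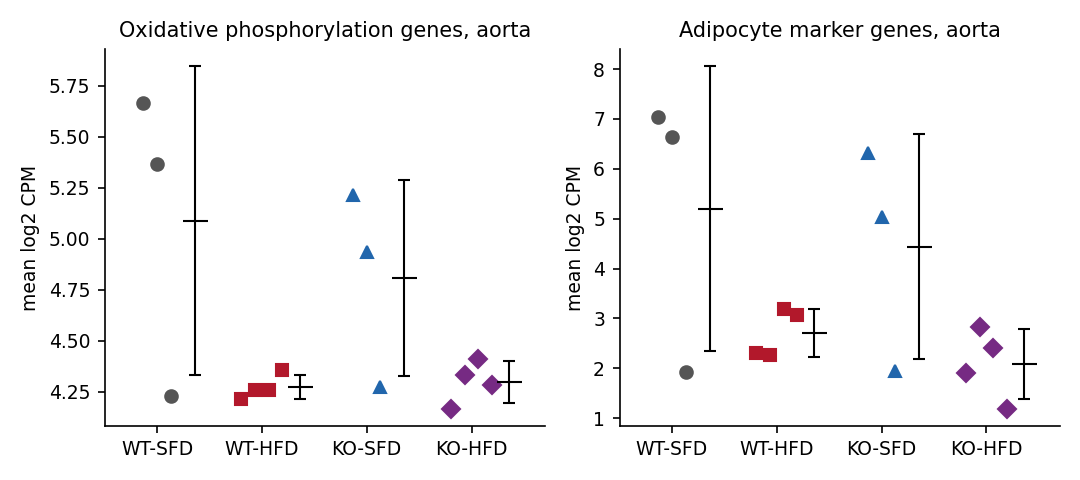
Mean log2 CPM per mouse (y axes) of the oxidative phosphorylation genes and of the adipocyte marker genes in each group of aortae (x axes), with the group mean and its SD beside the points. The oxidative phosphorylation genes stood at 5.66, 5.37 and 4.23 in the WT-SFD mice and at 4.22 to 4.36 in the WT-HFD mice.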

GSEA of downregulated mRNA showed a strong impact on mitochondrial function/oxidative phosphorylation, fatty acid metabolism and ROS generation in WT but not in KO animals (Fig. 3a; online Table 2A, B; 10.25673/32049.2).

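The Wnt pathway was tested as the 22 genes drawn in ESM Fig. 2, of which 19 could be tested. Since the paper draws this pathway according to its RNA-seq results, from the same libraries, the test is not independent evidence. In WT aortae 15 of the 19 were higher on HFD, with a mean log2 fold change of 0.16 and a median of 0.37 (camera adjusted p = 1.9e-04, fry adjusted p = 0.0338), a call that held under fry but not under camera with an estimated correlation (camera adjusted p = 0.292). In KO the mean was -0.04 (camera adjusted p = 0.239), and the difference between the genotypes was -0.20 (camera adjusted p = 0.00263, fry adjusted p = 0.167). Without mouse KO-SFD-1507 the camera adjusted p of that difference was 0.0518. The nearest Reactome set of Wnt signalling gave a camera adjusted p of 0.477 in WT. Tricarboxylic acid cycle genes, the listed genes of glucose breakdown in mitochondria, were lower in all 12 tested of 16, with a mean of -1.16 in WT (camera adjusted p = 1.5e-07), -0.76 in KO (camera adjusted p = 2.5e-06) and a camera adjusted p of 0.0662 for the difference. With the adipocyte marker mean as covariate the values were -0.33 in WT (camera adjusted p = 9.3e-05) and 0.03 in KO (camera adjusted p = 0.639). 11 of these 12 genes in WT and 3 in KO had an edgeR p under 0.05 adjusted over the list alone, and 0 did over all genes, where 11 and 9 had an unadjusted p under 0.05. Glycolysis was not tested as a set.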

IPA pathway analysis confirmed the impact of HFD in WT animals on Wnt signalling, mitochondrial function, ROS generation, and fatty acid and glucose metabolism (Fig. 3b). 

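Srf (ENSMUSG00000015605; chromosome 17, 46548329 to 46556175), the gene of the serum response factor, was expressed at 59.0 ± 1.57 FPM (SD, n = 3) in WT-SFD and 69.1 ± 10.8 FPM (SD, n = 4) in WT-HFD aortae, a log2 fold change of 0.23 (standard error 0.113) with an adjusted p of 0.323 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In KO aortae Srf went from 63.3 ± 4.28 to 68.3 ± 3.47 FPM, or 0.11 (standard error 0.112, edgeR adjusted p = 0.837), and the diet effect differed between the genotypes by -0.12 (standard error 0.159, edgeR adjusted p = 0.998). Known target genes of the factor were tested as 2 lists. Of 21 smooth muscle genes, 16 could be tested, and 14 were higher on HFD in WT, with a mean log2 fold change of 0.30 (camera adjusted p = 8.1e-06). In KO 15 were higher, with a mean of 0.20 (camera adjusted p = 4.3e-04), and the camera adjusted p for the difference was 0.0644. Mice WT-SFD-1309, WT-SFD-1310 and KO-SFD-1319 had the lowest mean log2 CPM of these genes (8.50, 8.83 and 8.62), while the other SFD mice were at 9.03 to 9.12 and the HFD mice at 9.02 to 9.22. Cnn1, Fhl1, Flna, Tagln and Tpm1 of this list had no counts. Immediate early genes were higher in 12 of 12 in WT, with a mean of 0.76 (camera adjusted p = 1.2e-05), and in 9 of 12 in KO, with a mean of 0.13 (camera adjusted p = 0.332). Here the difference was -0.63 (camera adjusted p = 2.1e-04, fry adjusted p = 0.268), and it ranged from 3.4e-07 without mouse WT-SFD-1445 to 0.0422 without mouse WT-SFD-1309 in camera adjusted p. In mouse WT-SFD-1445 their mean log2 CPM was 5.57, against 4.19 and 4.65 in the other WT-SFD mice and 5.22 to 6.01 on HFD. For single genes, 0 of both lists had an edgeR adjusted p under 0.05, over all genes or adjusted over the list alone, in either genotype, while 5 smooth muscle genes and 4 immediate early genes had an unadjusted p under 0.05 in WT and 0 in KO. With fry these sets had adjusted p values of 0.167 and 0.152 in WT. With the adipocyte marker mean as covariate, the smooth muscle genes had a mean of 0.09 in WT (camera adjusted p = 0.0335) and 0.00 in KO (camera adjusted p = 0.985). The immediate early genes then had a mean of 0.45 in WT, with 12 of 12 higher (camera adjusted p = 0.00266), and the difference between the genotypes was -0.62, with 12 of 12 lower (camera adjusted p = 6.6e-04, fry adjusted p = 0.282).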

SRF was identified as a functional upstream regulator, without major differences in SRF mRNA expression (ESM Fig. 1), in WT mice only.

#### EGFR modulates glucose utilisation

EGF did not affect glucose consumption but reduced lactate formation and therefore the Δlactate/2Δglucose-ratio in VSMCs A7r5 cells under normal and high glucose conditions (Fig. 4a–c). Addition of the NEFA oleate (Fig. 4d–f) reduced glucose consumption and altered the Δlactate/2Δglucose ratio under high glucose conditions only, an effect prevented by EGFR inhibition with AG1478. Mitochondrial potential was not affected by EGF or glucose (Fig. 4g). Oleate led to an AG1478-sensitive reduction of mitochondrial potential under high glucose conditions (Fig. 4h). High glucose and oleate also increased the rate of mitochondrial ROS formation (Fig. 4i). OCR (Fig. 4j,k,m,n) was stimulated slightly by EGF during ATP-linked mitochondrial respiration and maximum mitochondrial respiration. The negative effect of oleate on mitochondrial function was confirmed by an enhanced proton leak (Fig. 4l,o) and prevented by EGFR inhibition. Finally, maximum mitochondrial OCR of VSMCs in primary culture from KO animals was lower than in WT cells (ESM Fig. 3), confirming the impact of EGFR.

**Fig. 4:**
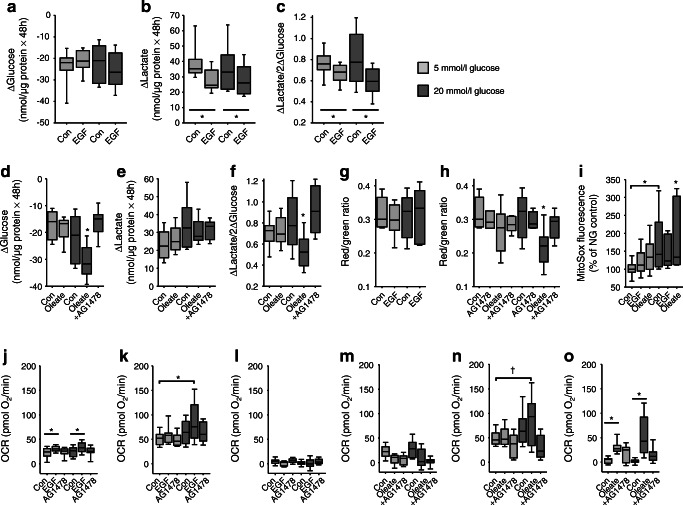
(**a**–**i**) Glucose metabolism (**a**–**f**), mitochondrial potential changes (**g**–**h**) (determined by the red/green fluorescence ratio of the dye JC-10), and estimation of mitochondrial ROS formation (**i**) in VSM A7r5 cells. (**j**–**o**) OCR of A7r5 cells determined by Seahorse technology. OCR was normalised for cell density by nuclear staining with Hoechst 33342 (2 μmol/l). (**j, m**) ATP-linked mitochondrial respiration. (**k, n**) Maximum mitochondrial respiration. (**l, o**) Proton leak. All values were obtained after 48 h incubation.*p < 0.05 vs respective control, unless indicated differently; ^†^*p* = 0.066. Oleate, 100 μmol/l in the presence of fatty acid free BSA; EGF, 10 μg/l; AG1478, 100 nmol/l. Numbers for (**a**–**c**): 5 mmol/l glucose *n* = 28; 20 mmol/l glucose *n* = 16; (**d**–**f**) *n* = 16; (**g**–**h**) *n* = 10; (**i**) *n* = 12; (**j**–**l**) *n* = 18; (**m**–**o**) *n* = 12. ‘+AG1478’ indicates addition of AG1478 in the presence of oleate. Con, control; NG, normal glucose (5 mmol/l)

#### Cardiac parameters

The expression of selected cardiac genes was not affected (ESM Fig. 4).

#### Renal parameters

HFD led to increased serum creatinine and albuminuria in WT mice only (Fig. 5a–c). The HFD-induced increase in renal weight in KO animals was accompanied by moderate histological changes, including interstitial fibrosis and glomerular sclerosis (Fig. 5d–g) in both genotypes. In contrast, HFD led to increased vacuolisation of proximal tubuli predominantly in KO animals (Fig. 5h–j). Proximal tubule hypertrophy (Fig. 5h,i) or an increase in glomerular size (data not shown) were not observed, but dilated arterioles with thickened walls were observed in WT animals (Fig. 5k–n). Wall thickening was absent in KO animals (Fig. 5l,n), indicative of less remodelling and thereby better perfusion, which explains preserved glomerular filtration.

**Fig. 5:**
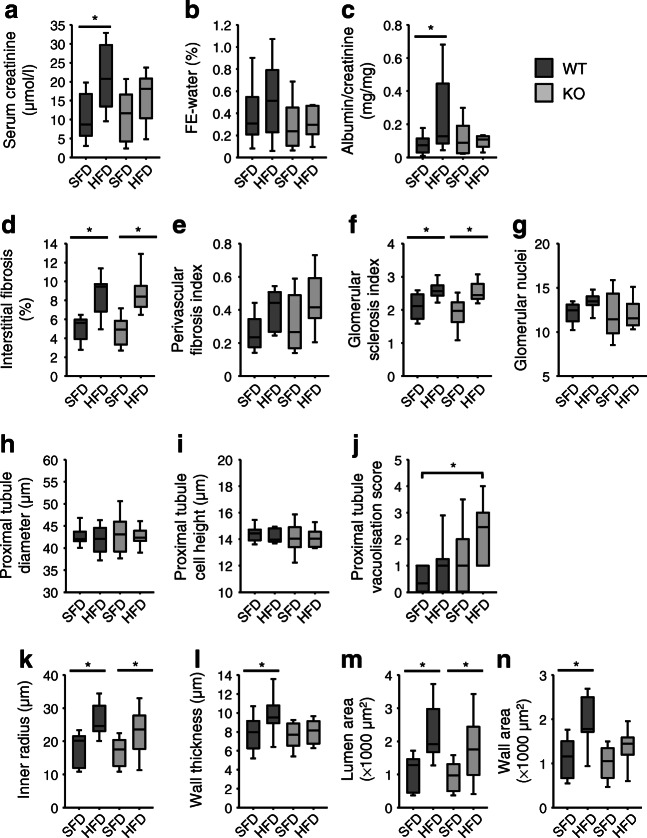
(**a**–**c**) Impact of HFD feeding on functional renal parameters. (**d**–**g**) Impact of HFD on renal interstitial and glomerular parameters. (**h**–**j**) Impact of HFD on proximal tubule parameters. (**k**–**n**) Impact of HFD on renal arteriolar parameters. Number of animals: *n* = 10 for each experimental group. *p < 0.05 vs respective control, unless indicated differently. FE, fractional excretion

Expression of a priori selected genes showed only marginal differences (ESM Fig. 5). Consequently, we performed mRNA-sequencing of renal tissue samples.

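mRNA from the kidneys of single mice was sequenced in 16 libraries, 4 for each combination of genotype and diet. Mice WT-SFD-1309, KO-SFD-1319 and KO-HFD-1504 gave both an aorta and a kidney library. A company did the sequencing, quality check, clipping and trimming, and the authors' alignment and counting were the same as for the aorta. The total count per library was 16354880 to 28331314 in WT-SFD (median 20679014), 17616939 to 21137341 in WT-HFD (median 20254358), 18327872 to 19814411 in KO-SFD (median 19481402) and 17487556 to 21799372 in KO-HFD (median 18932726). The 10 genes with the most counts took 10.6% to 12.2% of a library, and small and structural RNA genes 0.0425% to 0.126%. Of the 41128 genes, 23798 had a count in at least 1 kidney and 15034 were tested, with the scaling, tests and limits used for the aorta and in a separate fit. TMM factors ran from 0.900 to 1.10, and the median standard error of a log2 fold change between the diets was 0.166 in WT and 0.167 in KO. Scaling by library totals shifted the median gene by a log2 value of at most 0.0153. Egfr, which the Cre removes in smooth muscle alone, was present in the kidney at 50.4 ± 8.13 FPM (SD, n = 4) in WT-SFD, 45.9 ± 8.30 in WT-HFD, 53.6 ± 5.77 in KO-SFD and 43.1 ± 2.08 FPM in KO-HFD mice. The log2 fold change of Egfr in KO against WT was 0.09 on SFD and -0.09 on HFD (adjusted p = 0.843 and 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).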

#### Renal gene expression analysis

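Between KO and WT kidneys on SFD, 0 genes had an adjusted p under 0.001 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1307 of 15034 had an unadjusted p under 0.05. 2 genes, Camk2b and Pisd-ps2, had an edgeR adjusted p of 0.0271 and were lower in KO. Of the 8 fits that each left out 1 mouse, Camk2b did not pass 0.05 in 4 (edgeR adjusted p up to 0.109, without mouse KO-SFD-1319) and Pisd-ps2 in 6 (up to 0.146, without mouse KO-SFD-1451). With only the 2 groups compared, Camk2b had an edgeR adjusted p of 0.118, the highest of its 11 alternatives, and the lowest was 5.4e-11 with DESeq2. Camk2b (ENSMUSG00000057897; chromosome 11, 5969644 to 6066362) had 4.79 ± 2.85 FPM (SD, n = 4) in WT and 0.224 ± 0.159 FPM (SD, n = 4) in KO kidneys, a log2 fold change of -4.34 (standard error 0.616), and it rested on 1 to 8 counts per KO library. Pisd-ps2 changed by -1.52, with the limit from shared reads already given for the aorta. By effect size, 59 of 10818 genes were called, 36 higher and 23 lower in KO, and 9 of the 35 splits of these 8 mice into equal groups gave as many. The count was 309 without the limit on FPM and 123 without mouse KO-SFD-1303. In all 4 KO mice, 285 genes were higher and 314 lower than in all 4 WT mice, where chance gives 2.86% of the genes. Of 14 genes of the circadian clock, 9 had an edgeR p under 0.05 adjusted over the list alone and 0 over all genes. Dbp, for example, was at 44.6 ± 28.1 FPM in WT and 164 ± 93.6 FPM in KO, and Arntl at 15.0 ± 2.75 and 5.75 ± 4.47 FPM.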

In KO kidneys 73 mRNAs were differently expressed following SFD feeding without significant enrichment (aorta raw data table; 10.25673/32049.2). HFD induced differential expression of 185 genes in WT and 364 genes in KO kidneys (Fig. 3c). 

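In WT kidneys, HFD against SFD gave 26 genes at an adjusted p under 0.001, 25 higher and 1 lower, and in KO kidneys 50 genes, 46 higher and 4 lower, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted p under 0.05 these counts were 145 and 360, and with only the 2 groups compared they were 10 and 4. Each other split of the 8 mice of a genotype into equal groups gave 0 genes at 0.001. Leaving out any 1 library lowered the WT count, to between 2 without mouse WT-SFD-1695 and 10 without mouse WT-HFD-1641, and gave 10 to 66 genes in KO. By the criteria of Fig. 3c, 167 genes were called in WT (136 higher, 31 lower, of 10801) and 344 in KO (209 higher, 135 lower, of 10921), and no other split reached these counts. Without the limit on FPM they were 473 and 780. Exchanging the genotype labels among mice of the same diet gave a difference between these counts as large as the real 177 in 12 of 100 labellings, the real one included. Among the genes with the smallest p, Igf2bp1 had a log2 fold change of -2.14 in WT (edgeR adjusted p = 3.1e-04) and -2.02 in KO (edgeR adjusted p = 1.4e-04). Crb1 and Gulo stood near 0 on SFD in both genotypes and at 3.49 and 3.76 FPM on HFD in WT and 2.71 and 6.83 FPM in KO. Col5a2 and Cyp2d12 were lower on HFD in WT, with log2 fold changes of -1.19 and -2.19 (edgeR adjusted p = 0.00231 and 0.00137). Col8a1 rose in KO by 2.99 (edgeR adjusted p = 3.8e-05), whereas Acox2 and Fgfbp1 changed by -0.93 and -1.54 (edgeR adjusted p = 6.7e-04 and 4.0e-04).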

A substantial fraction of mRNAs was affected only in one of the two genotypes. 

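By effect size, 91 genes were higher on HFD in both genotypes of the kidney, against 2.50 due by chance (two-sided Fisher's exact p = 2.2e-133), and 18 were lower in both, against 0.336 (two-sided Fisher's exact p = 1.6e-28). 58 genes were called in WT alone and 235 in KO alone. Of the 58 (45 higher, 13 lower in WT), 55 (94.8%) changed in the same direction in KO, with a median log2 fold change of 0.68 in WT and 0.47 in KO. Of the 235, 225 (95.7%) changed in the same direction in WT, with a median of 0.59 in KO and 0.09 in WT. As 118 of the 235 were higher and 117 lower in KO, this signed median lies between the directions. It does not measure the size of the effect in WT. A diet effect that differed between the genotypes at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was found for 0 of these genes, and 11 and 81 of them had an unadjusted p under 0.05. Over all 15034 genes, 0 differed at an adjusted p under 0.001 and 503 had an unadjusted p under 0.05.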

GSEA and TFBSA results are shown in Fig. 3c and online (Tables 3A, B and 4A, B; 10.25673/32049.2).

IPA analysis confirmed the impact of HFD in KO on transport (Fig. 3d) with positive *z* scores, indicating enhanced transport activity. 

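Transport was tested with 45 genes of proximal tubule transporters, of which 43 had enough counts. In KO kidneys 30 of the 43 were higher on HFD, with a mean log2 fold change of 0.32 (limma's camera, adjusted p = 9.7e-05, fry adjusted p = 0.0507). In WT 21 were higher, with a mean of 0.13 (camera adjusted p = 0.108), and the diet effect differed between the genotypes by 0.19 (camera adjusted p = 7.7e-04, fry adjusted p = 0.495). With an estimated correlation between genes, the camera adjusted p was 0.451 in KO and 0.454 for the difference. The nearest Reactome set moved the result most, with a camera adjusted p of 0.736 in KO. Without mouse WT-SFD-1695 the camera adjusted p in WT was 0.0108. Adjusted over the list alone, 15 transporters in KO (13 higher, 2 lower) and 11 in WT (8 higher, 3 lower) had an edgeR p under 0.05, and over all genes 10 in KO and 4 in WT. Slc5a2 rose from 342 ± 23.8 to 992 ± 358 FPM (SD, n = 4) in KO (log2 fold change 1.54, edgeR adjusted p = 5.9e-04) and from 374 ± 78.2 to 863 ± 98.0 FPM in WT (1.20, edgeR adjusted p = 0.00533). Slc22a8 rose by 1.44 in KO (edgeR adjusted p = 4.0e-04) and by 0.53 in WT (edgeR adjusted p = 0.296), and the difference of 0.91 had an edgeR adjusted p of 1.00. Both transporters were picked after their values were seen. A list of organic acid metabolism genes (29 tested of 31) showed no shift in WT or KO (camera adjusted p = 0.715 and 0.675). 2 of its genes in WT and 6 in KO had an edgeR p under 0.05 adjusted over the list alone, and 2 and 3 over all genes.

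**Figure D4:**
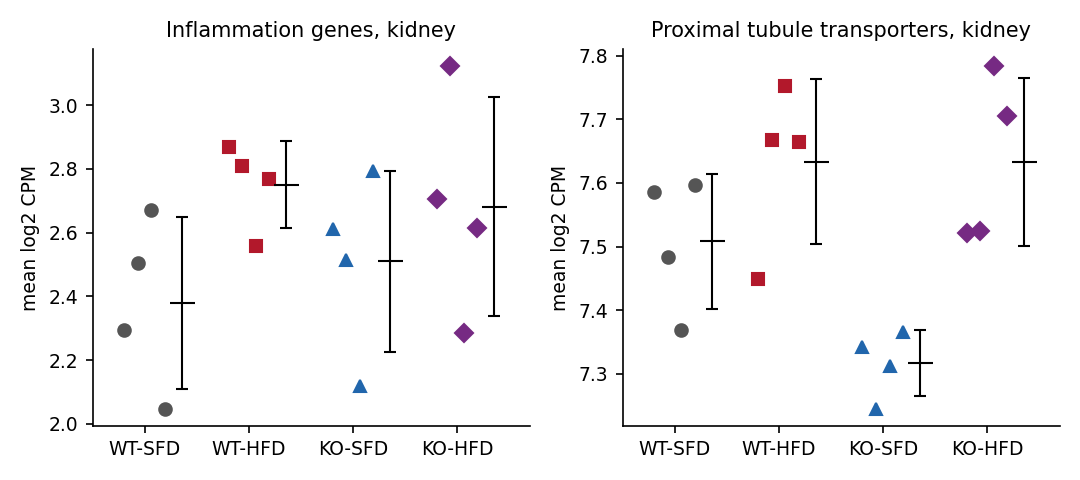
Mean log2 CPM per mouse (y axes) of the inflammation genes and of the proximal tubule transporters in each group of kidneys (x axes), with the group mean and its SD beside the points. The transporters stood at 7.25 to 7.37 in KO-SFD mice and at 7.52 to 7.78 in KO-HFD mice.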

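A list of 37 genes of inflammation, among them cytokines, chemokines and leucocyte genes, gave 28 genes with enough counts in the kidney. In WT kidneys 25 of the 28 were higher on HFD, with a mean log2 fold change of 0.37 (camera adjusted p = 5.6e-06, fry adjusted p = 0.248). In KO kidneys 20 were higher, with a mean of 0.17 (camera adjusted p = 0.194), and the difference between the genotypes was -0.20 (camera adjusted p = 0.0112, fry adjusted p = 0.649). Leaving out 1 mouse at a time gave camera adjusted p values from 9.2e-05, without mouse KO-HFD-1504, to 0.217, without mouse KO-HFD-1520, for the difference, and 0.0207 without mouse KO-HFD-1520 for the effect in KO. The mean log2 CPM of these genes was 2.05 to 2.67 in WT-SFD, 2.56 to 2.87 in WT-HFD, 2.12 to 2.79 in KO-SFD and 2.29 to 3.12 in KO-HFD mice. For single genes, 0 of the 28 had an edgeR adjusted p under 0.05 in either genotype, over all genes or adjusted over the list alone, and 7 in WT and 6 in KO had an unadjusted p under 0.05. Il1b, for example, rose in WT by 0.53 with an adjusted p of 0.605 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Icam1 and Cybb had no counts.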

In WT but not in KO animals, HFD induced an inflammatory response (Fig. 3d), as expected from the literature.

The upstream regulator with a highly significant *p* value of overlap in both genotypes was *Hnf1a* (Fig. 3d), a transcription factor known to regulate transport processes and glucose as well as fatty acid metabolism [49]. In contrast, *Tnf*α and *Csf2* are predicted upstream regulators in WT animals only (Fig. 3d), consistent with an inflammatory response.

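Tnf (ENSMUSG00000024401; chromosome 17, 35199381 to 35202007) had 5 to 26 counts per kidney library. Its level was 0.658 ± 0.382 FPM (SD, n = 4) in WT-SFD and 0.506 ± 0.153 FPM (SD, n = 4) in WT-HFD, a log2 fold change of -0.36 (standard error 0.390) with an adjusted p of 0.948 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in KO the value was -0.08 (edgeR adjusted p = 0.950). Csf2 had 1 count in 1 of the 16 kidney libraries and was not tested. Of the 53 regulators listed in Fig. 3b,d, 47 were tested in the kidney. In WT, 0 had an edgeR adjusted p under 0.05 over all genes and 4 an unadjusted p under 0.05. In KO, 2 passed over all genes. 3 regulators in WT (Insig1, Lep and Mttp) and 5 in KO (Fasn, Idh1, Lep, Mttp and Ppara) passed when adjusted over the list alone, which is not independent evidence, since the study drew the list from these libraries. The paper names Tnf and Csf2 as predicted upstream regulators in WT animals only, and proposes that they go with an inflammatory response. The values here are the regulators' own mRNA levels, an unlike measure, and do not test that prediction. For the aorta, the paper names SRF as such a regulator with no major change of its mRNA. The list also pools regulators of the aorta (Fig. 3b) with those of the kidney (Fig. 3d).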

### Cell signalling

#### Glucose enhances EGF-induced transcriptional activity of SRF

IPA implicated HFD-induced activation of SRF in WT vasculature (Fig. 3b) and concomitant inhibition of PPARγ, known to be regulated negatively by SRF [25]. 

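Pparg (ENSMUSG00000000440; chromosome 6, 115360951 to 115490399) was expressed in the aorta at 35.5 ± 31.8 FPM (SD, n = 3) in WT-SFD and 4.70 ± 0.238 FPM (SD, n = 4) in WT-HFD mice, a log2 fold change of -2.92 (standard error 0.834) with an adjusted p of 0.0822 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In KO mice Pparg fell from 22.5 ± 24.4 to 4.10 ± 1.3 FPM, a log2 fold change of -2.43 (standard error 0.844, edgeR adjusted p = 0.548). The diet effect on Pparg differed between the genotypes by 0.49 (standard error 1.19, edgeR adjusted p = 0.999). Pparg is also 1 of the adipocyte transcripts that varied between SFD libraries. Of the regulators in Fig. 3b,d, 45 were tested in the aorta. In WT, 12 had an edgeR p under 0.05 adjusted over the list alone, all lower on HFD and among them Ppargc1a, Ppara and Ucp1, and 0 over all genes, where 13 had an unadjusted p under 0.05. In KO 0 passed either way and 9 had an unadjusted p under 0.05. The paper states that IPA implicated activation of SRF and inhibition of PPARγ in WT vasculature, and that SRF is known to regulate PPARγ negatively. The mRNA level of a regulator, as given here, does not test its predicted activity, and the list includes regulators of the kidney (Fig. 3d).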

Enhancing glucose concentration potentiated the EGF effect on SRF transcriptional activity in VSMC (A7r5) cells (Fig. 6b–d) in contrast with NEFA (ESM Fig. 6). Oleate, high glucose or oleate + high glucose did not exerted any effect (ESM Fig. 6).

**Fig. 6:**
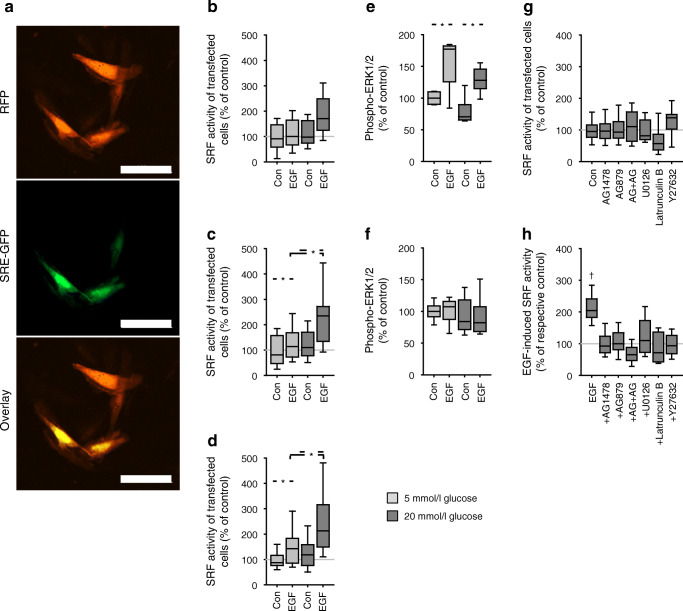
(**a**) Representative fluorescence images of A7r5 cells used for reporter gene analysis. RFP shows the cells successfully transfected that are the basis for the analysis. GFP shows the cells with active SRF (all of which show also red fluorescence). The overlay shows that not all transfected cells have active SRF. Furthermore, the micrographs show that A7r5 cells display a VSMC-typical morphology. Scale bars, 100 μm. Representative images of 30 experiments. (**b–d**) Stimulation of SRF activity in A7r5 cells by EGF (10 μg/l) during 6 h (**b**), 24 h (**c**) and 48 h (**d**) under normal and high glucose conditions determined by reporter gene analysis. High glucose per se exerted no effect. However, high glucose led to a significantly larger EGF effect, i.e. glucose potentiated the EGF action. (**e–f**) ERK1/2 phosphorylation induced by 10 μg/l EGF in A7r5 cells after 24 h (**e**) and 48 h (**f**). (**g, h**) Inhibitor sensitivity of SRF activity in A7r5 cells determined by reporter gene analysis under control conditions without stimulation (**g**) and in the presence of 10 μg/l EGF (**h**). U0126, 1 μmol/l; latrunculin B, 100 nmol/l; AG1478, 100 nmol/l; AG879, 100 nmol/l; Y27632, 10 μmol/l. Con, medium without serum. *p < 0.05 vs respective control, unless indicated otherwise ^†^*p* < 0.05 versus respective inhibitor control (**g**). Numbers for figures (**b–d**) *n* = 30; (**e**) *n* = 6; (**f**) *n* = 8; (**g–h**) *n* = 18

The effect of glucose is not exclusively attributable to enhanced ERK1/2 phosphorylation, because this was not affected by glucose (Fig. 6e,f and ESM Fig. 7a–c) in A7r5 or primary VSMC cells and SRF activation by EGF was only partially sensitive to inhibition of ERK1/2 activation by U0126 (Fig. 6h, there was still a residual effect of EGF in the presence of U0126, albeit not statistically significant). By contrast, EGF-induced SRF activation was highly sensitive to latrunculin B, an inhibitor of the actin-MRTF pathway (Fig. 6h). Furthermore, EGF-induced SRF activation was sensitive to the ErbB2 inhibitor AG879 (in addition to the EGFR inhibitor AG1478) and we observed an EGF-induced downregulation of ErbB2 in A7r5 cells (Fig. 6h and ESM Fig. 7a,b). In addition, high glucose led to a slight but significant increase in ErbB2 expression (ESM Fig. 7b), indicating the involvement of EGFR–ErbB2 heterodimers. Because inhibition of the Rho/Rho-associated protein kinase (ROCK) pathway by Y27632 (Fig. 6h) prevented EGF-induced SRF activation, we suggest that the EGFR/ErbB2–Rho–ROCK–actin–MRTF pathway is essential.

To test whether the effects are cell specific, we repeated the experiments in HK-2 cells (human renal cells) where glucose also enhanced EGF-induced SRF activity (Fig. 7a–c) starting at ~10 mmol/l (Fig. 7d–f). In depth analysis of EGF action (ESM Table 2) revealed a mainly (approximately 2/3 of the effect) switch-like (digital) activation (i.e. activating inactive cells) and to a minor extent (approximately 1/3 of the effect) a graded (analogue) response (i.e. enhancing the activity of activated cells). Glucose elicited a mainly graded response (ESM Fig. 8) and enhanced the maximum EGF response (Fig. 7g–o). NEFA or increases in extracellular osmolality exerted no effect (Fig. 7p–x). Simultaneous exposure to high glucose and oleate exerted a similar effect as glucose alone (ESM Fig. 8).

**Fig. 7:**
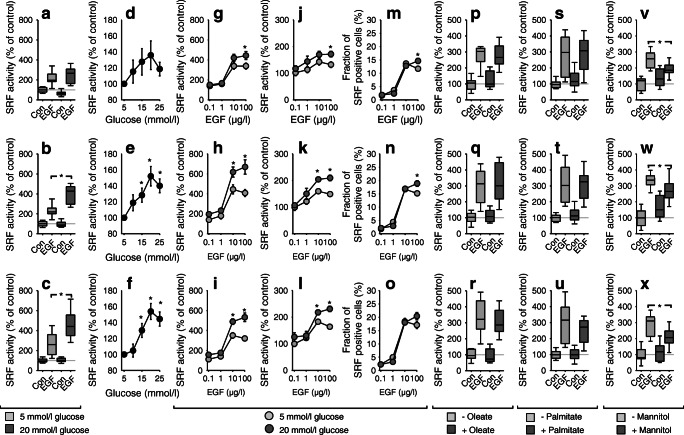
(**a–c**) Stimulation of SRF activity of transfected cells in HK-2 cells by EGF (10 μg/l) and EGF + high glucose after 6 h (**a**), 24 h (**b**) and 48 h (**c**). (**d–f**) In the presence of 10 μg/l EGF, glucose enhances SRF activity of transfected cells in a concentration-dependent manner after 24 h (**e**) and 48 h (**f**). (**g**–**o**) Dose–response curves of EGF-induced SRF activity in HK-2 cells and its alteration by high glucose conditions after 6 h (**g**, **j**, **m**), 24 h (**h**, **k**, **n**) and 48 h (**i**, **l**, **o**). (**g**–**i**) show SRF activity of transfected cells (=total effect); (**j**–**l**) show SRF activity of SRF-positive cells (=analogue effect). Glucose enhances SRF activity mainly by an analogue effect, i.e. enhanced activity in cells already activated by EGF (**j**, **k**, **l**). (**p–x**) 100 μmol/l oleate (**p**–**r**), 100 μmol/l palmitate (**s**–**u**) or 20 mmol/l mannitol (**v**–**x**) exert no stimulatory effect on SRF activity after 6 h (**p**, **s**, **v**), 24 h (**q**, **t**, **w**) and 48 h (**r**, **u**, **x**). *p < 0.05 vs respective control or 5 mmol/l glucose, unless indicated otherwise. Numbers for figures (**a–c**) *n* = 24; (**d–o**) *n* = 24; (**p–r**) *n* = 12; (**s–u**) *n* = 18; (**v–x**) *n* = 12. *x*-axes in figures **g–o** are plotted on a log scale

Finally, we repeated all experiments performed with HK-2 cells using HEK cells and obtained virtually the same results (ESM Table 2, ESM Fig. 8b and c).

In HK-2 and HEK cells, inhibition of ERK1/2 activation by U0126 reduced EGFR signalling substantially under normal glucose conditions at EGF concentrations up to 10 μg/l (Fig. 8a,b; comparison with the values in the presence of U0126 with those under control condition for 5 mmol/l glucose). In the presence of high glucose, EGF responsiveness of the cells in the presence of U0126 was restored (Fig. 8a,b; comparison of the values under low and high glucose conditions in the presence of U0126), i.e. high glucose rendered the cells ERK1/2-independent with respect to EGFR-mediated activation of SRF. High glucose concentrations exerted no effect on EGF-induced ERK1/2-phosphorylation (ESM Fig. 9).

**Fig. 8:**
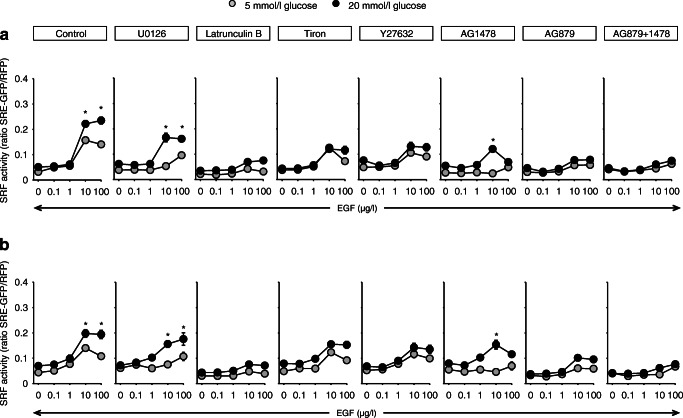
(**a**) Pathways involved in the glucose effect on EGF-induced SRF activation in HK-2 cells. (**b**) Pathways involved in the glucose effect on EGF-induced SRF activation in HEK cells. (**a**, **b**) Inhibition of ERK1/2 by 1 μmol/l U0126, inhibition of the actin-MRFT-pathway by 1 μmol/l latrunculin B, scavenging of ROS by 1 mmol/l tiron, inhibition of ROCK by 10 μmol/l Y27632, inhibition of EGFR with 100 nmol/l AG1478, inhibition of ErbB2 with 100 nmol/l AG879. Numbers for experiments: control HEK *n* = 24; AG879 + AG1478 *n* = 12; all other groups *n* = 18. *p < 0.05 vs 5 mmol/l glucose under otherwise the same conditions. *x*-axes are plotted on a log scale

Inhibition of signalling via MRTF by latrunculin B (Fig. 8a,b) reduced EGFR-induced SRF activation under normal and high glucose conditions (comparison with the respective values under control condition and of the values within the latrunculin group). The ROS-scavenger tiron mitigated EGF potentiation by glucose (Fig. 8a,b; comparison of the values within the tiron group). Inhibition of EGFR by AG1478 abolished the effect of up to 10 μg/l EGF under normal glucose conditions (Fig. 8a,b; comparison to the control group). Under high glucose conditions EGF was still active in the presence of AG1478 (Fig. 8a,b; comparison of the values within the AG1478 group), although to a lower degree (Fig. 8a,b). Inhibition of ErbB2 by AG879 reduced the effect of EGF under normal glucose as well as the synergistic effect of high glucose (Fig. 8a,b; comparison with the respective values under control condition and comparison of the values within the AG879 group), indicating the involvement of EGFR–ErbB2 heterodimers. The fact that EGF leads to the downregulation of EGFR and ErbB2 under high glucose (ESM Fig. 9) supports this conclusion. High glucose enhanced the expression of ErbB2 in HK-2 and HEK cells (ESM Fig. 9). Finally, inhibition of the Rho–ROCK pathway by Y27632 (Fig. 8a,b; comparison with the respective values under control condition and comparison of the values within the Y27632 group) prevented SRF activation. Thus, the Rho–ROCK–actin–MRTF pathway seems to mediate the glucose–EGF synergism.

#### Glucose enhances EGF-induced transcriptional activity of EGR transcription factors

EGR proteins function as transcription factors and are canonical targets of SRF. EGF enhances the expression of EGR-1 and stimulates EGR transcriptional activity in a glucose-dependent manner in HK-2 and HEK cells (ESM Fig. 10a-b). By contrast to SRF and EGR, we observed no effect on activator protein 1 (AP1)- or NFκB-reporter activity (ESM Fig. 11), excluding non-specific effects on the reporter.

## Discussion

From our results, which concur with pharmacological findings [50–54], we conclude that VSM-EGFR is involved in vascular dysfunction and nephropathy during HFD/type 2 diabetes. HFD-induced endothelial dysfunction and vascular transcriptome alterations depend on VSM-EGFR. Furthermore, VSM-EGFR plays a substantial role during HFD-induced renovascular alterations.

In WT animals, HFD induced the expected vascular phenotype [55–57], i.e. endothelial dysfunction and reduced responsiveness to phenylephrine [58]. The changes of the mRNA transcriptome correspond to vascular wall remodelling (via the Wnt–activator protein 2 [AP2] pathway) and to disturbed energy metabolism due to mitochondrial dysfunction. Thus, the gene sets that overlap significantly with identified genes are related to disturbed extracellular matrix homeostasis, leading to vascular stiffness and finally wall hypertrophy. Mitochondrial dysfunction is known to result in disturbed redox homeostasis, increased ROS formation and thereby vascular dysfunction, most prominently endothelial dysfunction.

The importance of EGFR for mitochondrial function and dysfunction was confirmed in cultured cells, showing that: (1) *Egfr*-KO reduces maximal respiration; (2) EGF reduced glycolysis rate; and (3) EGF and EGF+glucose stimulate respiration. In addition EGFR is involved in oleate-induced mitochondrial dysfunction. These alterations are most probably responsible for deranged homeostasis in the vascular wall and finally for the observed endothelial dysfunction. Deletion of VSM-*Egfr* mitigated HFD-induced vascular functional, structural and transcriptome alterations drastically, reducing the number of affected mRNAs to <10%. Consequently, there was no enrichment in GO terms or TFBS, nor in IPA pathways. Functionally, this corresponds well to the protection of vessels in VSM-*Egfr*-KO and to the alterations of mitochondrial function at the cellular level. Our data strongly suggest VSM-EGFR as prerequisite for HFD-induced transcriptome alterations followed by vascular remodelling.

Diabetic nephropathy is a leading cause of chronic renal failure [59], characterised by the accumulation of extracellular matrix in the glomerular and tubulointerstitial compartments and by remodelling of intrarenal vasculature, probably involving all renal cell types. Endothelial dysfunction and tubulointerstitial fibrosis have been proposed as key mechanism [60]. In line with the literature, HFD induced albuminuria and impaired glomerular filtration in WT but not KO animals. These data are in line with a pathogenic relevant role of VSM-EGFR for renal alterations during obesity. Although HFD-induced interstitial fibrosis or glomerular sclerosis were not prevented, media thickening in arterioles was absent in KO, suggesting that VSM-EGFR contributes to renovascular but not interstitial alterations.

We propose that the protective effect of VSM-*Egfr*-KO on vascular remodelling leads to partial prevention of renal damage, due to normalisation of glomerular haemodynamics and function. Furthermore, we suggest that vascular effects of HFD favour the development of tubule interstitial inflammation, which is reduced in KO animals. The renoprotective effect of VSM-*Egfr*-KO comprises the development of albuminuria, a trait resulting from changes of endothelial and filtration barrier function [61]. These results correspond to our observation that VSM-*Egfr*-KO prevented HFD-induced endothelial dysfunction.

HFD induced an inflammatory renal phenotype in WT mice, as already suggested before [59], which was prevented in KO animals. Thus, the significantly enriched gene sets in WT animals relate well to renal pathophysiology. The chronic inflammatory response in the tubule interstitial space is a strong trigger for fibroblast activation and epithelial mesenchymal transition, both leading to fibrotic alterations. The renal transcriptome of KO mice was affected in a qualitatively different manner, resulting in the upregulation of proximal tubular transport processes, especially for carboxylates. Upregulation of proximal tubular transport is known to be accompanied by cell enlargement or substrate accumulation (appearing as vacuolisation) and can explain the increased kidney size of KO animals fed an HFD [62, 63]. The mechanisms and/or triggers leading to a more pronounced upregulation of the renal transport transcriptome in KO animals are currently unknown. One possibility is an enhanced tubular substrate load due to preserved glomerular filtration. The relevance of this potential compensatory hypertrophy has to be investigated in future studies. Furthermore, it will be important to investigate the renal inflammatory phenotype in more detail, because it is known that HFD enhances the infiltration of inflammatory cells [64] and that macrophages act as key players in inflammation and fibrosis [65].

At the cellular level, high glucose but not enhanced levels of NEFA potentiate SRF-mediated transcriptional actions of EGFR. These findings concur with data from the literature that describe SRF as a switching substation for glucose-induced alterations of gene expression, linked to insulin resistance and obesity [25, 66, 67]. Such a role for SRF is supported by our transcriptome pathway analysis, which identified SRF as an activated vascular transcription regulator during HFD in WT animals. Thus, SRF integrates signalling from EGFR and hyperglycaemia in VSMCs with potential pathological relevance. Because NEFA do not enhance SRF activity we assume that SRF is not involved in oleate-induced mitochondrial dysfunction which, in turn, is not responsible for SRF activation. By contrast, EGF and EGF+high glucose activate SRF and enhance mitochondrial function. Because SRF is known to influence mitochondrial shape, motility and function [24], it is conceivable that it also mediates the effect of EGF and glucose on mitochondrial function. However, we cannot provide a definitive proof for this hypothesis. EGFR signalling and SRF activation are redox-sensitive [68] offering an explanation for the potentiating effect of hyperglycaemia. As enhanced mitochondrial function is accompanied by enhanced formation of ROS, a vicious cycle would arise. Future studies will need to test these hypotheses in depth.

Glucose leads to a qualitative switch in EGFR-to-SRF signalling, focusing the information transfer on the ROCK–actin–MRTF pathway and involving the generation of ROS. Because the ability of glucose to induce ROS formation and its contribution to pathological renovascular alterations is well investigated [59, 69–72], we propose a mechanism by which glucose potentiates pathological EGFR-to-SRF signalling via ROS. Although the source(s) of ROS under these conditions were not explicitly determined, the data on proton leakage and MitoSox fluorescence indicate a mitochondrial contribution. Of course, this does not exclude the involvement of additional mechanisms, such as NADPH oxidase induction by advanced glycation end-products or impaired antioxidant mechanisms.

We suggest that hyperglycaemia enhances EGF signalling via EGFR–ErbB2 heterodimers, which seem to be the starting point of the pathological signalling cascade. Possibly, this synergism results in altered tissue homeostasis and functional as well as structural remodelling. In the absence of VSM-EGFR these events are prevented or attenuated and vascular remodelling is dampened, mitigating renal end-organ damage. Preservation of endothelial function or glomerular filtration barrier during HFD are examples shown in our study.

In summary, our results show that VSM-EGFR is required for comprehensive HFD-induced functional vascular remodelling, endothelial dysfunction and renal end-organ damage. Mechanistically, elevated glucose potentiates EGFR signalling to the nucleus via the EGFR/ErbB2–ROCK–actin–SRF pathway (ESM Fig. 12), thereby leading to alterations of the transcriptome, mitochondrial respiration and finally to vascular dysfunction. Activation of the ROCK–actin–MRTF-pathway is known to affect smooth muscle cell differentiation. However, we did not perform an in-depth analysis of alterations in vascular marker protein expression in vivo. The detailed pattern of differentiation regulation under our experimental conditions will need to be assessed in future studies.

## Electronic supplementary material

ESM

## Data Availability

The datasets generated during and/or analysed during the current study are available in: (1) share_it: the data repository of the academic libraries of Saxony-Anhalt. (10.25673/32049.2). And: (2) The Gene Expression Omnibus database with the study identity GSE144838. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144838).

## Abbreviations

EGFR: EGF receptor (also known as ErbB1)
EGR: Early growth response
ErbB2: EGF receptor 2
ERK: Extracellular signal-regulated kinase
GO: Gene ontology
GSEA: Gene set enrichment analysis
HEK: Human embryonic kidney
HFD: High-fat diet
HRP: Horseradish peroxidase
IPA: Ingenuity Pathway Analysis
KO: Knockout
MAPK: Mitogen-activated protein kinase
MRTF: Myocardin-related transcription factor
OCR: Oxygen consumption rate
PAS: Periodic acid–Schiff’s reagent
RFP: Red fluorescent protein
ROCK: Rho-associated protein kinase
ROS: Reactive oxygen species
SFD: Standard-fat diet
SNAP: *S*-Nitroso-*N*-acetyl-dl-penicillamine
SRE: Serum response element
SRF: Serum response factor
TBS: Tris-buffered saline
TFBS: Transcription factor binding site
TFBSA: TFBS analysis
VSM: Vascular smooth muscle
VSMC: Vascular smooth muscle cell
WT: Wild-type

# Supplementary material for: Knockout of vascular smooth muscle EGF receptor in a mouse model prevents obesity-induced vascular dysfunction and renal damage in vivo
**Source:** Diabetologia. 2020 Jun 17;63(10):2218–34. doi: 10.1007/s00125-020-05187-4

## Supplementary Tables

## Sequences of primer used for quantitative RT-PCR.

| gene                      | forward                  | reverse                 |
|---------------------------|--------------------------|-------------------------|
| 18S                       | GTAACCCGTTGAACCCCAT      | CCATCCAATCGGTAGTAGCG    |
| <i>Adam17</i>             | AGAGAGCCATCTGAAGAGTTTGT  | CCCCTCCATGACTGTTTGCT    |
| <i>Adra1a</i>             | CAGGGCCTCCGCAGC          | AGTGACTCTCAACTTGGCCG    |
| <i>Adra1b</i>             | GCCAAAACCTTGGGCATTGT     | AAGTAGCCCAGCCAGAACAC    |
| <i>Agtr1a</i>             | CGCTTCGGCCAGCGTCAGTT     | GCCAAGCCAGCCATCAGCCA    |
| <i>Col1a1</i>             | ACATGTTCAGCTTTGTGGACC    | TAGGCCATTGTGTATGCAGC    |
| <i>Col3a1</i>             | TGGTAGAAAGGACACAGAGGC    | TCCAACCTTCACCCTTAGCACC  |
| <i>Col4a1</i>             | ACAAAAGGGTGATGCTGGAG     | CTCCCTTTGTACCGTTGCAT    |
| <i>Ptgs1</i>              | GCATTGCACATCCATCCACTC    | GCTGAGTTGTAGGTCGGAGG    |
| <i>Ptgs2</i>              | TTCTCCCCGTAGCAGATGAC     | CAGGGATGTGAGGAGGGTAGA   |
| <i>Ccn2</i>               | GCTTGGCGATTTTAGGTGTC     | CAGACTGGAGAAGCAGAGCC    |
| <i>Eln</i>                | CCTACCAGGCAGCAATTACG     | CCAGCCCCCTGGATAATAGACTC |
| <i>Nos3</i>               | GACCCTCACCGCTACAACAT     | CTGGCCTTCTGCTCATTTTC    |
| <i>ErbB1 (Egfr)</i>       | GACCTTCACATCCTGCCAGT     | GCATGGAGGTCAGTCCAGTT    |
| <i>Erbb2</i>              | GTTCTCTCTCGCCCTCCT       | GGCAGGTAGGTAAGCTCCAA    |
| <i>Erbb3</i>              | GTGCTGGGTTTCTTCTCAG      | TTACCCATGACCACCTCACA    |
| <i>Erbb4</i>              | AGGTAGTCATGGGCAACCTG     | TCCCACGAATAATGCGTAAA    |
| <i>ETAR (Ednra)</i>       | TCCGAGGAGCTCTAAGGTGA     | GTGGTGCCCGAGAAAGTTGAT   |
| <i>ETBR (Ednrb)</i>       | TTTGCTCTCTGTTGGCTTCC     | GCTTTGAACTTCAGGCAGGA    |
| <i>Fn1</i>                | TTAAGCTCACATGCCAGTGC     | TCGTCATAGCACGTTGCTTC    |
| <i>Hbegf</i>              | GACCCATGCCTCAGGAAATA     | TGAGAAGTCCCACGATGACA    |
| <i>Icam1</i>              | GCTACCTGCACTTTGCCCT      | AAGGCTTCTCTGGGATGGAT    |
| <i>MCP-1 (CCL2)</i>       | AGGTCCCTGTCATGCTTCTG     | TCTGGACCCATTCTCTTCTG    |
| <i>Mmp2</i>               | GTCGCCCTAAAAACAGACAA     | GGTCTCGATGGTGTCTGGT     |
| <i>Mmp9</i>               | GAAGGCAAACCCTGTGTGTT     | AGAGTACTGCTTGCCAGGA     |
| <i>Nox1</i>               | TCCATTTCTTCTGAGTG        | CCCAACCAGTACAGCCACTT    |
| <i>Nox2 (Cybb)</i>        | GCTGGGATCACAGGAATTGTC    | CTTCCAACTCTCCGCAGTCT    |
| <i>Nox4</i>               | CCTTGAAGTGAATGCAGCAA     | ACCACCTGAAACATGCAACA    |
| <i>Osteopontin (SPP1)</i> | ATTTGCTTTTGCTGTTTGG      | TGGCTATAGGATCTGGGTGC    |
| <i>PAI1 (Serpine1)</i>    | GACACCCTCAGCATGTTTCATC   | AGGGTTGCACTAAACATGTCAG  |
| <i>RANTES (CCL5)</i>      | CCCTCACCATCATCTCACT      | TCCTTCGAGTGACAAACACG    |
| <i>Tgfa</i>               | GCGGCTGCAGTGGTGTCTCA     | GAGGGCACGGCACCCTCAC     |
| <i>Tgfb1</i>              | TTTGGAGCCTGGACACACAG     | TGGACAAGTCTCCACCTTG     |
| <i>Tissue factor (F3)</i> | AGGATGTGACCTGGGCCTAT     | GGCTGTCCAAGGTTTGTGTC    |
| <i>Tnf</i>                | CACACTCAGATCATCTTCTCAAAA | GTAGACAAGGTACAACCCATCG  |
| <i>Vcam1</i>              | CCGGCATATACGAGTGTGAA     | ACCAAGGAAGATGCGCAGTA    |

Endogenous EGFR is mainly a digital activator of SRE signaling in HK-2 cells, i.e. recruitment of additional SRE-positive cells (N=80).

| Effect of 10 $\mu\text{g/l}$ EGF | SRE-activity of SRE-positive cells (% of control) | fraction of SRE-positive cells (% of control) | ratio $\Delta\text{digital}/\Delta\text{analogue}$ |
|----------------------------------|---------------------------------------------------|-----------------------------------------------|----------------------------------------------------|
| 6h                               | 116 $\pm$ 7                                       | 169 $\pm$ 10                                  | 4.3                                                |
| 24h                              | 150 $\pm$ 9                                       | 252 $\pm$ 16                                  | 3.0                                                |
| 48h                              | 157 $\pm$ 14                                      | 230 $\pm$ 13                                  | 2.3                                                |

Endogenous EGFR is mainly a digital activator of SRE signaling in HEK cells, i.e. recruitment of additional SRE-positive cells (N=136).

| Effect of 10 $\mu\text{g/l}$ EGF | SRE-activity of SRE-positive cells (% of control) | fraction of SRE-positive cells (% of control) | ratio $\Delta\text{digital}/\Delta\text{analogue}$ |
|----------------------------------|---------------------------------------------------|-----------------------------------------------|----------------------------------------------------|
| 6h                               | 123 $\pm$ 10                                      | 161 $\pm$ 15                                  | 2.7                                                |
| 24h                              | 146 $\pm$ 10                                      | 243 $\pm$ 13                                  | 3.1                                                |
| 48h                              | 156 $\pm$ 6                                       | 246 $\pm$ 15                                  | 2.6                                                |

## Supplementary Figures

ESM figure 1 | Vascular gene expression analysis of EGFR signalling members and the transcription factors SFR and SP1. | N = 4 animals per experimental group.

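Among the 8 genes drawn in ESM Fig. 1, Erbb3 (ENSMUSG00000018166, chromosome 10, 128567523 to 128589652) changed most with the diet in WT aortae. It fell in WT aortae from 5.02 ± 2.57 FPM (SD, n = 3) on SFD to 1.32 ± 0.501 FPM (SD, n = 4) on HFD, a log2 fold change of -1.89 (standard error 0.400) with an adjusted p of 0.0674 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In KO aortae Erbb3 went from 1.90 ± 0.919 to 1.49 ± 0.389 FPM, or -0.36 (edgeR adjusted p = 0.867), and the difference between the genotypes was 1.53 (standard error 0.603, edgeR adjusted p = 0.998). In WT, Erbb3 passed 0.05 with DESeq2 (DESeq2 adjusted p = 0.00668) and without mouse WT-SFD-1445 (edgeR adjusted p = 0.00271), and with the other alternatives the edgeR adjusted p reached 0.580. Erbb3 is also a marker of Schwann cells. Erbb4 was at 23.4 ± 1.68 and 22.9 ± 2.72 FPM in WT and at 22.6 ± 1.11 and 26.6 ± 2.8 FPM in KO. Hbegf rose by 0.51 in WT (standard error 0.268, edgeR adjusted p = 0.358) and by 0.62 in KO (standard error 0.264, edgeR adjusted p = 0.595). Egf stayed at 0.616 to 1.25 FPM in the 4 group means. Sp1 was at 133 ± 11.9 FPM in WT-SFD and 149 ± 8.98 FPM in WT-HFD, a log2 fold change of 0.17 (standard error 0.0889, edgeR adjusted p = 0.364), and changed by 0.01 in KO (edgeR adjusted p = 0.987). Over all genes, 0 of the 8 had an edgeR adjusted p under 0.05 for the diet. Adjusted over the list alone, 1 (Erbb3) passed in WT and 0 in KO, where 1 had an unadjusted p under 0.05. Between KO and WT, Egfr and Erbb3 passed over the list on SFD, and Egfr alone on HFD.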

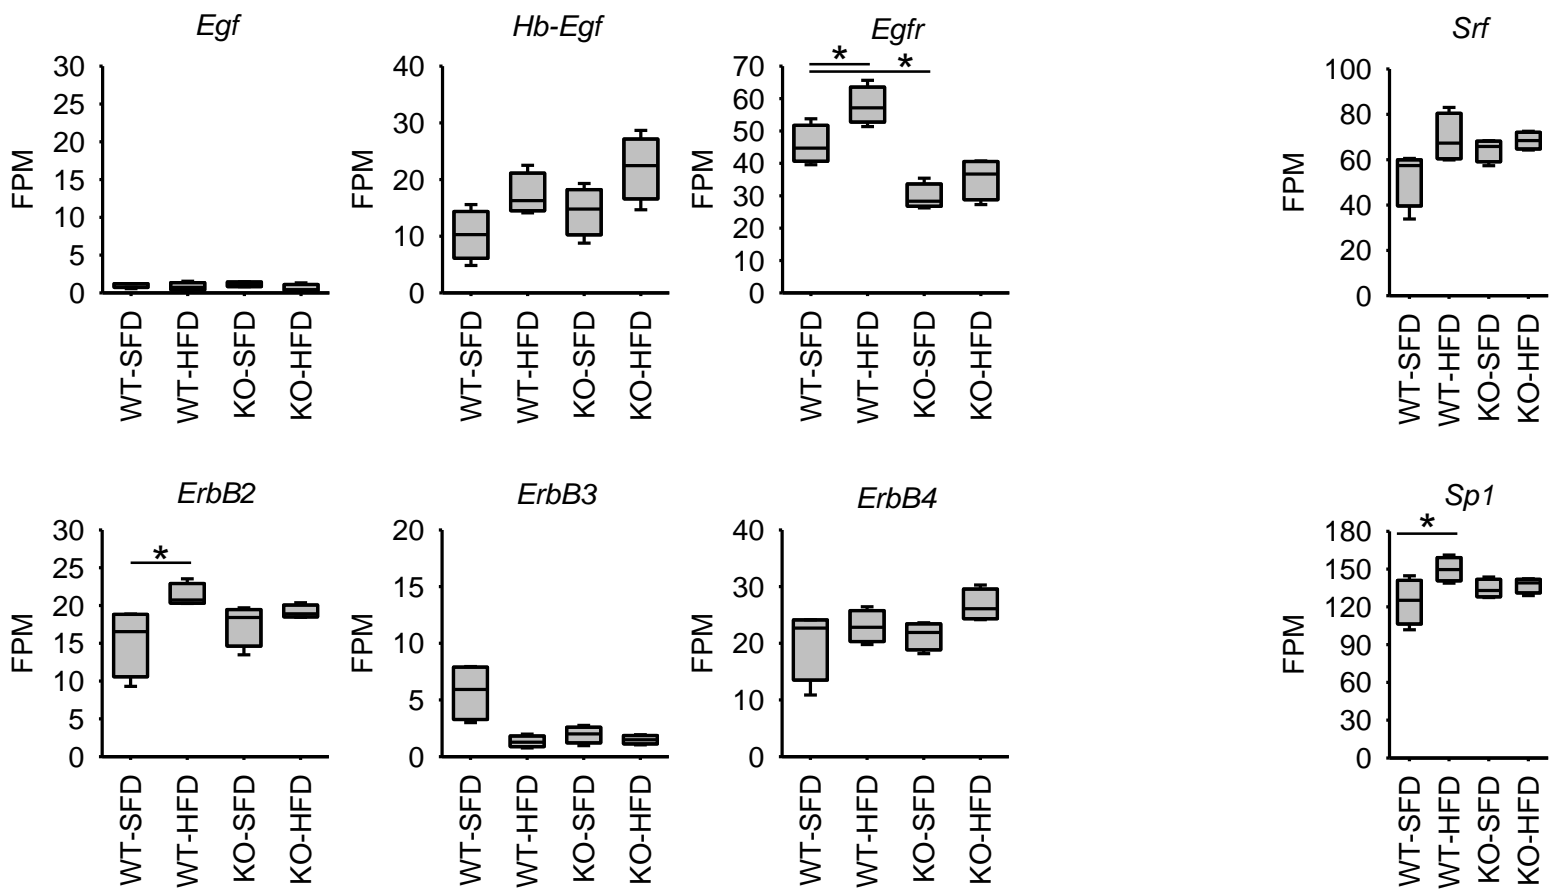

ESM figure 2 | Vascular gene expression analysis | Changes in the Wnt-pathway according to the RNA-seq results for upregulated genes and their possible contribution to changes in extracellular matrix homeostasis. N=4 for each experimental group.

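Of the genes drawn in ESM Fig. 2, Wnt9a (ENSMUSG00000000126; chromosome 11, 59306928 to 59333552) rose in WT aortae from 7.38 ± 0.996 FPM (SD, n = 3) on SFD to 11.6 ± 1.97 FPM (SD, n = 4) on HFD, a log2 fold change of 0.65 (standard error 0.169) with an adjusted p of 0.0714 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In KO aortae Wnt9a was at 8.49 ± 0.0418 and 8.47 ± 0.651 FPM, and the difference between the genotypes was -0.65 (standard error 0.237, edgeR adjusted p = 0.998). Sfrp1 rose in WT from 68.2 ± 25.2 to 119 ± 23.0 FPM (log2 fold change 0.80, edgeR adjusted p = 0.0890) and went from 136 ± 33.2 to 117 ± 10.6 FPM in KO, a difference of -1.01 (standard error 0.326, edgeR adjusted p = 0.998). Fzd1 and Fzd2 rose in WT by 0.50 and 0.67 (edgeR adjusted p = 0.0975 and 0.0943) and in KO by 0.09 and 0.30 (edgeR adjusted p = 0.914 and 0.739), and Ror1 rose by 0.55 in WT (edgeR adjusted p = 0.0989). With DESeq2, Wnt9a, Sfrp1, Fzd1, Fzd2 and Ror1 each passed 0.05 in WT (DESeq2 adjusted p = 0.0288 to 0.0480), as they did in edgeR without mouse WT-SFD-1445 (edgeR adjusted p = 5.5e-04 to 0.0162). With the adipocyte marker mean as covariate, the highest edgeR adjusted p of Wnt9a, Sfrp1, Fzd1, Fzd2 and Ror1 was 0.610. Tspan12 fell in WT from 27.6 ± 23.2 to 5.72 ± 1.95 FPM, by -2.28 (edgeR adjusted p = 0.0957), but its value was 0.17 with the adipocyte marker mean as covariate. Without mouse WT-SFD-1445, Tspan12 and Sfrp2 passed 0.05 as well. In WT, 8 of the 19 genes tested had an edgeR p under 0.05 adjusted over the list alone, 6 higher and 2 lower, and 0 over all genes, with 11 at an unadjusted p under 0.05. In KO 0 passed and 2 had an unadjusted p under 0.05. By effect size, Fzd2, Sfrp1 and Wnt9a were called in WT and none in KO. Ryk of this list had no counts. Genes of the extracellular matrix were tested as a list of 41, of which 36 had enough counts. On HFD 33 of them were higher in WT, with a mean log2 fold change of 0.31 (camera adjusted p = 2.2e-07, fry adjusted p = 0.229), and 32 in KO, with a mean of 0.20 (camera adjusted p = 6.5e-05, fry adjusted p = 0.399). The difference was -0.11 (camera adjusted p = 0.0425), and its camera adjusted p ranged from 3.4e-07 without mouse KO-SFD-1319 to 0.908 without mouse KO-SFD-1452. The mean log2 CPM of the matrix genes was 7.45 to 7.57 in mice WT-SFD-1309, WT-SFD-1310 and KO-SFD-1319, 7.89 to 8.14 in the other SFD mice and 7.81 to 8.15 on HFD. No single matrix gene passed an edgeR adjusted p of 0.05, over all genes or adjusted over the list alone, while 6 in WT and 2 in KO had an unadjusted p under 0.05. With the adipocyte marker mean as covariate the camera adjusted p was 0.00986 in WT and 0.886 in KO.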

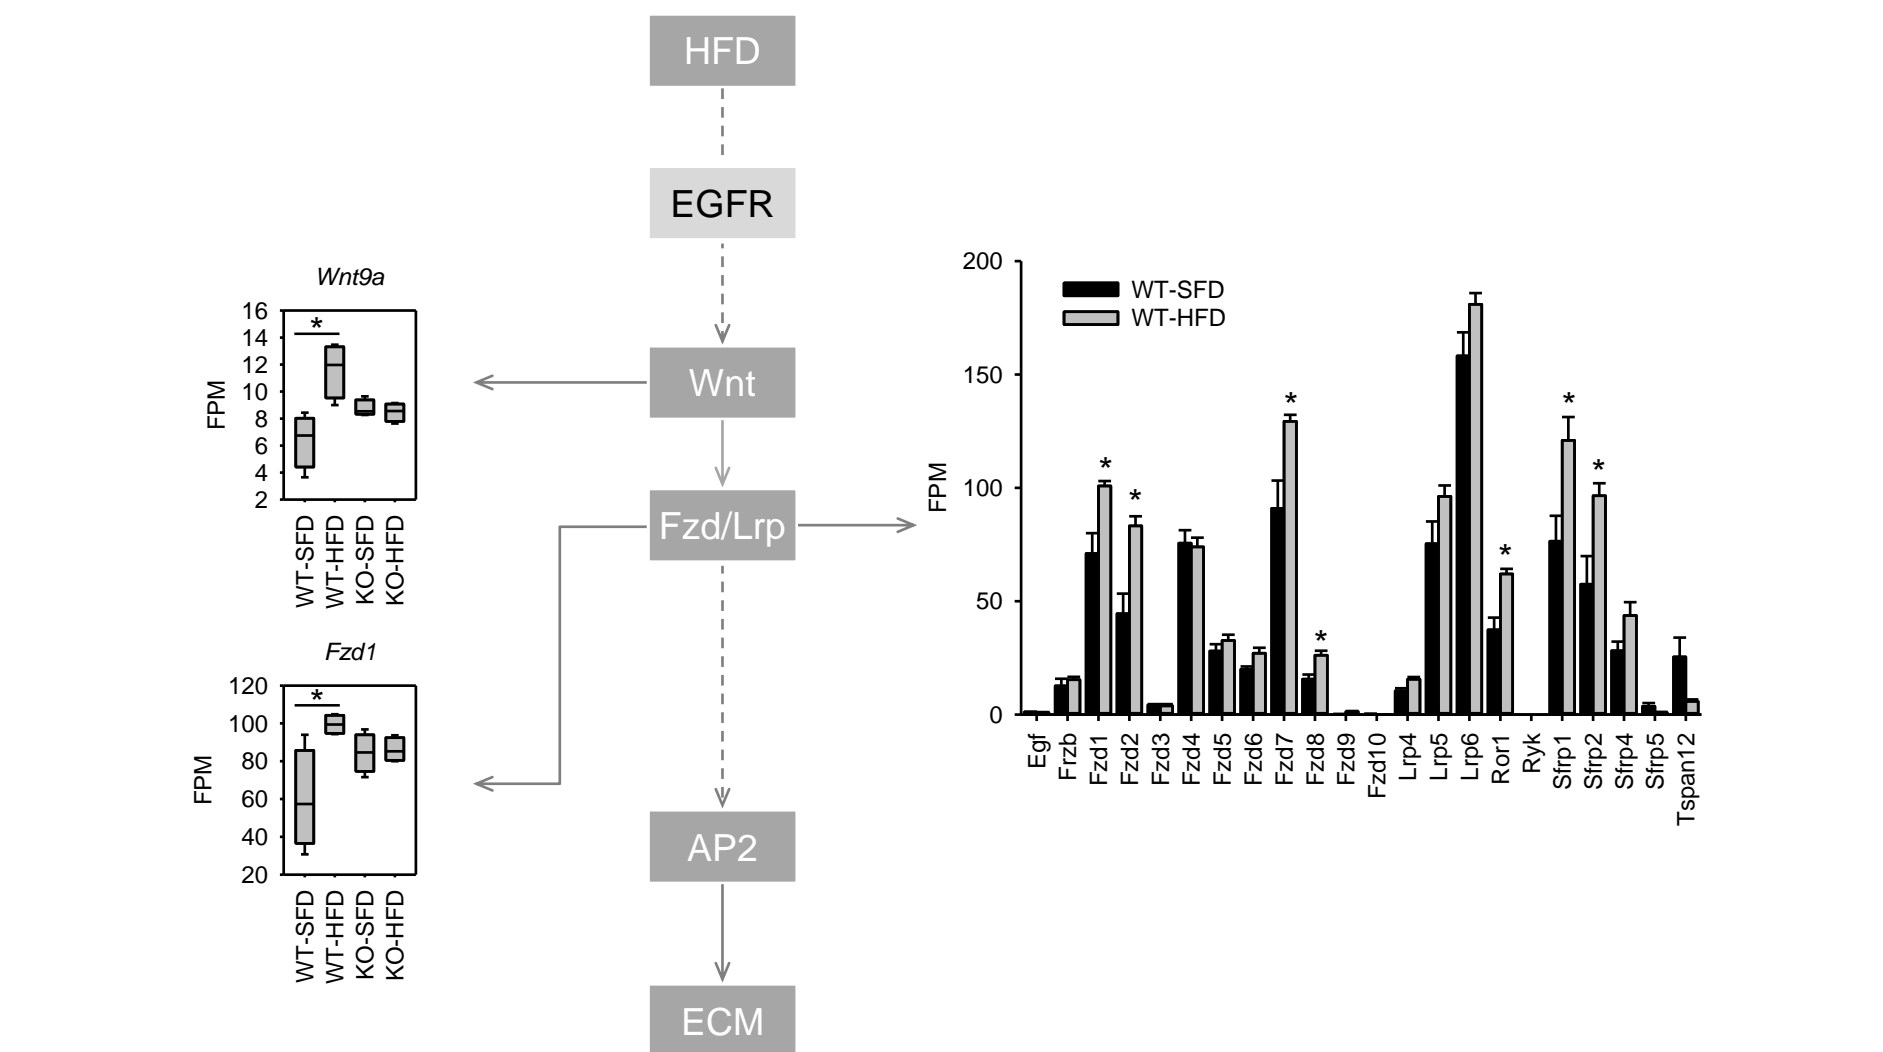

ESM figure 3 | Mitochondrial function of primary vascular smooth muscle cells isolated from aortae of WT or KO animals. Determined by the Seahorse® technology. N = 6.

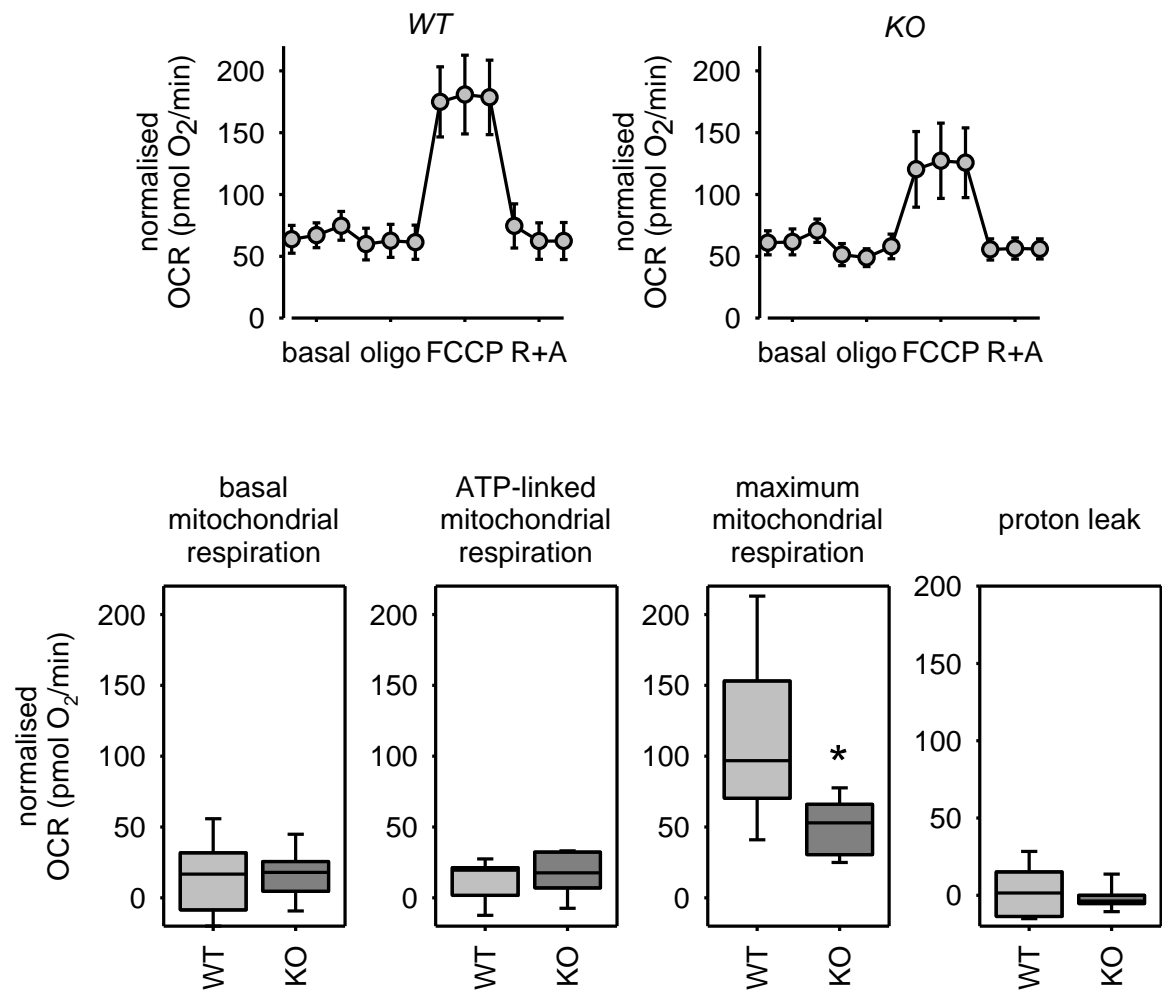

ESM figure 4 | Cardiac gene expression analysis. Number of animals: N = 10 for each experimental group. SD = standard diet. HFD = high fat diet.

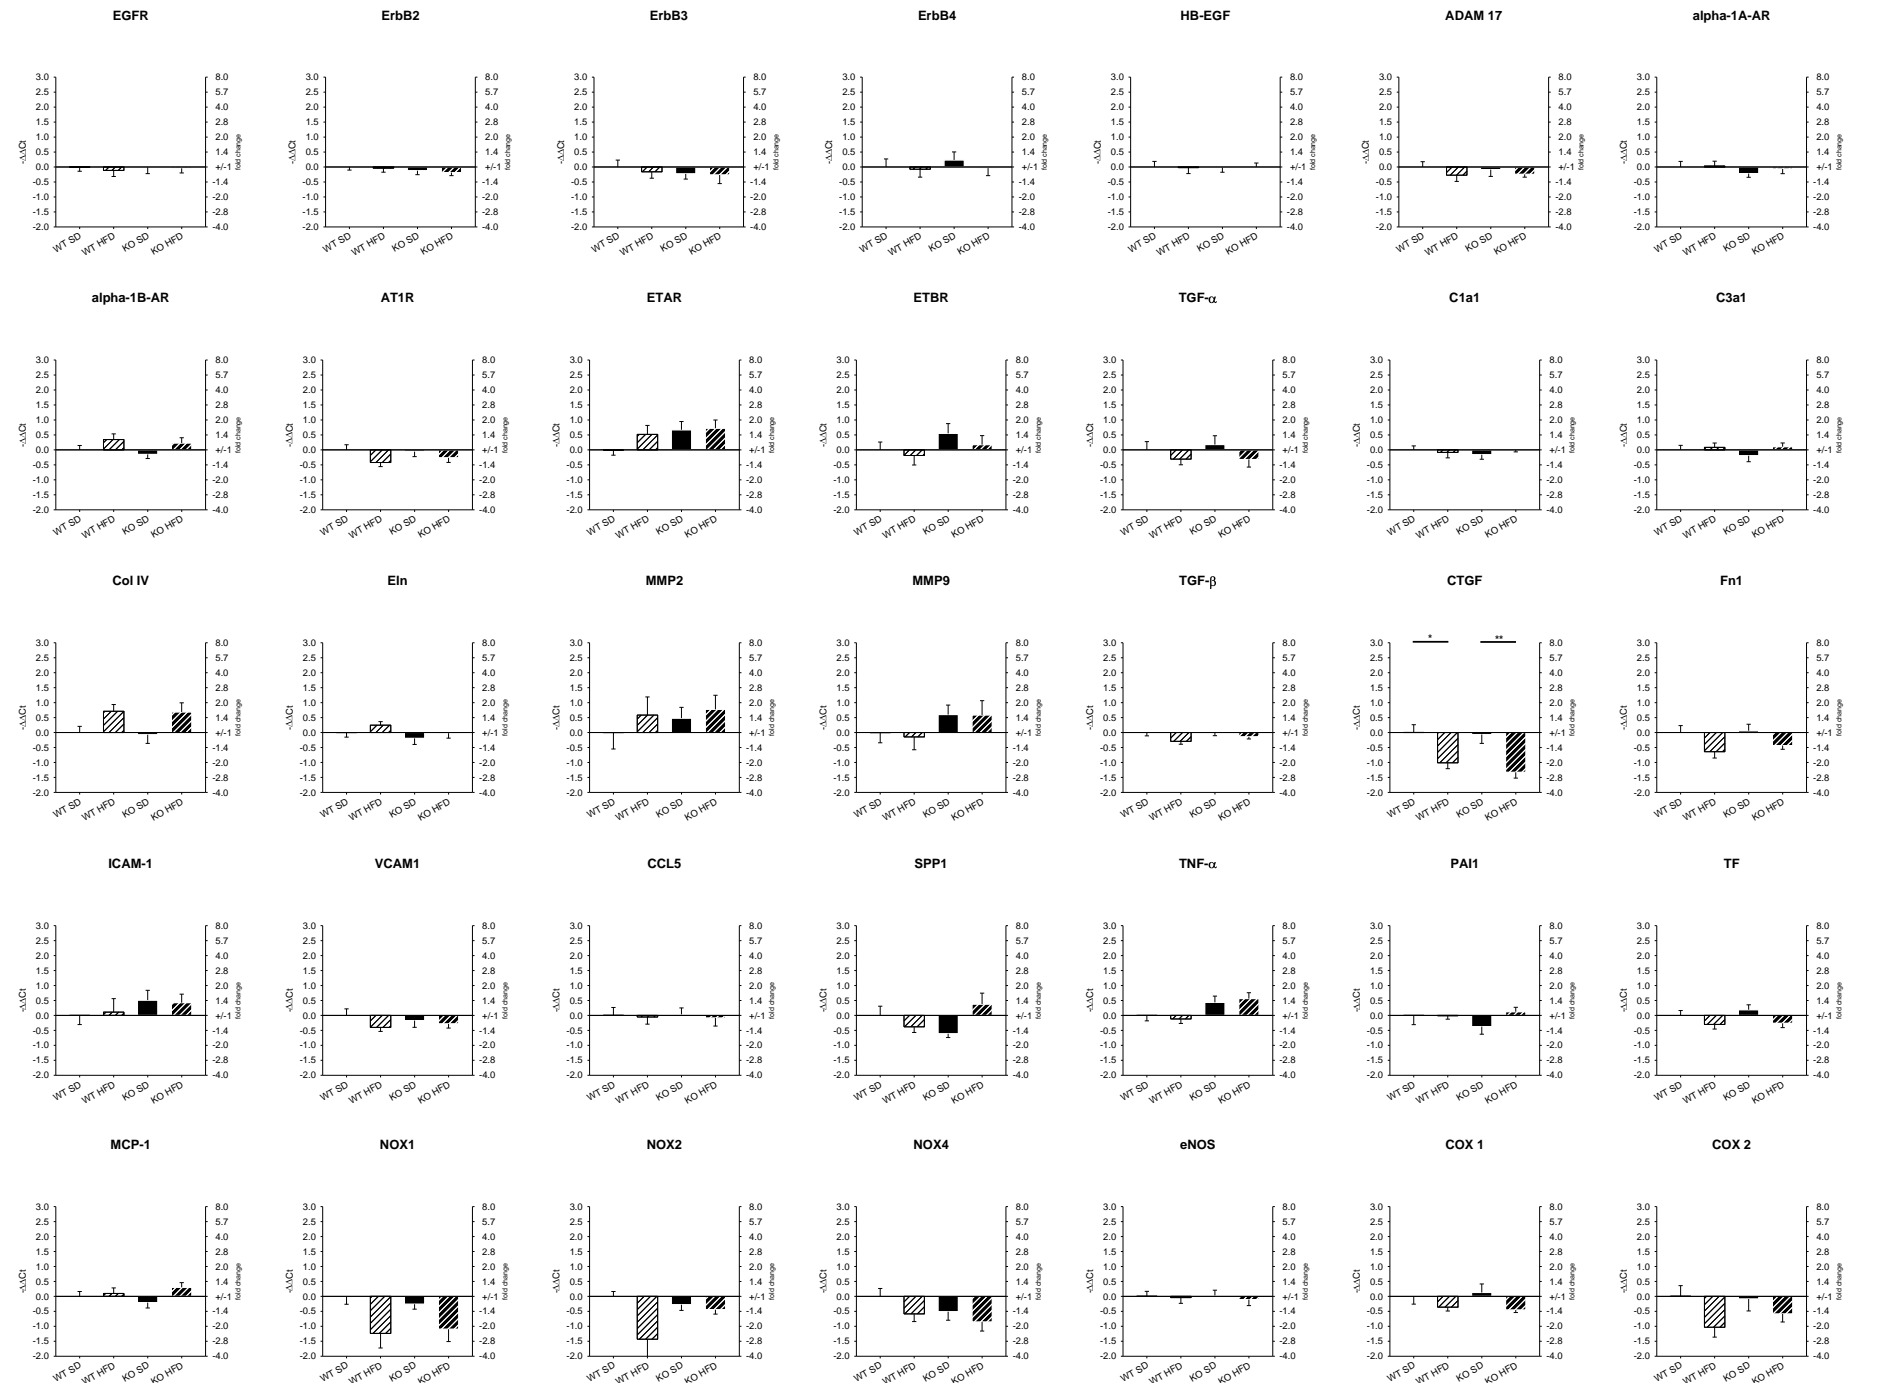

ESM figure 5 | Directed renal gene expression analysis. N = 10 for each experimental group. . \* = p<0.05.

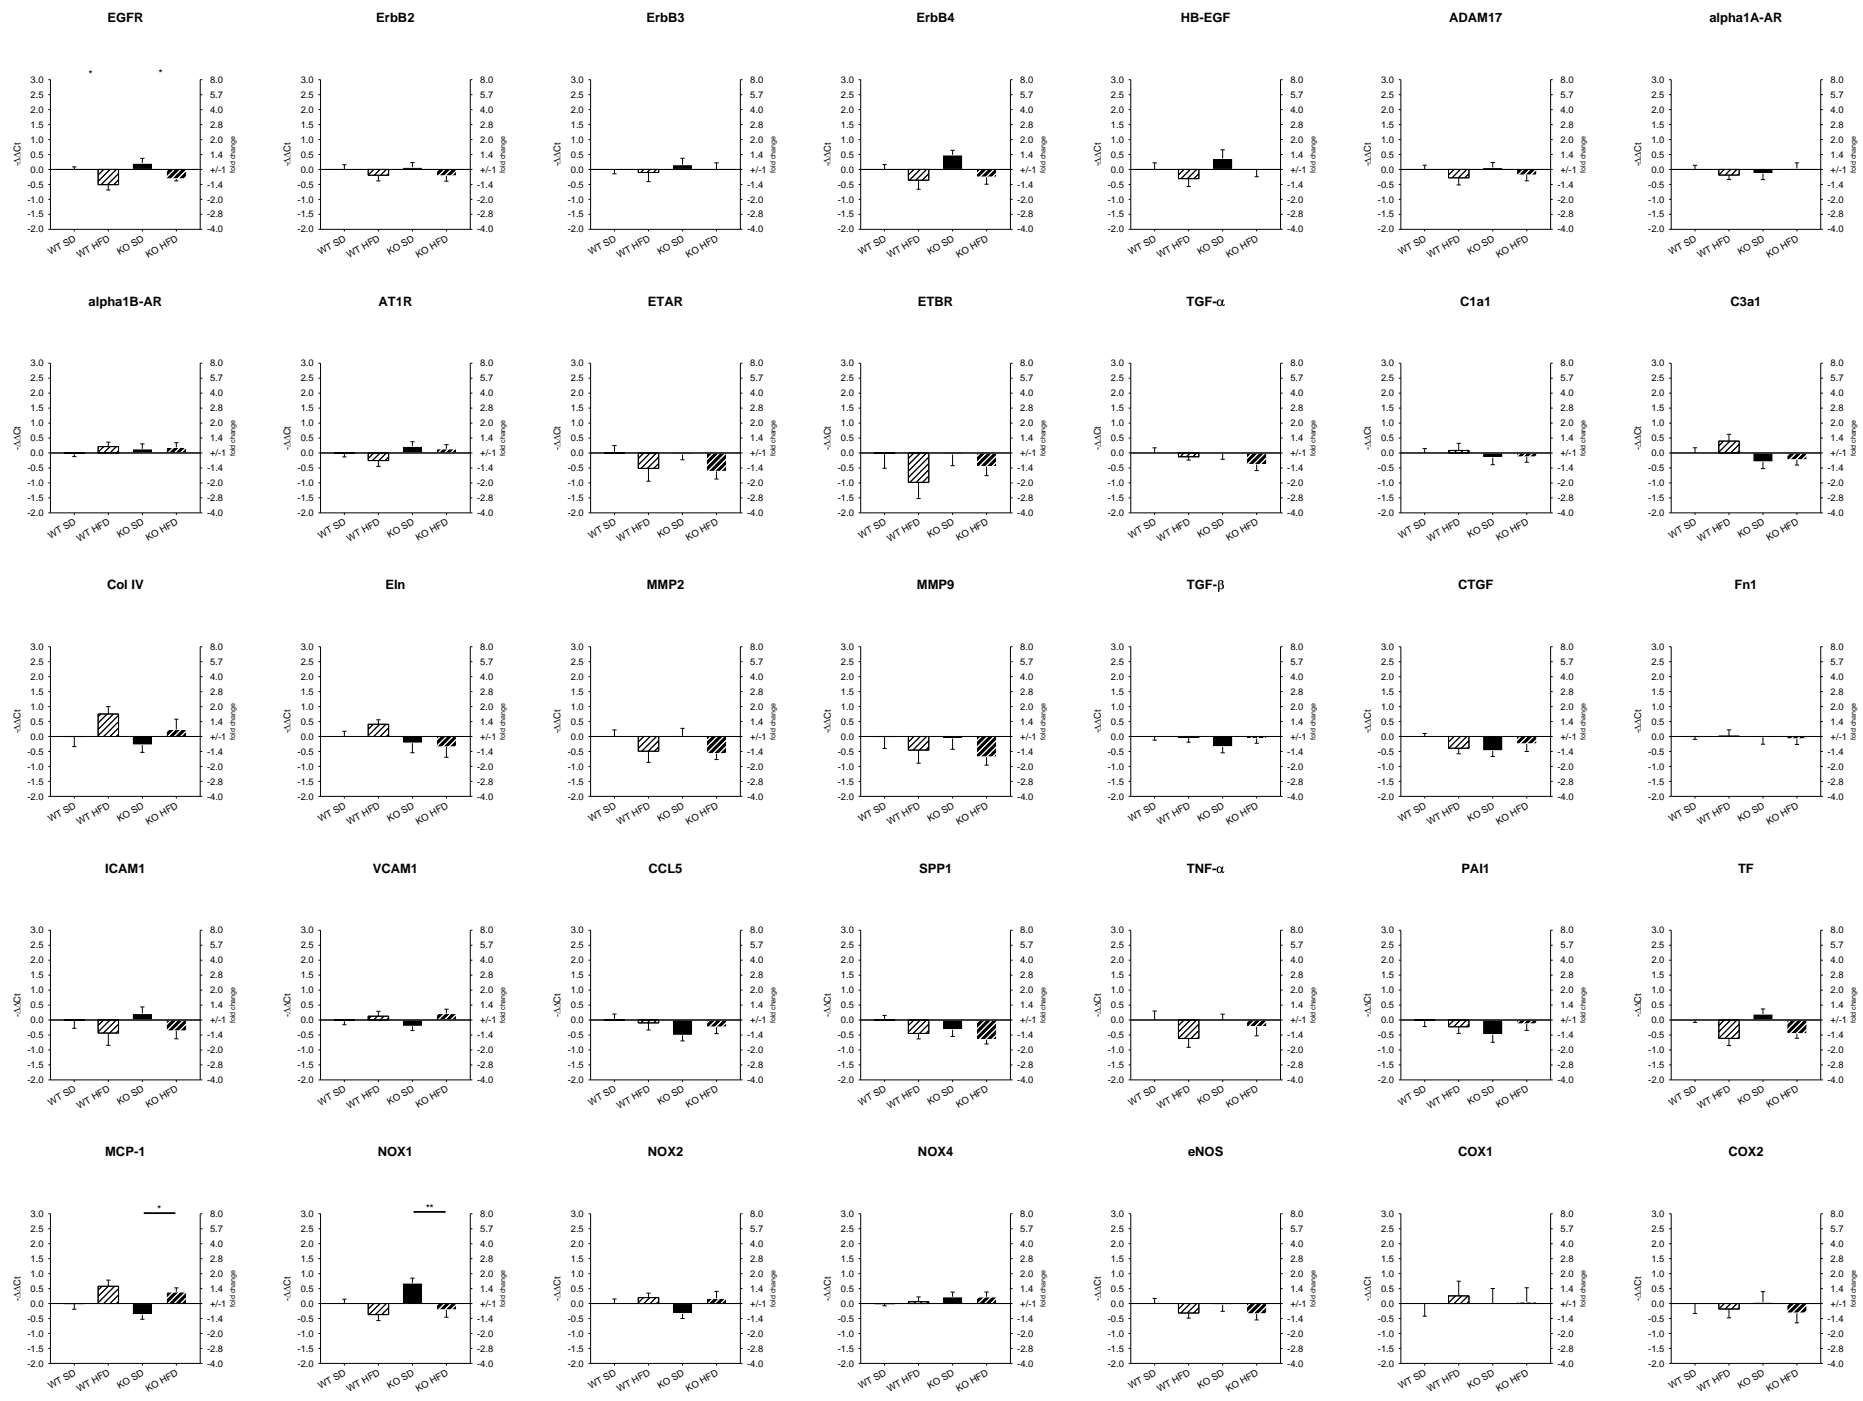

ESM figure 6 | Free fatty acids exert no synergistic action with respect to EGF-induced SRF activation (a) or ERK1/2 phosphorylation (b) in A7r5 cells. Furthermore, incubation with oleate under high glucose conditions did not result in SRF activation (c). \* =  $p < 0.05$  versus control. 10  $\mu\text{g/l}$  EGF, 100  $\mu\text{mol/l}$  oleate.

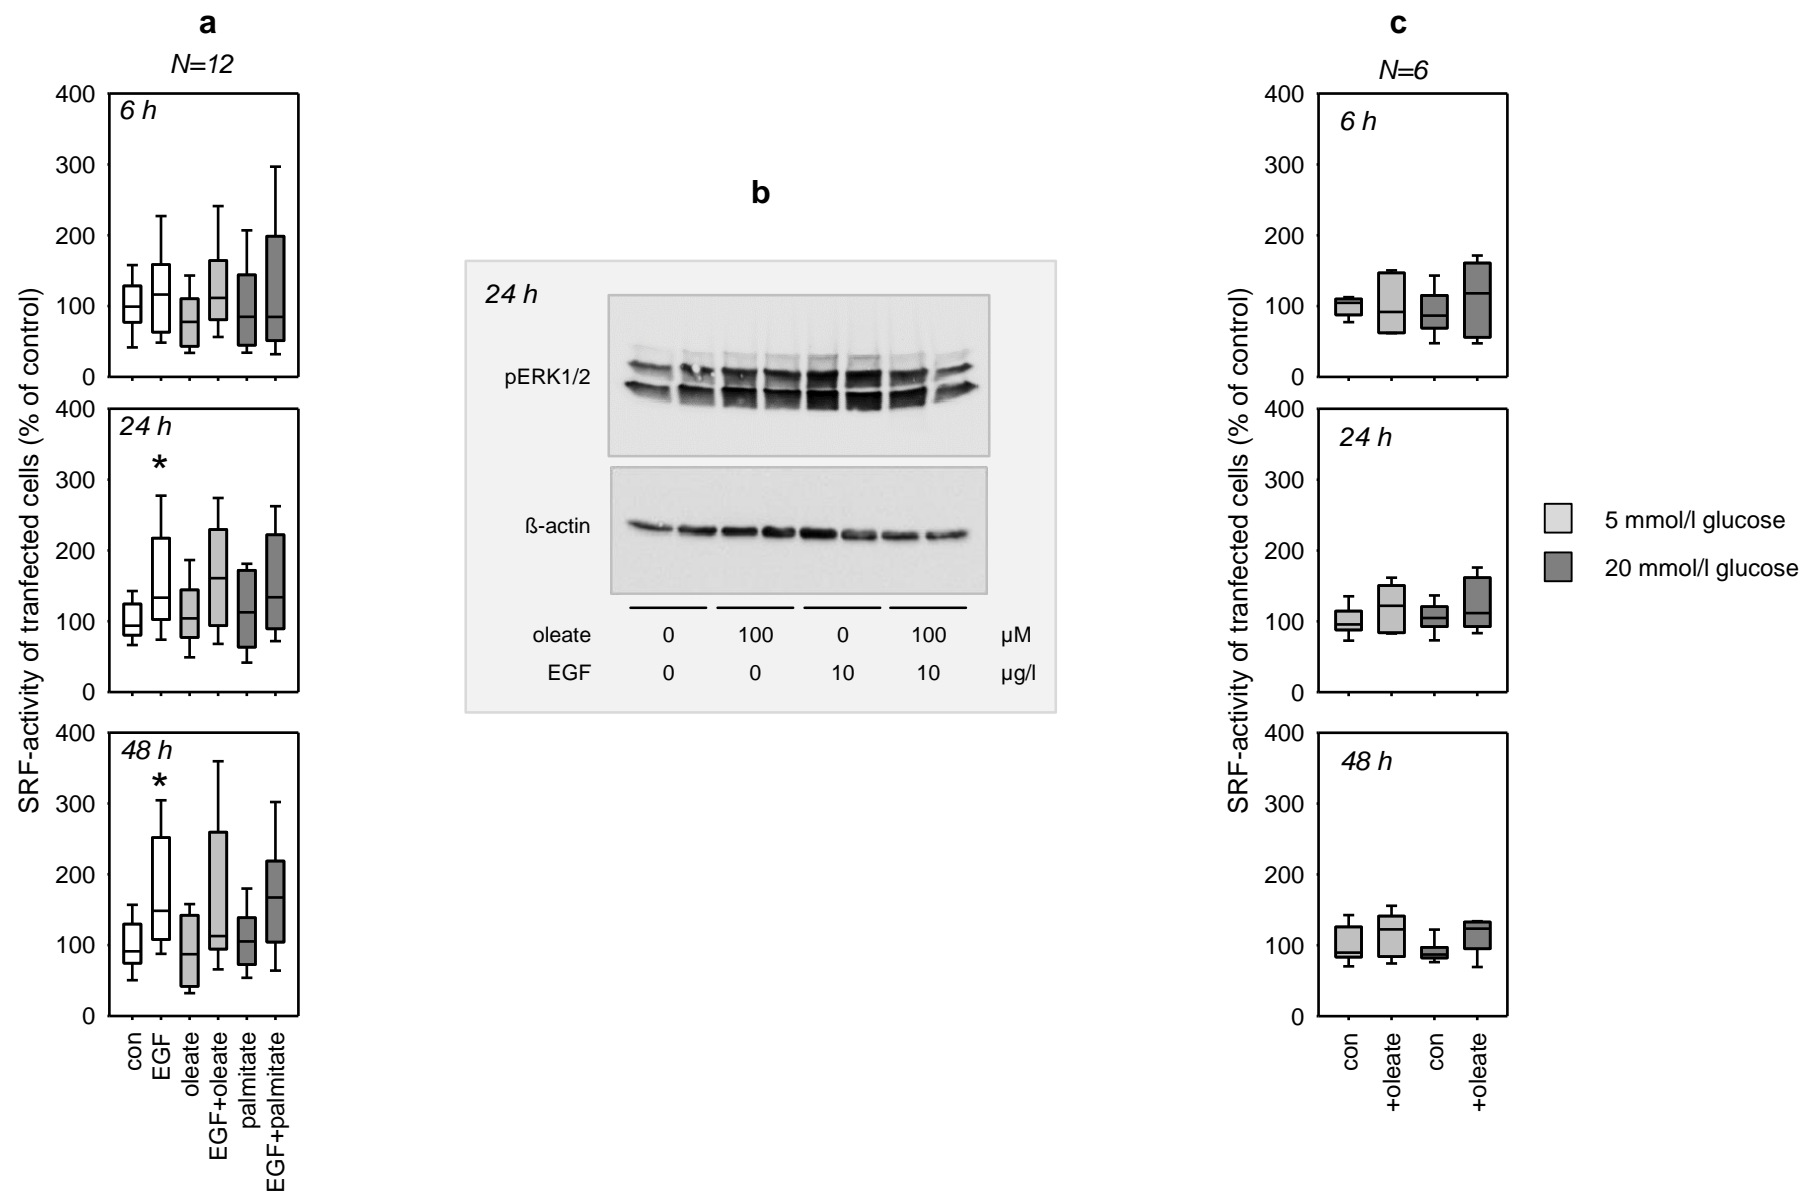

ESM figure 7a | Western blot analysis of EGFR, ErbB2, SRF, pERK1/2-expression in A7r5 cells. High glucose did not enhance the effect of EGF. N = 6. \* = p<0.05.

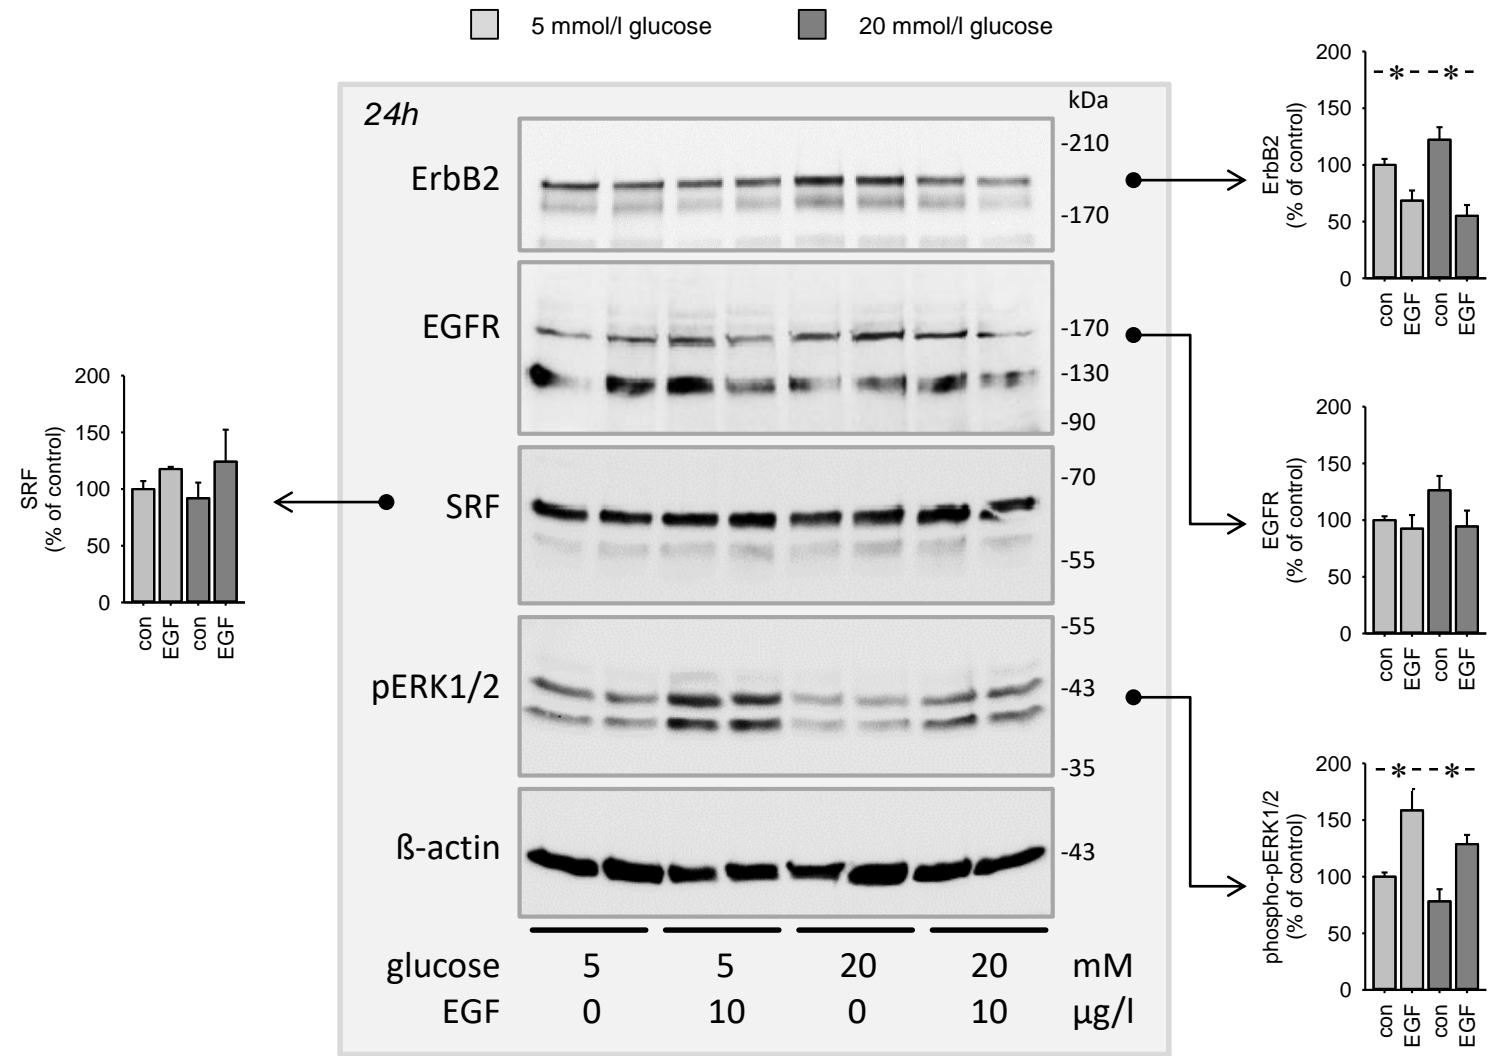

ESM figure 7b | Western blot analysis of EGFR, ErbB2, SRF, pERK1/2-expression in A7r5 cells. High glucose did not enhance the effect of EGF. N = 8. \* = p<0.05.

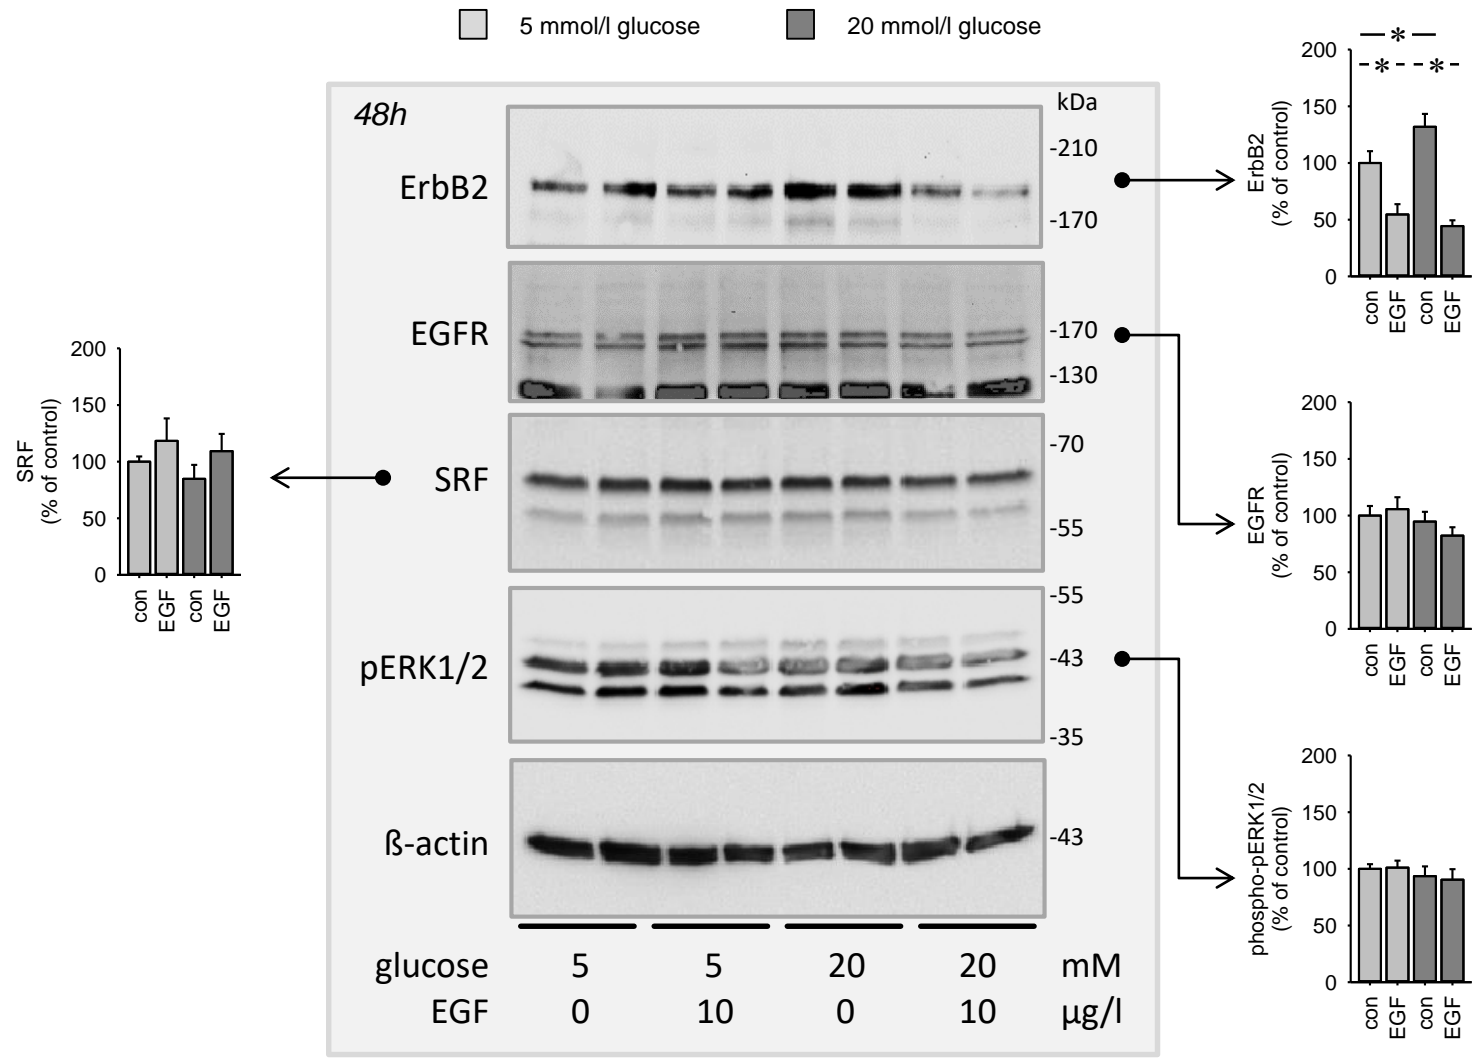

ESM figure 7c | Western blot analysis of protein expression and ERK1/2 phosphorylation in primary mouse aorta smooth muscle cells. High glucose (48 h exposure) did not affect EGFR expression or ERK1/2 phosphorylation induced by 1  $\mu$ mol/l PMA or 10  $\mu$ g/l EGF (5 min exposure). N = 4.

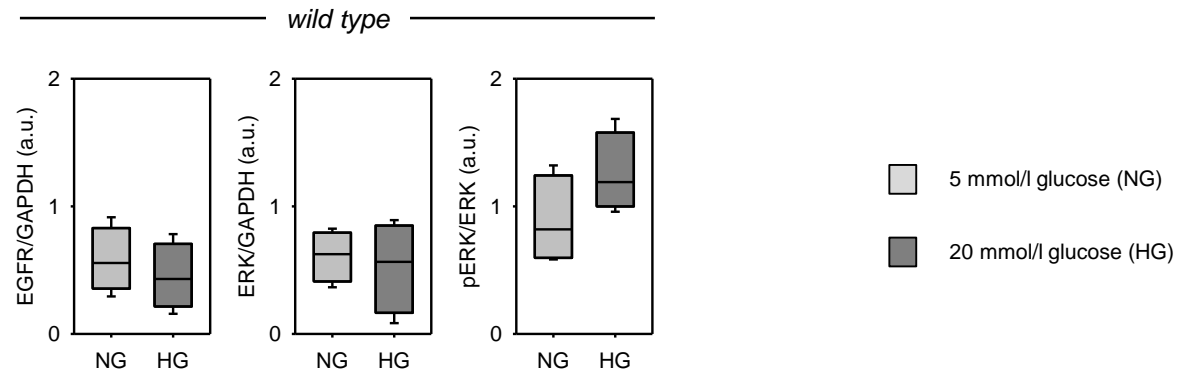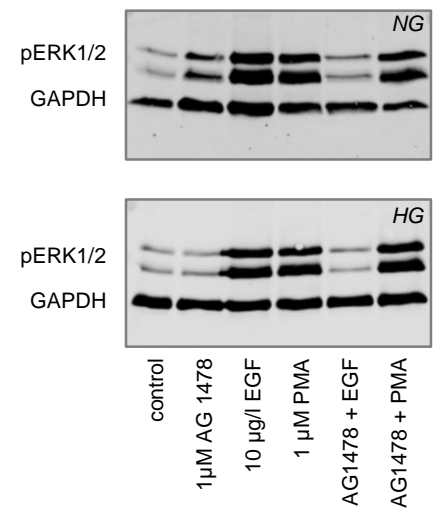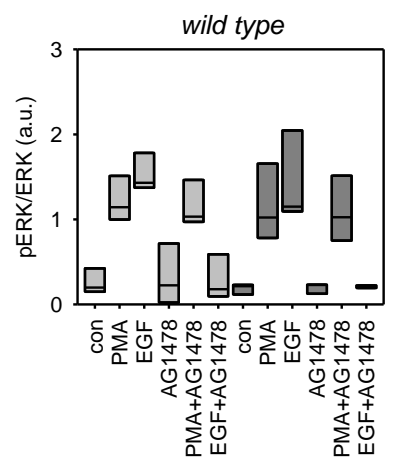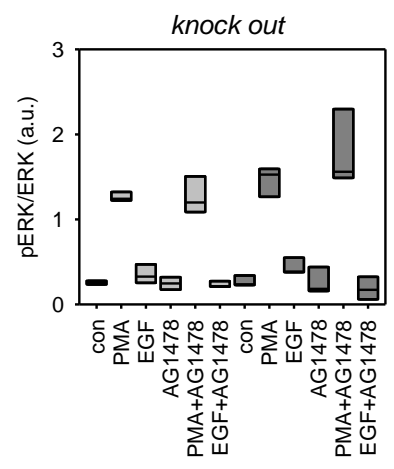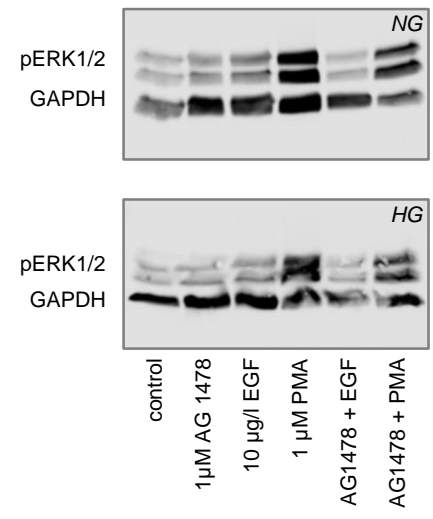

ESM figure 8a, b | Enhancement of EGF-induced SRE-activity by glucose in HK-2 (A) and HEK (B) cells. Glucose enhances SRE activity concentration-dependent in the presence of EGF. This is mainly an analogue effect, i.e. enhanced activity in cells activated by EGF. Glucose enhances EGF-induced SRF activation also in the presence of the free fatty acid oleate. N=12.

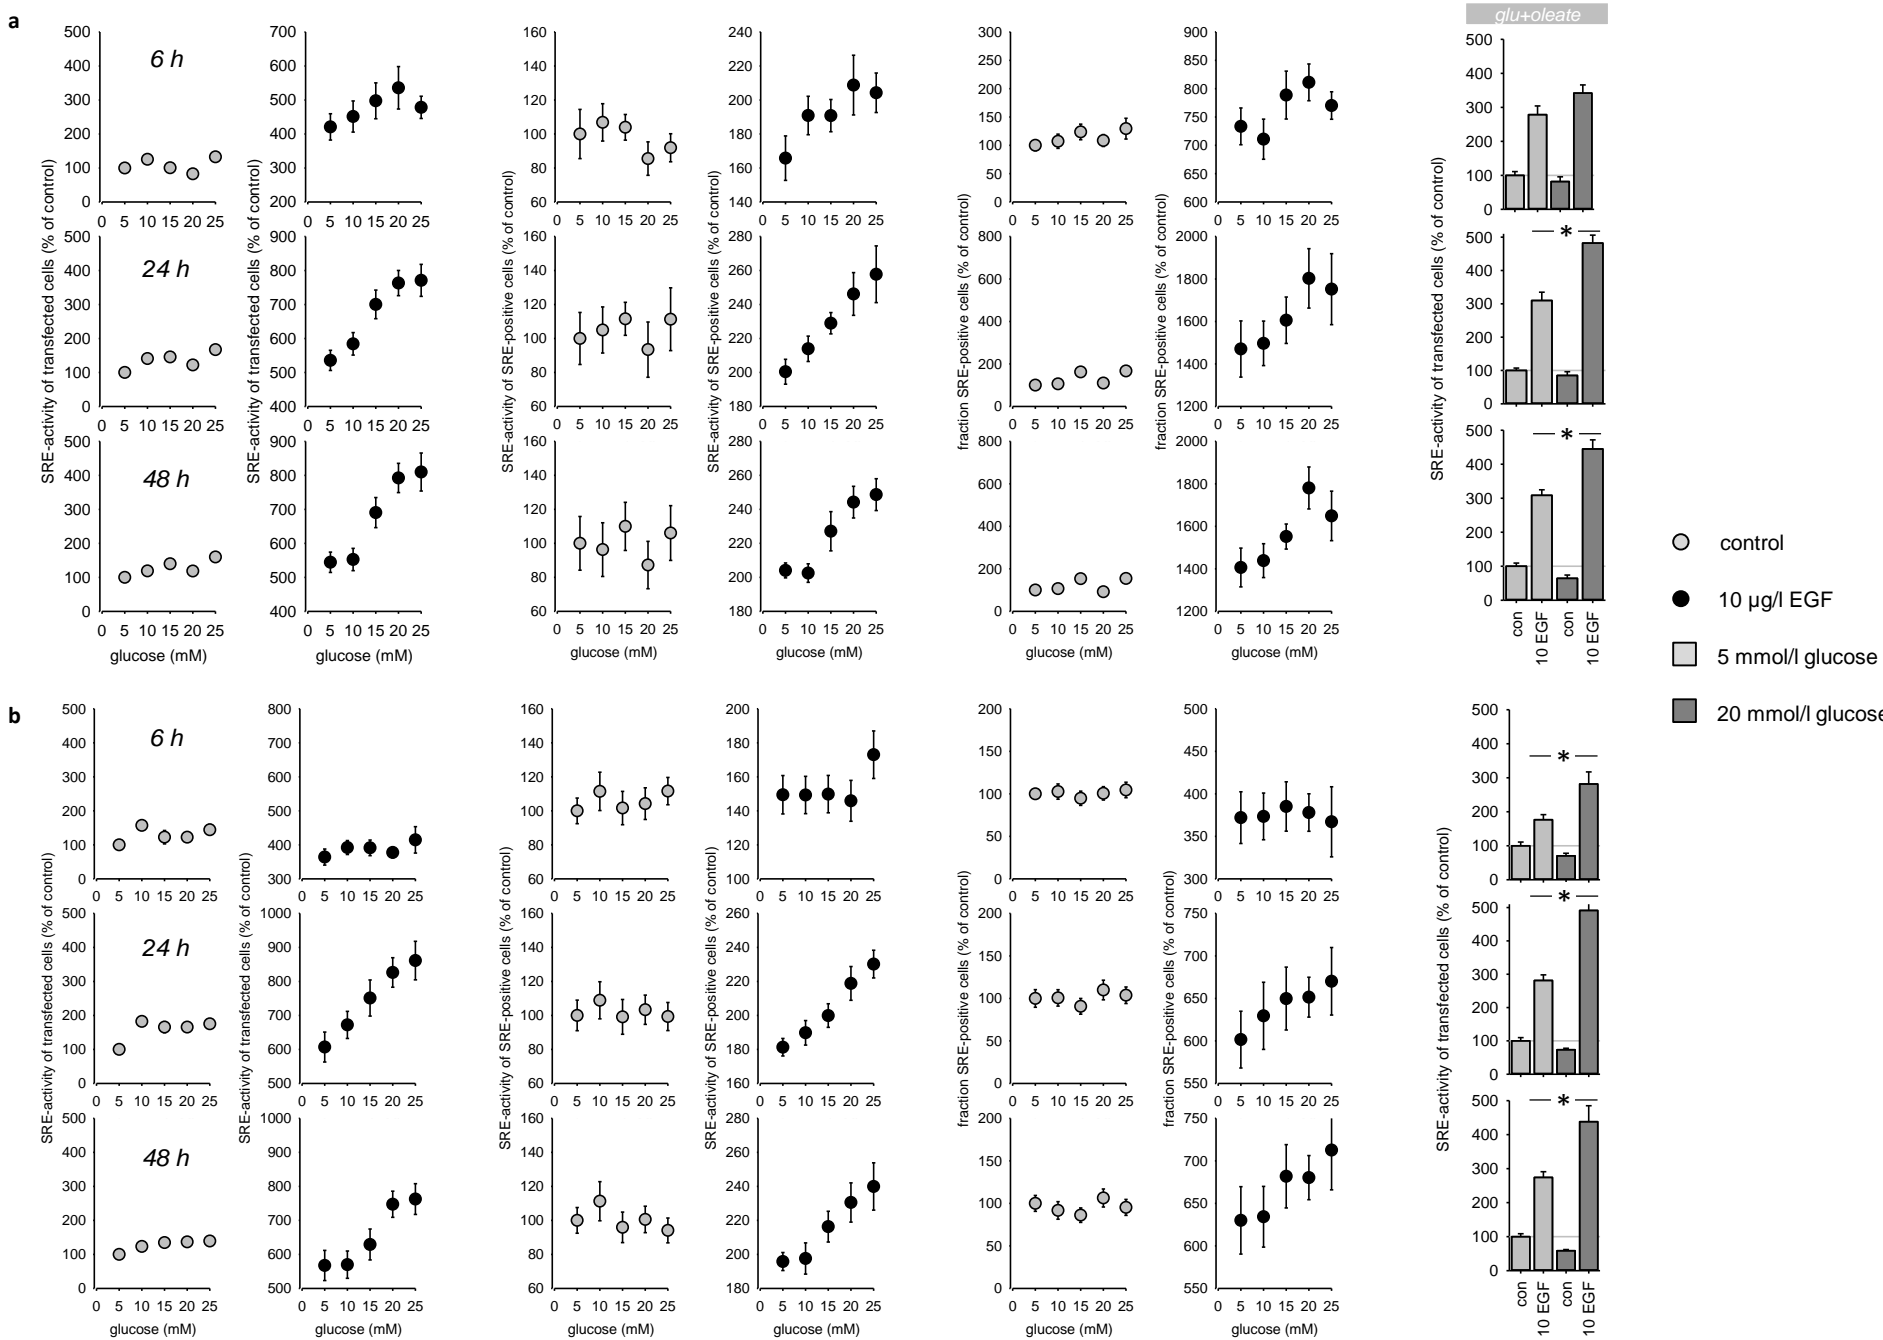

ESM figure 8c | i) Stimulation of SRF-activity in HEK cells by EGF and glucose. ii) In the presence of EGF, glucose enhances SRF-activity concentration dependent. iii-v) Dose-response curves of EGF-induced SRF-activity in HEK cells and its alteration by high glucose conditions. Glucose enhances SRF activity mainly by an analogue effect, i.e. enhanced activity in cells already activated by EGF. vi-viii) Oleate, palmitate or mannit exert no stimulatory effect on SRF-activity. Con = medium without serum. \* =  $p < 0.05$  versus respective control if not indicated otherwise.

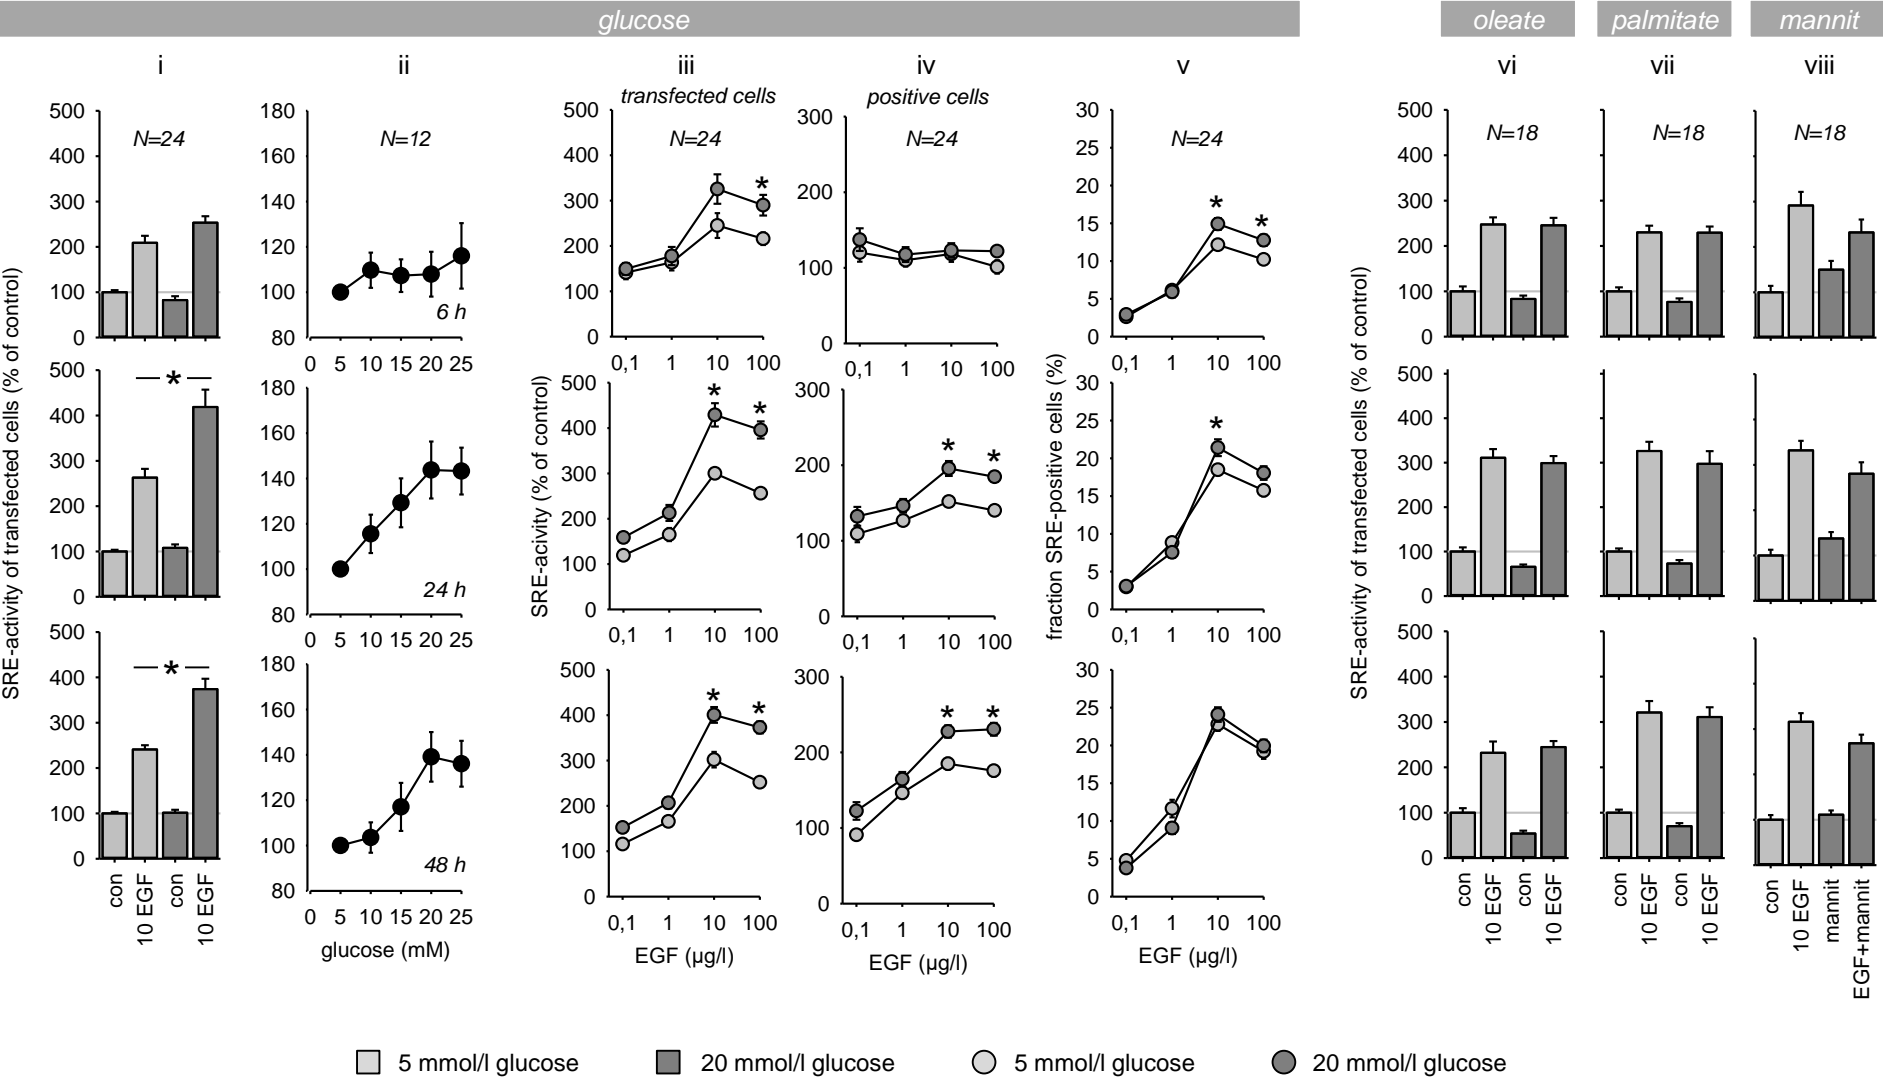

ESM figure 9 | Effect of 6h EGF and high glucose exposure on ERK1/2 phosphorylation, EGFR, ErbB2 and SRF expression in HK-2 and HEK cells. N=8.

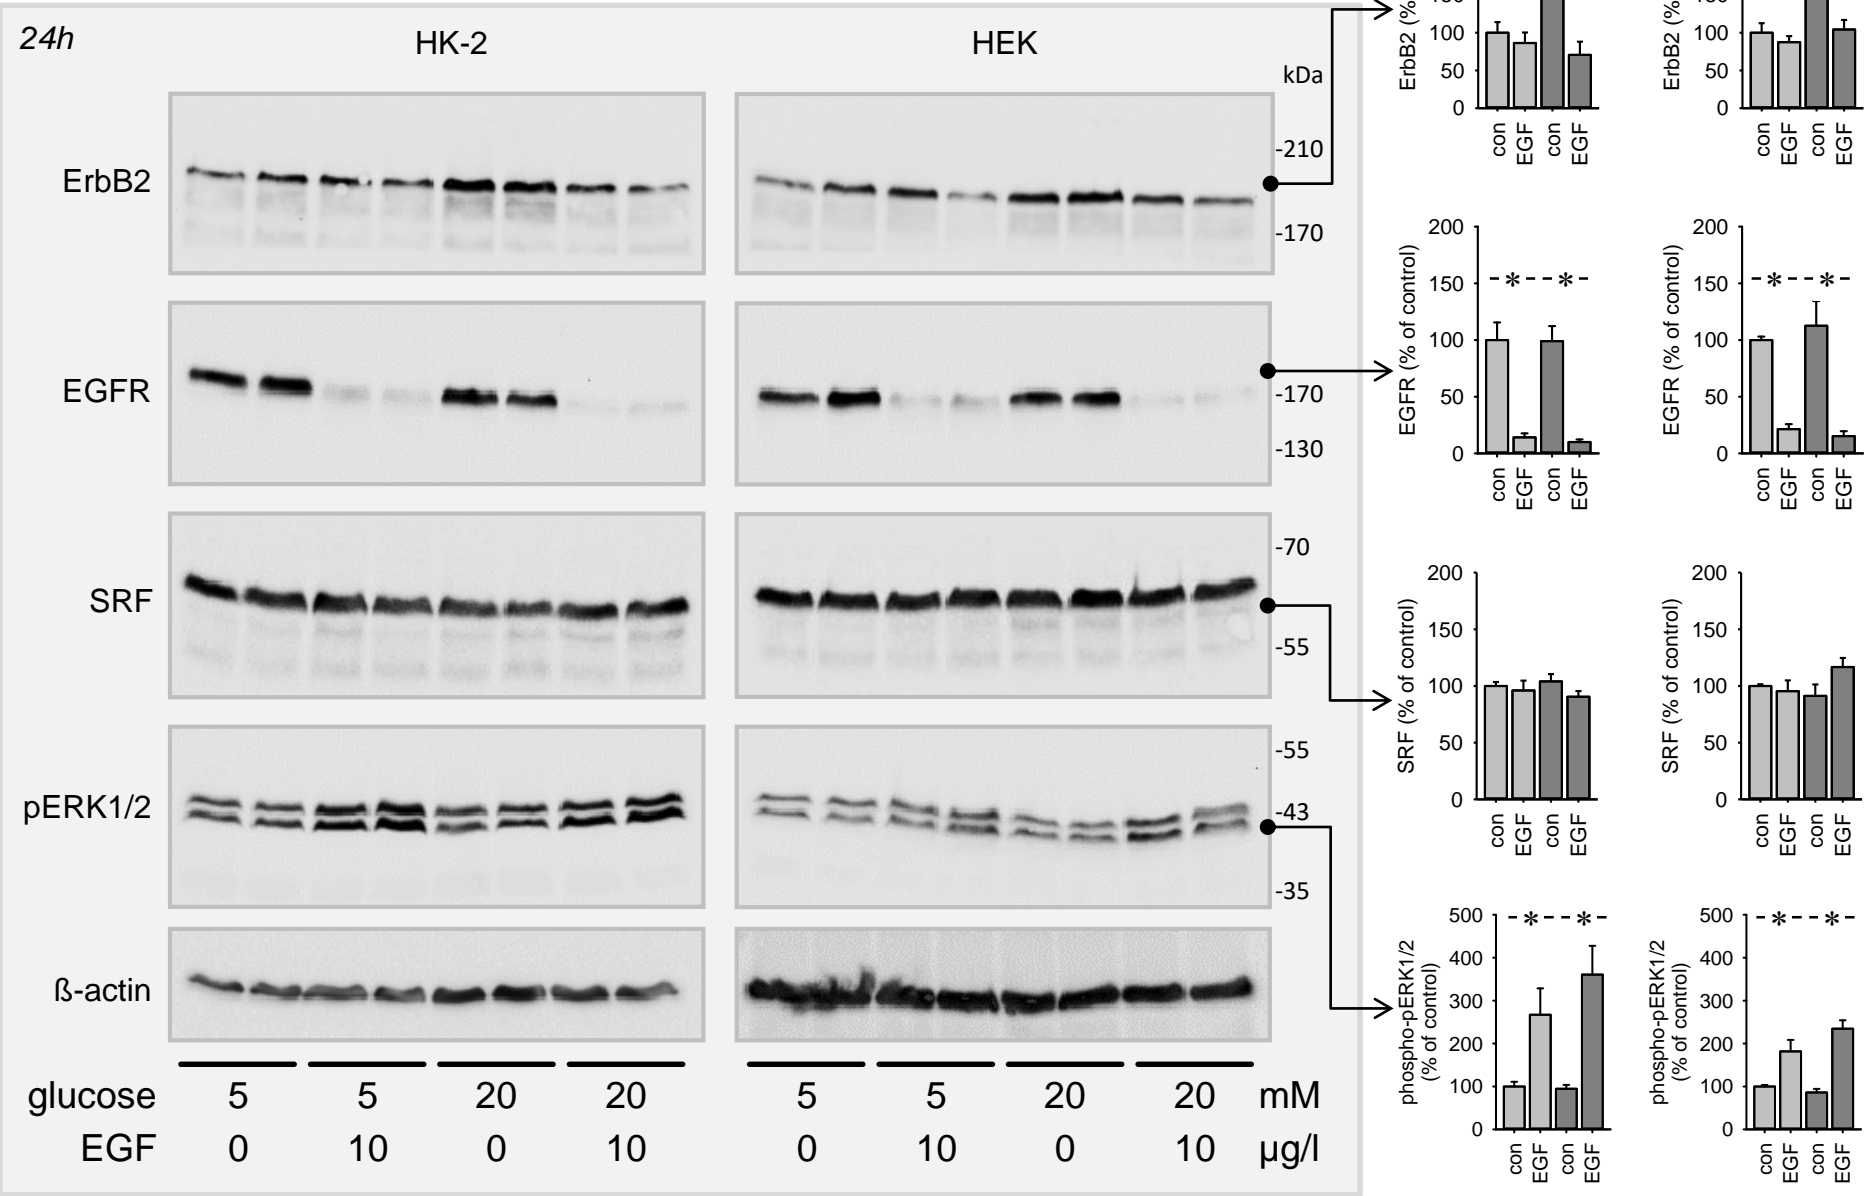

ESM figure 10a | Concentration-dependent stimulation of EGR-activity in HK-2 cells by glucose. In the presence of EGF glucose stimulates EGR-activity, mainly by enhancing the activity of EGR-positive cells (analogue signaling), and EGR-1 expression. \* =  $p < 0.05$  versus control or 5 mmol/l glucose.

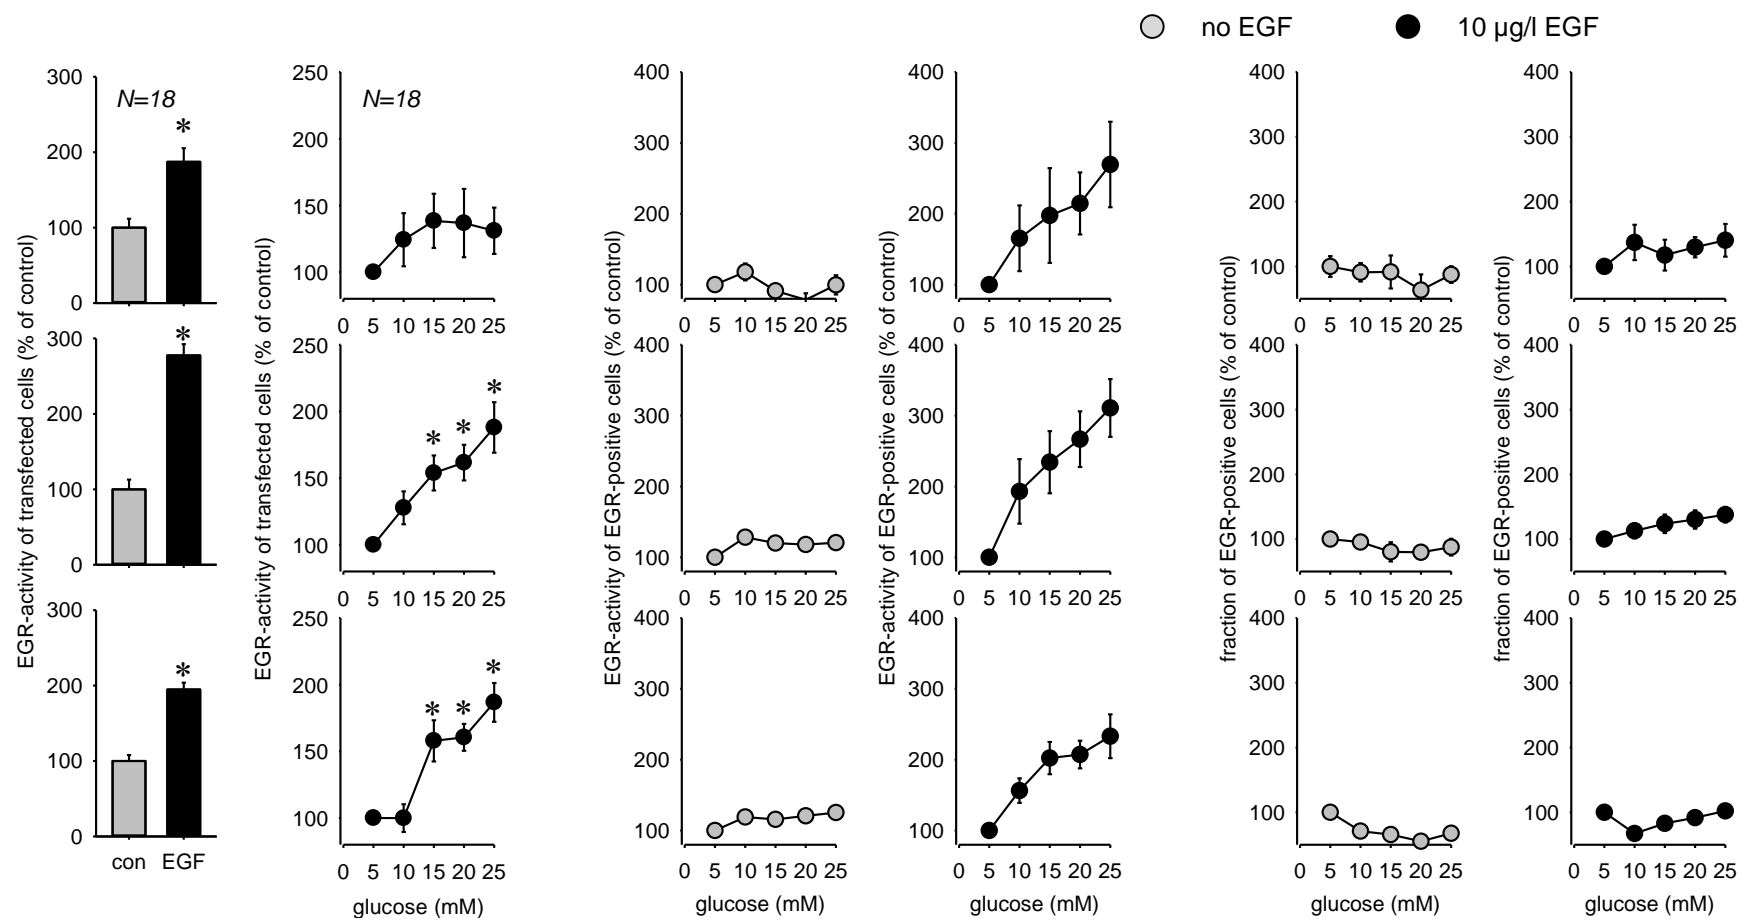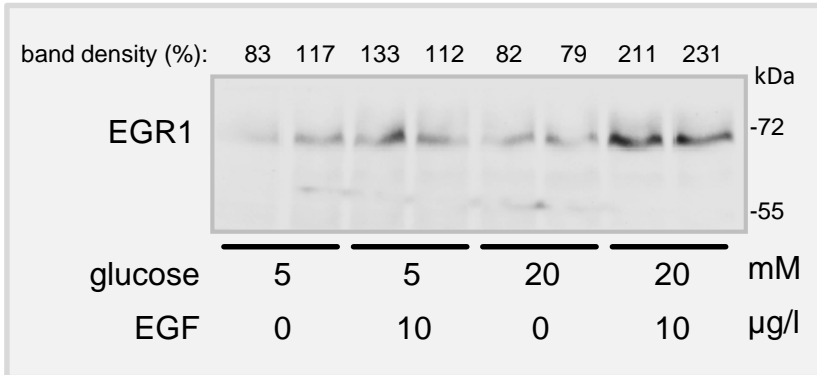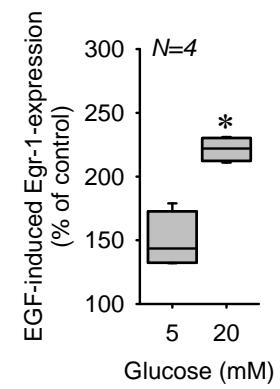

ESM figure 10b | Concentration-dependent stimulation of EGR-activity in HEK cells by glucose. In the presence of EGF glucose stimulates EGR-activity, mainly by enhancing the activity of EGR-positive cells (analogue signaling), and EGR-1 expression.. \* = p<0.05 versus control or 5 mmol/l glucose.

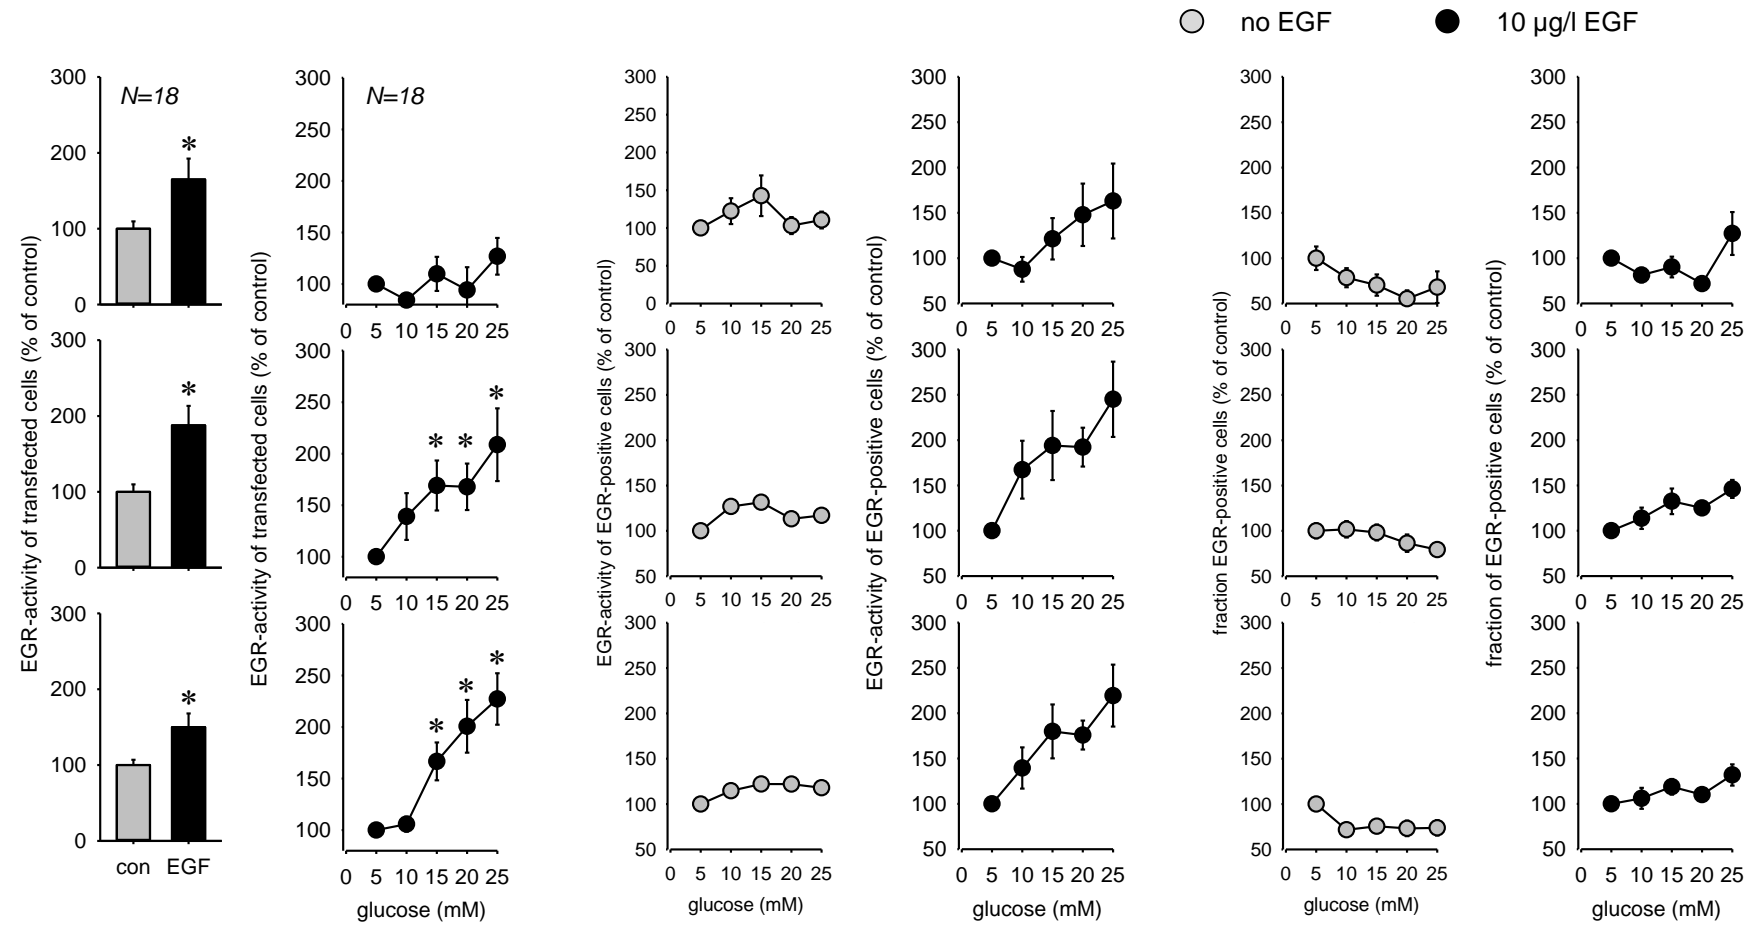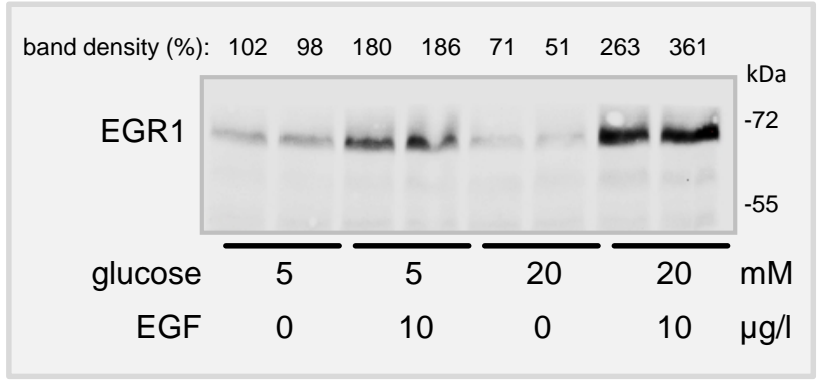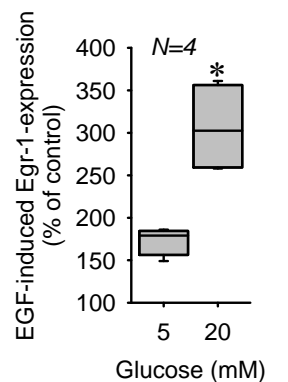

ESM figure 11 | No effect of EGF or glucose on AP1- or NFkB-activity could be detected in HK-2 and HEK cells.

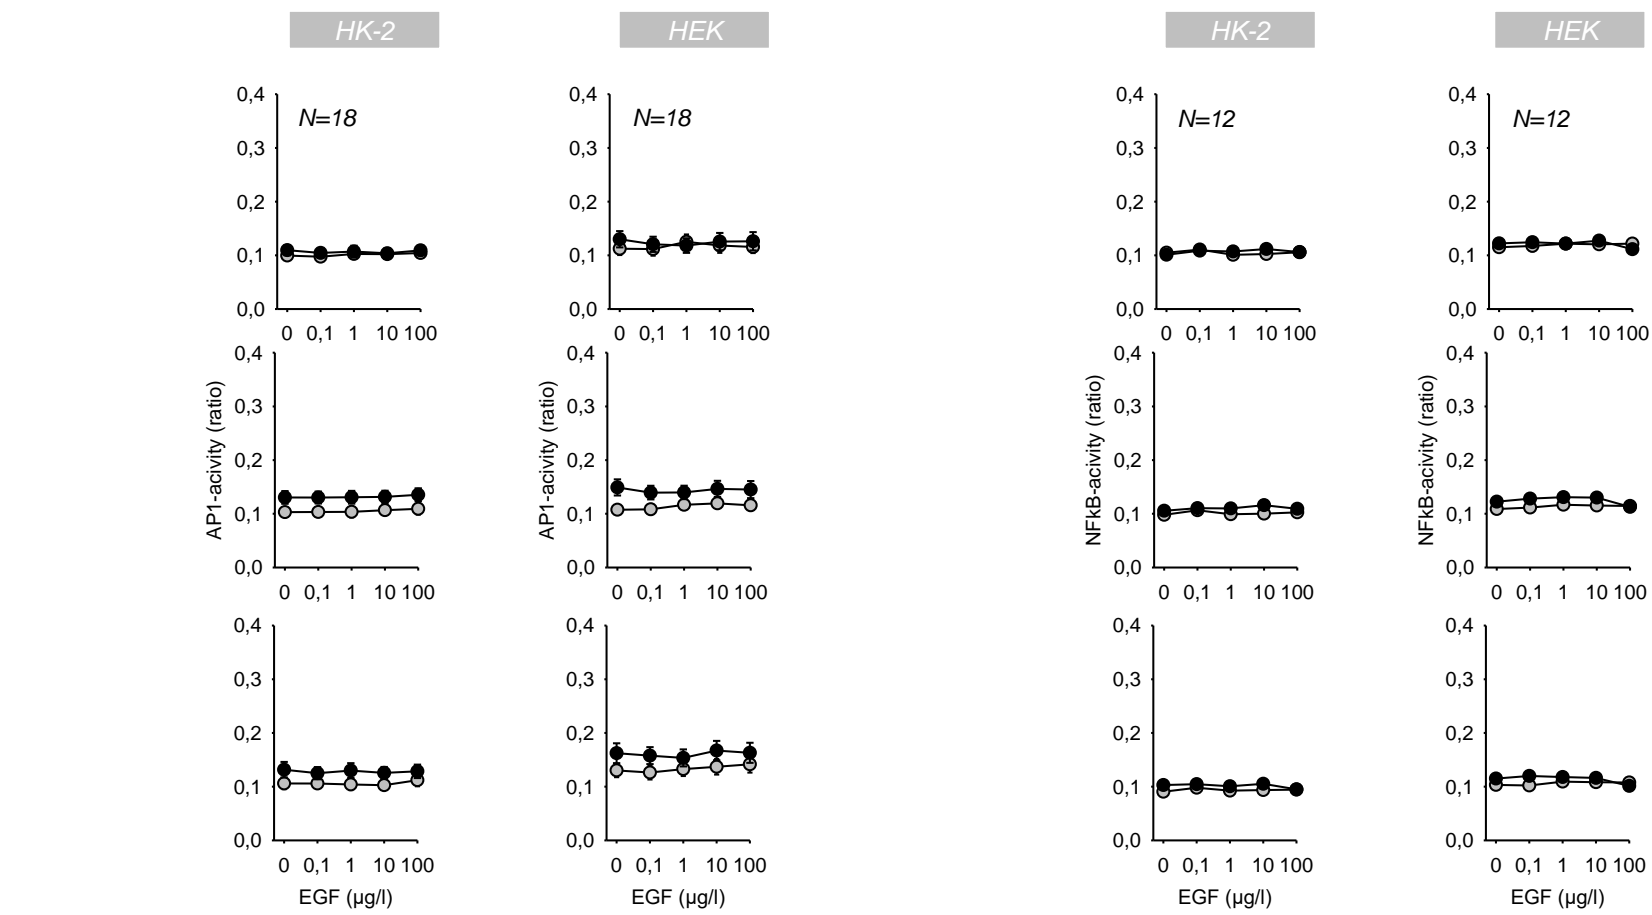

ESM figure 12 | Graphical abstract

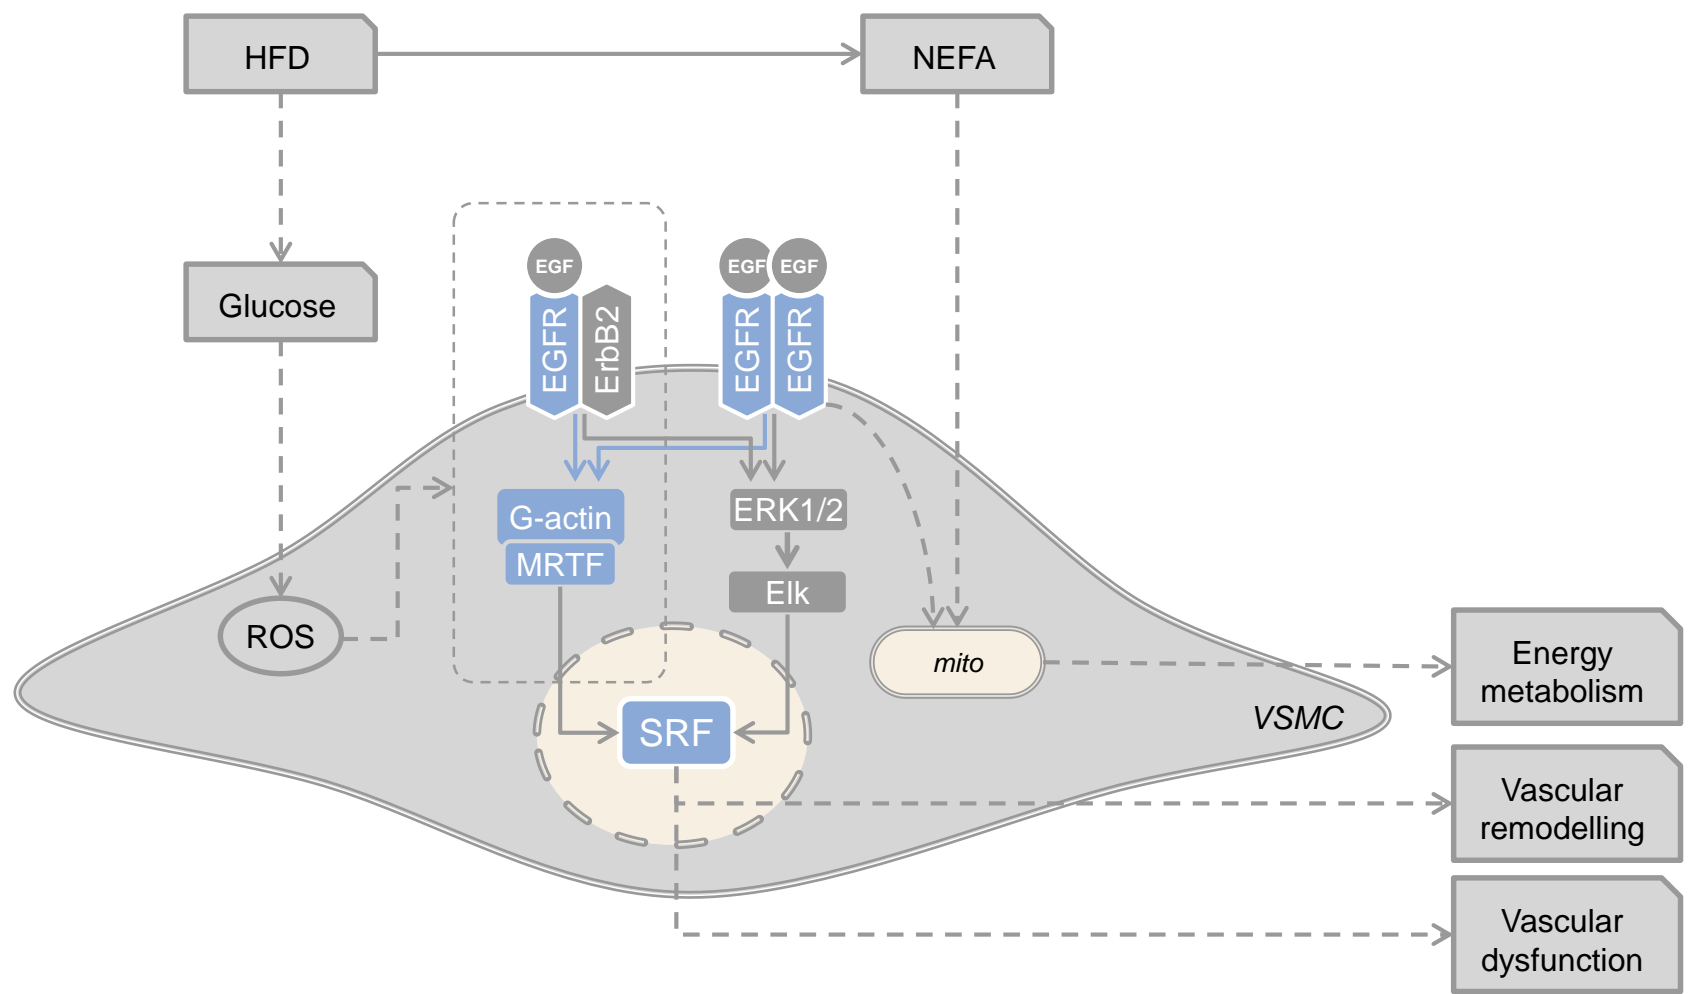

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

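RNA of aortae (14 mice) and kidneys (16 mice) from WT and KO mice on SFD or HFD was sequenced. There were 3 or 4 mice per group in the aorta and 4 in the kidney. The authors aligned the reads to GRCm38/mm10 with Tophat2, counted them per gene with featureCounts and deposited the raw counts, 1 column per mouse, without normalisation. The aortae were sequenced at a university core unit and the kidneys by a company, so the tissues were never fitted together. All columns were used. The strand setting, the annotation release used for counting and the handling of reads that map to several places are not stated in the paper's text. Samples were grouped by the genotype and diet in their labels. The paper gives 4 animals per aorta group, and 3 libraries per genotype on SFD were used here.

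Depth differed between the tissues. The total count per aorta library was 6403699 to 13052870, with a median of 8998366, and per kidney library 16354880 to 28331314, with a median of 19544128. No 2 libraries of a tissue were copies of each other: the smallest chi-square per gene between 2 libraries was 9.21 among the 91 pairs of aortae and 9.87 among the 120 pairs of kidneys. The correlation of log2 values between 2 libraries, across genes, which are not independent replicates, ran from 0.904 to 0.981 in the aorta and from 0.959 to 0.990 in the kidney. Gene positions came from GENCODE vM21, in which 40254 of the 41128 genes of the files were found by identifier.

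The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and the Reactome sets shipped with fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Counts were scaled by edgeR's TMM factors and filtered by filterByExpr within groups, which left 14796 genes in the aorta and 15034 in the kidney. All groups of a tissue were fitted together with edgeR's quasi-likelihood functions glmQLFit and glmQLFTest, with 1 coefficient per group, and p values were adjusted by the Benjamini-Hochberg method. The common dispersion was 0.0531 in the aorta and 0.0372 in the kidney. Comparisons were HFD against SFD in WT and in KO, KO against WT on each diet, and the difference of the diet effect between the genotypes (the interaction contrast). Genes were counted at an adjusted p under 0.001, as in the paper's methods. The effect size criteria of Fig. 3a,c were applied to FPM: a Cohen's d beyond 2 with the pooled SD, a ratio of group means beyond 1.5 and a higher group mean above 5 FPM. How the paper applied the FPM limit is not printed. The receptor tyrosine kinases were tested with Fisher's exact test, two-sided.

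Gene sets were tested with limma's camera on log2 CPM with a prior count of 2 and an assumed correlation of 0.01 between genes, and with fry, and p values were adjusted over the sets and contrasts of a tissue. The lists covered oxidative phosphorylation, the tricarboxylic acid cycle, fatty acid oxidation, reactive oxygen species, the extracellular matrix, smooth muscle and immediate early targets of SRF, receptor tyrosine kinases, proximal tubule transport, organic acid metabolism and inflammation, and markers of brown adipocytes, adipocytes, skeletal muscle, cardiac muscle, Schwann cells, blood, leucocytes, endothelium, fibroblasts, smooth muscle and adrenal gland, the circadian clock, sex and the gene Nnt, which differs between mouse strains. Further lists held the genes drawn in ESM Fig. 1 and ESM Fig. 2, the regulators of Fig. 3b,d, the genes of the primer table and the genes named in the results text. Some lists shared genes: 5 leucocyte markers were also on the inflammation list, 3 fibroblast markers on the matrix list, all 6 smooth muscle markers on the list of SRF targets, Cpt1a on both metabolic lists of lipids and organic acids, and Cybb on the lists of reactive oxygen species and inflammation. g:Profiler, GOrilla, Pscan and IPA were not run. The results of some genes are not reported here.

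The groups, main tests, gene lists, most alternatives and the rule for naming genes were fixed before the data were examined. Genes are named if the paper names them for aorta or kidney expression, if they are among the up to 3 genes per direction and comparison with the smallest p among those with an adjusted p under 0.05 and no overlap between the groups, or if they are on a marker list. A named gene is called changed at an edgeR adjusted p under 0.05 over all genes tested. The alternatives were DESeq2, edgeR's exact test, RLE factors, no low count filter, protein-coding genes only, an FDR of 0.05, a fit of only the groups compared, the mean of the adipocyte markers as covariate (aorta), Cohen's d on log2 values, other uses of the FPM limit, library totals without TMM, an edgeR limit in addition to the effect size, fry, an estimated correlation, the nearest Reactome set and leaving out each library in turn. edgeR's legacy quasi-likelihood test was added after the data had been seen. The diet comparisons and KO against WT on SFD were also repeated on all other splits of the same mice, and the interaction on 100 labellings, the real one included and the others drawn with seed 7.

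The methods were tested on simulated counts with the dispersions of the data, in which 200 genes were changed in WT-HFD mice by a factor of 2 or 4. The changed genes were taken from those with a mean above 5 FPM. Genes were drawn independently of each other, without shared variation such as that of the adipocyte transcripts. The shares recovered need therefore not hold for the real aortae. edgeR at an adjusted p under 0.001 recovered 128 of the 200 (64%) in the aorta and 165 (82.5%) in the kidney, and for the difference between the genotypes 78 (39%) and 114 (57%), with at most 1 false call in a comparison. The effect size criteria recovered 186 and 195 of the 200, and called in addition 115, 106 and 169 unchanged genes in the 3 aorta comparisons and 27, 33 and 21 in the 3 kidney comparisons. Copies of genes were found with blastn 2.17.0. Genes on chromosome 9, X, Y, the mitochondrial genome and the far part of chromosome 8 could not be analysed, since they have no counts.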

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

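The tests of the region around Egfr and of the adipocyte markers as a covariate in KO aortae were chosen only after the result was seen, and so was the judgement that the former cannot decide. Each result here stood out as a signal among genes the paper does not discuss, as a difference between groups, or as 1 mouse far from the others of its group.

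Adcy1, Gm10600 and Camk2b lie outside the genes the paper discusses and differed between KO and WT mice on SFD, by log2 fold changes of 5.84, 3.01 and -4.34. The first 2 were measured in the aorta and Camk2b in the kidney. In the aorta Adcy1 differed on HFD as well, from 7.47 ± 0.94 FPM (SD, n = 4) in WT to 312 ± 59.7 FPM (SD, n = 4) in KO, whereas in the kidney it was lower in KO on SFD, by -1.04 (edgeR adjusted p = 0.432). Adcy1 and Camk2b lie on chromosome 11 within 20 Mb of Egfr. In the aorta on SFD, 3 of the 12 genes with an edgeR adjusted p under 0.05 (Adcy1, Cobl and Pisd-ps1) lie in this window, against 0.172 due by chance (two-sided Fisher's exact p = 5.8e-04), and on HFD, in other mice, 2 of 12 do (two-sided Fisher's exact p = 0.01227). In the kidney it was 1 of 2 (two-sided Fisher's exact p = 0.0284). Between KO and WT kidneys on HFD, 0 genes had an edgeR adjusted p under 0.05, and the smallest was 0.0847. Camk2b and Pisd-ps2 thus did not pass in the HFD kidneys. Leaving out 1 mouse took the kidney Camk2b above 0.05 in 4 of 8 fits (edgeR adjusted p up to 0.109), as did a fit of only the 2 groups compared (0.118, against 5.4e-11 with DESeq2). These Fisher tests are no evidence of their own, since the window was set around genes already seen and the HFD genes, Adcy1 and Pisd-ps1, are among those on SFD. Near Egfr, DNA of another mouse strain linked to the floxed allele and an effect of the loss of EGFR cannot be told apart. Linked DNA leaves out the 9 genes elsewhere in the SFD aortae, which are Pisd-ps2 on chromosome 17, F2r on chromosome 13, and Gm10600 with 6 neighbours on chromosome 4. For those, DNA of another strain at other places, reads shared between near-identical copies, and an effect of the loss of EGFR were not tested.

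The diet effect on 4 sets in the aorta differed between the genotypes: oxidative phosphorylation (camera adjusted p = 8.124e-05), the Wnt genes of ESM Fig. 2 (0.002634), the extracellular matrix (0.04247) and the immediate early genes (0.0002116). None of these passed 0.05 with fry, where the smallest adjusted p was 0.167 for the Wnt genes. With the adipocyte marker mean as covariate the Wnt genes did pass, with a fry adjusted p of 0.0249 for the difference and for HFD in WT (camera adjusted p = 0.00289 and 0.00496). Leaving out 1 library raised the camera adjusted p to as much as 0.795 (oxidative phosphorylation, without WT-SFD-1309), 0.0518 (Wnt genes, without KO-SFD-1507) and 0.908 (matrix, without KO-SFD-1452). For the immediate early genes the highest was 0.0422 (without WT-SFD-1309). Brown adipose tissue left on some SFD aortae may account for part of the mitochondrial pattern. The adipocyte markers fell together with these genes on HFD, and with their mean as covariate the mean log2 fold change of the oxidative phosphorylation genes was -0.23953 in WT and 0.0329822 in KO. In KO the fall was thus no longer seen. In WT, adipose tissue and an effect of the diet cannot be told apart, because camera still gave a low adjusted p of 5.7e-08 and fry did not (adjusted p = 0.264), and because only WT-SFD-1445 of the 3 WT-SFD mice had few adipocyte transcripts. An effect of EGFR on the response to HFD, which the design names, remains open.

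In the kidney the diet effect differed between the genotypes for the transporters (camera adjusted p = 0.0007672) and the inflammation genes (0.01118). With an estimated correlation between genes these values were 0.454 and 0.711, and without KO-HFD-1520 the camera adjusted p for inflammation was 0.217. The KO-SFD mice had the lowest transporter means, 7.25 to 7.37 against 7.37 to 7.60 in WT-SFD mice, while the KO-HFD mice had 7.52 to 7.78 and the WT-HFD mice 7.45 to 7.75. A difference in the cut of the tissue (more or less cortex) and an effect of the vascular EGFR on the tubule were not tested. Clock genes differed between the same KO-SFD and WT-SFD kidneys when adjusted over their list alone. Whether a difference in the time of day enters the results of the transporters or the inflammation genes was not tested either.

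2 Wnt pathway genes went in opposite directions in the tissues on SFD, with every KO mouse above every WT mouse or the reverse. Fzd8 was higher in KO aortae by 0.269189 and lower in KO kidneys by -0.343718, and Sfrp1 was higher by 0.996923 and lower by -0.36543. The difference between the tissues was not tested, since they were sequenced separately, and no explanation of it was tested.

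In groups of 4 mice, 132 sets of values were searched for 1 mouse far from the other 3, and 10 were found where 6.6 are due by chance. In the aorta these were Rgs5 in KO-HFD-1454 (2362.41 FPM, others 3096 to 3221), Rgs5 in WT-HFD-1448 (2029.21 FPM, others 1570 to 1642.3) and the mean log2 CPM of the matrix genes in KO-HFD-1454 (7.80927, others 8.12 to 8.15). In KO-HFD kidneys they were Pisd-ps2 in KO-HFD-1437 (15.7312 FPM, others 8.55 to 9.13) and Cyp2d12 in KO-HFD-1504 (44.2981 FPM, others 27.9 to 28.9). In KO-SFD kidneys they were Col5a2 in KO-SFD-1318 (11.4246 FPM, others 19.3 to 20.4) and, in KO-SFD-1319, Col8a1 (0.766868 FPM, others 1.45 to 1.58) and Crb1 (0.102249 FPM, others 0). In WT-SFD kidneys they were Col8a1 in WT-SFD-1446 (1.445 FPM, others 1.97 to 2.06) and Igf2bp1 in WT-SFD-1309 (7.20984 FPM, others 5.76 to 5.92). The number is close to chance. KO-HFD-1454 had the lowest share of small and structural RNA in the aorta (18.4%) and WT-HFD-1448 the highest (43.1%). Whether this share changed Rgs5 was not tested, and neither was a biological explanation.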

How the results depend on the processing

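Most tests in this part were chosen before the result was seen. The exceptions were edgeR's legacy quasi-likelihood test, added after seeing the data, and the adipocyte markers as covariate in KO aortae. The legacy test left every count of edgeR calls within 1.5 times its value. Among the named genes, 522 values kept their direction and side of the limit, 17 became stronger, 13 weaker and 5 reversed. Among the counts and set tests, 541 stayed, 74 counts moved by more than 1.5 times, 64 tests became weaker, 22 stronger and 27 reversed. Of the named genes, Erbb3, Fzd1, Fzd2, Ror1, Sfrp1 and Wnt9a passed 0.05 for HFD in WT aortae with DESeq2 and without WT-SFD-1445, and Sfrp2, Tspan12 and Ucp1 without WT-SFD-1445. Rgs5 passed on HFD with DESeq2 and with only the 2 groups compared. With only the 2 groups compared, Gm17167 and Pisd-ps1 in the aorta and Camk2b in the kidney no longer passed, and without 1 library Camk2b did not in 4 and Pisd-ps2 not in 6 of 8 kidney fits. The adjusted p values given are of camera for sets. Unless said otherwise, the cause was not tested.

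Aorta counts are given for HFD in WT, HFD in KO, and KO against WT on SFD, where the values reported are 0, 0 and 4 genes by edgeR and 223, 74 and 131 by effect size. DESeq2 gave 7 genes in WT and 16 in KO against WT, the exact test 11 in WT, 1 in KO and 15 in KO against WT, and an FDR of 0.05 gave 12 in KO against WT. That last count was 7 without the low count filter, 2 with protein-coding genes only, 1 with only the 2 groups compared and 9 with the adipocyte marker mean as covariate. By effect size, d on log2 values gave 118 in KO. A limit of 5 FPM in both means gave 143, 35 and 69, the same limit in every mouse 128, 31 and 54, and no limit 757, 563 and 771, since these settings change how many genes can be called. An edgeR adjusted p under 0.05 in addition left 0, 0 and 12. Library totals without TMM gave 211 in KO (15 higher, 196 lower) and 375 in KO against WT (369 higher, 6 lower), and in WT a count of 250 whose parts changed from 67 higher and 156 lower to 168 higher and 82 lower. This follows from the scaling, which shifts all genes. 1 receptor tyrosine kinase was called by effect size and 0 by edgeR at an FDR of 0.05, where the Fisher p was 1.

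Kidney counts in the same order are 26, 50 and 0 genes by edgeR and 167, 344 and 59 by effect size. DESeq2 gave 107, 218 and 4, the exact test 104, 203 and 4, and an FDR of 0.05 gave 145, 360 and 2. With only the 2 groups compared, with fewer samples in the fit, the first 2 counts were 10 and 4, and without the low count filter the KO count was 80. By effect size, 5 FPM in every mouse gave 111 in WT and 38 in KO against WT, no limit 473, 780 and 309, and an edgeR adjusted p under 0.05 in addition 95, 228 and 1.

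Of the aorta sets, those with the adipocyte marker mean as covariate changed as follows. In KO the matrix (0.886) and SRF smooth muscle genes (0.985) became weaker, and fatty acid oxidation (0.0843), oxidative phosphorylation (0.310), reactive oxygen species (0.0915), immediate early (0.313), tricarboxylic acid cycle (0.639) and Wnt genes (0.509) reversed. In WT the reactive oxygen species genes became weaker (0.310). The differences between the genotypes became stronger for fatty acid oxidation (3.8e-04), reactive oxygen species (0.0335) and the tricarboxylic acid cycle (9.3e-05). Tspan12 (0.17) and Ucp1 (1.73) reversed their log2 fold changes in WT. Ucp1 is itself 1 of the markers averaged, so its reversal tests nothing. The means of those 3 differences moved toward 0, from 0.36 to 0.30, from 0.17 to 0.15 and from 0.40 to 0.35. Without the low count filter, the difference between the genotypes for the SRF smooth muscle genes passed 0.05 (0.0439).

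With fry, the aorta sets in WT had adjusted p values of 0.229 (matrix), 0.167 (fatty acid oxidation, reactive oxygen species and SRF smooth muscle genes) and 0.152 (oxidative phosphorylation, immediate early and tricarboxylic acid cycle genes). In KO they were 0.399 (matrix), 0.298 (fatty acid oxidation), 0.294 (oxidative phosphorylation), 0.303 (SRF smooth muscle) and 0.268 (tricarboxylic acid cycle), and for the difference 0.673 (matrix), 0.620 (oxidative phosphorylation), 0.268 (immediate early) and 0.167 (Wnt). In the kidney they were 0.0507 for transport in KO, 0.248 for inflammation in WT, and 0.649 and 0.495 for the differences in inflammation and transport. With an estimated correlation, the aorta values in WT and KO were 0.331, except for 0.461 (matrix in KO), 0.386 (SRF smooth muscle in KO) and 0.292 (Wnt in WT), and the differences were at 0.627 (matrix), 0.619 (oxidative phosphorylation) and 0.331 (immediate early and Wnt). In the kidney they were 0.451 for transport in KO and inflammation in WT, and 0.711 and 0.454 for the differences in inflammation and transport.

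With the nearest Reactome set, the Wnt pathway in WT aortae was at 0.477 and its difference between the genotypes at 0.611, while the difference for the tricarboxylic acid cycle passed 0.05 (0.0369). In the kidney, transport in KO, inflammation in WT and the difference in transport were weaker (0.736), and the differences in inflammation and organic acid metabolism reversed (0.736). The difference in inflammation was at 0.0791 without the low count filter, and that in organic acid metabolism reversed without the filter (0.837) and with RLE factors (0.981). No Reactome set was near enough to the reactive oxygen species and immediate early lists, so this alternative was not run for them.

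Fits that each left out 1 library gave these lowest and highest values. In the aorta, edgeR calls ran from 0 to 332 in WT (332 without WT-SFD-1445) and from 1 (without KO-SFD-1507) to 7 (without WT-SFD-1445) in KO against WT, and effect size calls from 186 to 1713 in WT (without WT-SFD-1445), from 68 to 729 in KO (without KO-SFD-1507) and from 145 to 771 in KO against WT (without WT-SFD-1445). The adjusted p of the difference between the genotypes ran from 4.4e-20 (without WT-SFD-1445) to 0.795 (without WT-SFD-1309) for oxidative phosphorylation, from 6.0e-08 (without WT-SFD-1445) to 0.795 (without WT-SFD-1309) for fatty acid oxidation, from 2.9e-07 (without WT-SFD-1445) to 0.994 (without WT-SFD-1309) for the tricarboxylic acid cycle, from 0.00143 (without WT-SFD-1445) to 0.463 (without WT-SFD-1309) for reactive oxygen species, from 1.8e-04 (without KO-SFD-1319) to 0.895 (without WT-SFD-1309) for the SRF smooth muscle genes, from 3.4e-07 (without KO-SFD-1319) to 0.908 (without KO-SFD-1452) for the matrix and from 3.3e-04 (without KO-SFD-1319) to 0.0518 (without KO-SFD-1507) for the Wnt genes. In KO it ran from 3.8e-09 to 0.836 (without KO-SFD-1319) for the matrix and from 1.2e-04 to 0.247 (without KO-SFD-1319) for the SRF smooth muscle genes.

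In the kidney, edgeR calls ran from 2 (without WT-SFD-1695) to 10 (without WT-HFD-1641) in WT, from 10 (without KO-SFD-1319 or KO-HFD-1558) to 66 (without KO-HFD-1437) in KO and from 0 to 1 (without KO-SFD-1451) in KO against WT, and effect size calls in KO against WT from 46 to 123 (without KO-SFD-1303). The adjusted p of the difference in inflammation ran from 9.2e-05 (without KO-HFD-1504) to 0.217 (without KO-HFD-1520), and of that in organic acid metabolism from 0.252 (without KO-HFD-1504) to 0.940 (without KO-SFD-1319). In KO, inflammation ran from 0.0207 (without KO-HFD-1520) to 0.940 (without KO-SFD-1319) and organic acid metabolism from 0.209 (without KO-HFD-1520) to 0.925 (without KO-SFD-1319). In WT, organic acid metabolism ran from 0.398 (without WT-SFD-1309) to 0.900 (without WT-SFD-1446) and transport from 0.0108 (without WT-SFD-1695) to 0.506 (without WT-SFD-1694). The difference between the genotypes for Egfr in the aorta ran from -0.19 (without WT-SFD-1445) to 0.0445 (without KO-SFD-1452) in log2 fold change.

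No paired analysis was possible because the mice carry individual numbers that no 2 groups of a tissue share.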

Differences from the paper's values

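The KO share with 1 library left out and the adipocyte markers as covariate in KO aortae were chosen as tests only after the result was seen. Of 23 counts compared with the paper's, 11 differ, and of 58 FPM values read from its figures, 2 differ.

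By effect size in WT aortae, the paper gives 240 mRNAs upregulated by HFD and 67 were found, and 282 downregulated, where 156 were found. Among the alternatives set before the data were examined, library totals without TMM (168) and no limit on FPM (187) closed the gap for the upregulated mRNAs, and Cohen's d on log2 values (216) closed it for the downregulated ones. d on log2 values (73), 5 FPM in both means (47) or in every mouse (44), an edgeR limit in addition (0) and protein-coding genes only (58) did not for the former. 5 FPM in both means (96) or in every mouse (84), an edgeR limit (0), library totals (82), no FPM limit (570) and protein-coding genes only (139) did not for the latter, and leaving out any 1 library did not for either, with 73 to 390 upregulated and 112 to 1323 downregulated. No alternative closed both gaps.

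The paper gives the number of mRNAs changed in KO aortae as about 10% of that in WT, where it was 33.2%. With d on log2 values it was 40.8%, with 5 FPM in both means 24.5%, in every mouse 24.2%, with library totals 84.4%, without the limit 74.4% and with protein-coding genes 27.9%, so that none of these alternatives, set before the data were examined, closed the gap. With an edgeR limit in addition, WT had 0 and no share could be formed. Leaving out 1 library, a test of the share chosen after seeing the values, gave 4.32% without WT-SFD-1445, which is under the 10% that the paper's discussion gives as a limit and is not within 1.5 times of 10%, and 30.5% to 327% without each other mouse. Fig. 3a shows about 19 mRNAs upregulated in KO, read by eye, where 33 were found. 5 FPM in both means (18), in every mouse (16), library totals (15), protein-coding genes only (18) and leaving out KO-SFD-1319 (28) closed this gap, while d on log2 values (41), no limit (244), an edgeR limit in addition (0) and leaving out each other KO mouse (33 to 104) did not. For mRNAs upregulated in both genotypes, Fig. 3a shows about 5, read by eye, where 1 was found. No alternative was run for that number.

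By edgeR at an adjusted p under 0.001, the limit in the paper's methods, the paper's 89 mRNAs in KO against WT aortae on SFD stand against 4, its 240 up and 282 down in WT aortae against 0 and 0, its 73 mRNAs in KO against WT kidneys against 0, and its 185 and 364 in WT and KO kidneys against 26 and 50. For the 89, the alternatives set before the data were examined gave 1 to 16 and none closed the gap. For the 240 they gave 0 to 7, and none did. For the 282, leaving out WT-SFD-1445 gave 325 and closed the gap, while DESeq2 gave 6, the exact test 11 and all others 0. The fit without WT-SFD-1445 keeps only WT-SFD-1309 and WT-SFD-1310, the WT-SFD mice rich in adipocyte transcripts. For the 73 they gave 0 to 4, and none did. For the 185 and the 364, an FDR of 0.05 gave 145 and 360 and closed the gap. DESeq2 (107 and 218), the exact test (104 and 203), RLE factors (26 and 51), no low count filter (38 and 80), only the 2 groups compared (10 and 4), protein-coding genes only (23 and 48) and leaving out 1 library (2 to 10 and 10 to 66) did not. By effect size the paper's 89, 73, 185 and 364 stand against 131, 59, 167 and 344 and do not differ by more than 1.5 times.

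The lowest WT-SFD value of Fzd1 in the aorta is about 31 in ESM Fig. 2, read by eye, and was 55.0 FPM here. Library totals without TMM gave 48.3, still over 1.5 times the paper's value but within 1 SD of the group from it, and by that limit closed the gap. That of Wnt9a is about 3.6 in ESM Fig. 2, read by eye, and was 6.67 FPM here, and 6.11 with library totals, which did not close the gap.

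Some statements differ as well, in the genotype they concern or in whether a test passed its limit. The paper states that HFD lowered mRNAs of oxidative phosphorylation and fatty acid metabolism in WT and not in KO aortae. Here the oxidative phosphorylation genes had a mean log2 fold change of -0.51 in KO (camera adjusted p = 2.0e-14) and the fatty acid oxidation genes of -0.91 (camera adjusted p = 6.8e-07). With fry neither set passed in KO (adjusted p = 0.294 and 0.298) or in WT (0.152 and 0.167). With an estimated correlation, camera gave 0.331 for both sets in both genotypes. Adjusted over the list alone, 0 oxidative phosphorylation genes passed in KO and 56 in WT. For fatty acid oxidation, 13 passed in KO and 17 in WT. With the adipocyte marker mean as covariate, the KO values were 0.03 (camera adjusted p = 0.310) and 0.11 (camera adjusted p = 0.0843), so that under this setting they were not lower in KO. The paper states that Egfr and Erbb2 rose in WT and not in KO. Here the diet effects in WT and KO were 0.30 and 0.23 for Egfr and 0.28 and 0.13 for Erbb2, with an edgeR adjusted p of 0.999 and 0.998 for the difference between the genotypes. The paper states that Rgs5 was enhanced in KO mice. Here the log2 fold change on SFD was 0.50 with an edgeR adjusted p of 0.709, and on HFD 0.78 with 0.176. Rgs5 was thus higher in KO, as in the paper, without passing 0.05 over all genes. Adjusted over the genes named in the results text alone, Rgs5 passed 0.05 on HFD and not on SFD. On HFD, DESeq2 (DESeq2 adjusted p = 4.6e-04) and only the 2 groups compared (edgeR adjusted p = 0.0319) did call Rgs5, and the other alternatives did not (edgeR adjusted p up to 0.614). The paper states that receptor tyrosine kinases were enriched among the mRNAs changed by KO. Here 1 of 38 was among them, an odds ratio of 2.14 that did not pass 0.05 (two-sided Fisher's exact p = 0.3805).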

Other observations

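The tests of the pseudogenes, of the clock genes between KO and WT kidneys, of the KO aortae with the adipocyte markers as covariate, of the difference between the genotypes' counts, and of the called genes in the HFD mice were chosen only after the result was seen, and the judgement that the clock gene test in the aorta cannot decide was likewise made after its result was seen.

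The mice of each comparison were split in all other ways into groups of the same sizes, and the counts of splits and of labellings below include the real one. In the aorta 5 of 35 splits gave as many effect size calls as the 223 for HFD in WT, and 10 of 35 as many as the 74 in KO, with other splits giving 18 to 339 (median 54.5) and 12 to 209 (median 40). edgeR gave 0 genes in all 35 splits of either genotype. For KO against WT on SFD, 2 of 10 splits gave at least 4 edgeR calls and 4 of 10 at least 131 effect size calls, with other splits giving 0 to 534 and 36 to 1450. With 10 splits, these counts cannot be told apart from those of other splits. The other split with at least 4 edgeR calls, with 534, put together WT-SFD-1309, WT-SFD-1310 and KO-SFD-1319, the mice with the highest adipocyte marker means. With that mean as covariate the real split gave 9. The 4 genes called, Adcy1, Gm10600, Pisd-ps1 and Pisd-ps2, differed in the same direction between the KO and WT mice on HFD, which are other animals, by 5.38, 2.73, -1.88 and -1.50 (highest edgeR adjusted p = 0.0001237). This argues against chance differences between the SFD mice for these 4 genes. For the difference of the diet effect between the genotypes, all 100 labellings gave as many genes as the real 0, and up to 95. The gap of 149 between the effect size counts of WT and KO was reached in 57 of 100 labellings with genotype labels exchanged within a diet (median of the others 162). It is consistent with an arbitrary assignment of genotype labels.

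In the kidney the real split was the only 1 of 35 to reach its number of edgeR calls and of effect size calls for HFD, in WT and in KO, and all other splits gave 0 edgeR calls. Other splits gave 1 to 126 effect size calls in WT (median 15.5) and 0 to 178 in KO (median 13). For KO against WT on SFD, 35 of 35 splits gave as many edgeR calls as the real 0 and 9 of 35 as many effect size calls as the real 59 (1 to 121, median 20). All 100 labellings gave as many genes with a different diet effect as the real 0. The gap of 177 between the KO and WT counts was reached in 12 of 100 labellings (the others 0 to 259, median 70).

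Markers of cell types were tested in the aorta with camera. On HFD adipocyte markers (12 tested) had a mean log2 fold change of -2.70 in WT (camera adjusted p = 1.4e-05) and -2.82 in KO (1.0e-08), and brown adipocyte markers (8 tested) -2.17 (0.0190) and -1.64 (0.0190). Adjusted over the list alone, 11 adipocyte markers in each genotype and 6 and 4 brown adipocyte markers had an edgeR p under 0.05. The other means in WT and KO were -0.53 and -0.45 for skeletal muscle (2 tested), -1.36 and -0.52 for cardiac muscle (5), -0.85 and -0.50 for Schwann cells (6), 2.42 and 1.65 for blood (5), 0.40 and -0.90 for leucocytes (8), -0.10 and -0.15 for endothelium (6), 0.34 and 0.18 for fibroblasts (6), 0.39 and 0.24 for smooth muscle (4) and -1.23 and -0.93 for adrenal gland (2). Of these, blood (camera adjusted p = 0.00582 and 0.0190), leucocytes in KO (0.00130) and smooth muscle in WT (0.0190) passed 0.05 with camera, and no marker list passed with fry (adjusted p of at least 0.610). The rise of the blood markers rests on the SFD mice rich in adipocyte transcripts: WT-SFD-1309, WT-SFD-1310 and KO-SFD-1319 had mean log2 CPM values of 2.17, 1.28 and 1.97, whereas the other SFD mice were at 5.76 to 5.92, within the 4.72 to 7.07 on HFD. The smooth muscle markers were likewise lowest in these mice, at 10.6, 10.8 and 10.7, against 11.1 to 11.3 in the other SFD mice and 11.1 to 11.4 on HFD. WT-SFD-1309, WT-SFD-1310 and KO-SFD-1319 also had the lowest mouse numbers of the aortae, below those of all HFD mice. KO-SFD-1452 had a higher number and an adipocyte marker mean of 5.04. The paper's text does not state whether mice with low numbers were collected or dissected apart from the others, and this was not tested. A difference that goes with the mouse number therefore remains open for the diet effect on these markers. Leucocyte markers were higher in KO than WT on SFD in 8 of 8 genes (mean 1.19, camera adjusted p = 5.7e-06). In the kidney no marker list passed 0.05. The first principal component of the aortae (38.6% of the variance) followed the adipocyte marker mean with an absolute correlation of 0.977, and that of the kidneys (21.2%) with 0.355. The sex genes have no counts. Nnt was counted in every library, at a log2 CPM of 5.53 to 6.14 in the aorta and 7.06 to 8.35 in the kidney.

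Adipose tissue left on some SFD aortae is a candidate explanation for the lower mitochondrial mRNAs on HFD. In KO aortae the oxidative phosphorylation genes had a mean log2 fold change of 0.0329822 with the adipocyte marker mean as covariate, and in WT of -0.23953. The second value leaves open whether a part of the fall in WT has another origin. A change of the perivascular fat itself by the diet was not tested. Alone it would leave unexplained the low adipocyte marker means of WT-SFD-1445 (1.92) and KO-SFD-1507 (1.94). These lay within the 1.19 to 3.18 on HFD, while the other SFD mice were at 5.04 to 7.05.

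Clock genes were examined for a difference in the time of day of tissue collection. In the aorta the smaller fry p for a change in either direction was 0.7884 between the diets, but the clock genes varied so much within groups (Dbp at 85.9 ± 52.6 FPM, SD, n = 3, in WT-SFD mice) that a difference in time and the diet cannot be told apart there by this test. Between the diets in the kidney the smallest p of a clock gene adjusted over the list alone by edgeR was 0.05051, and again time and diet cannot be told apart. Between KO and WT kidneys on SFD, 9 of 14 clock genes passed 0.05 adjusted over the list alone and 11 had an unadjusted p under 0.05, with Arntl and Npas2 lower and Bhlhe41, Ciart, Dbp, Nr1d1, Per1, Per3 and Tef higher in KO. This opposition is consistent with KO and WT mice killed at different times of day. An effect of the KO on the clock was not tested.

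Chromosome 9, X, Y, the mitochondrial genome and chromosome 8 beyond Gm7191 hold 6547 genes of the files, none with a count in 30 libraries. The first protein-coding gene without counts on chromosome 8 is Cdh8 at 99024471, and 313 protein-coding genes lie beyond the last counted gene. If the reads of these genes had been aligned to a reference without these sequences, their copies elsewhere would take some of the reads. 133 processed pseudogenes whose parent gene lies in these regions had a median of 6.159 FPM, against 2.492 FPM for 991 pseudogenes of other parents (permutation test, 10000 resamples, p = 0.003, identity of at least 95% over at least 80% of the length). Gm13456, a copy of Eef1a1, reached 1450 FPM. Nuclear copies of mitochondrial sequence on chromosome 1 and 2 took 1.86% to 8.88% of an aorta library and 5.23% to 6.92% of a kidney library. An alignment reference without these sequences may thus be the source of the missing counts. Removal of genes after counting was not tested.

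The paper's primer table for quantitative RT-PCR names 35 genes, of which 32 could be tested in the kidney libraries. On HFD, 0 passed an edgeR adjusted p of 0.05 over all genes in WT, where 4 had an unadjusted p under 0.05, and 2 in KO. Adjusted over the list alone, Nox4 and Vcam1 were higher in WT, and 6 genes passed in KO (5 higher, 1 lower: Adra1a, Agtr1a, F3, Mmp9, Nox4 and Vcam1). Between KO and WT on SFD 0 passed, and 2 had an unadjusted p under 0.05. Of the 8 genes named in the results text, 5 were tested in the aorta and 7 in the kidney, and 0 passed an edgeR adjusted p of 0.05 over all genes for the diet. Adjusted over the list alone, Pparg passed for HFD in WT aortae, and Egfr for KO against WT on SFD. For KO against WT aortae on HFD, Egfr and Rgs5 passed over the list alone (smallest edgeR adjusted p = 8.3e-04). The paper names some of these genes, such as Pparg, as regulators inferred from the same libraries, so for those the counts are not independent evidence. Unadjusted p values under 0.05 were found for 1 of them in WT aortae, 2 in KO aortae, 0 in WT kidneys and 1 in KO kidneys.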
